# LKRSDH-dependent histone modifications of *insulin*-*like peptide* sites contribute to age-related circadian rhythm changes

**DOI:** 10.1038/s41467-024-47740-4

**Published:** 2024-04-18

**Authors:** Pengfei Lv, Xingzhuo Yang, Juan Du

**Keywords:** Epigenetics, Ageing, Circadian rhythms

## Abstract

To understand aging impact on the circadian rhythm, we screened for factors influencing circadian changes during aging. Our findings reveal that *LKRSDH* mutation significantly reduces rhythmicity in aged flies. RNA-seq identifies a significant increase in *insulin-like peptides* (*dilps*) in *LKRSDH* mutants due to the combined effects of H3R17me2 and H3K27me3 on transcription. Genetic evidence suggests that *LKRSDH* regulates age-related circadian rhythm changes through *art4* and *dilps*. ChIP-seq analyzes whole genome changes in H3R17me2 and H3K27me3 histone modifications in young and old flies with *LKRSDH* mutation and controls. The results reveal a correlation between H3R17me2 and H3K27me3, underscoring the role of *LKRSDH* in regulating gene expression and modification levels during aging. Overall, our study demonstrates that *LKRSDH*-dependent histone modifications at *dilps* sites contribute to age-related circadian rhythm changes. This data offers insights and a foundational reference for aging research by unveiling the relationship between LKRSDH and H3R17me2/H3K27me3 histone modifications in aging.

## Abstract (web summary)

Age has an impact on circadian rhythm. Here, the authors report that LKRSDH-dependent H3R17me2 and H3K27me3 at *insulin-like peptide* sites contribute to age-related circadian rhythm change in *Drosophila*.

## Introduction

Circadian rhythm is a universal phenomenon in living organisms that helps them better adapt to their environment. Since the discovery of the first gene regulating circadian rhythm in 1972^1^, *Drosophila* has become a model system for studying circadian rhythm. In *Drosophila*, the core regulatory loop that controls circadian rhythm consists of CLOCK (CLK) and CYCLE (CYC), which form a heterodimer complex and activate rhythmic transcription of clock-controlled genes^2^, as well as PERIOD (PER) and TIMELESS (TIM), which are the main repressors of CLK/CYC activity^3^. Studies have shown that this mechanism is conserved in vertebrates^3^.

Age has an impact on circadian rhythm. In *Drosophila*, aged flies exhibit weakened sleep/activity rhythm, as studies have shown^4–6^. Electrophysiological recordings of large ventral lateral neurons in *Drosophila* have demonstrated a significant decrease in input resistance with age. Furthermore, aging in *Drosophila* leads to a reduction in circadian rhythm and the daily plasticity in the architecture of small ventral lateral neurons^7^. In addition, the oscillations of the clock genes *per*, *tim* and their proteins are attenuated in the heads of aged flies compared to young flies^5,8^. Similar changes have been observed in the clock-associated genes *Pdp1*ε*, vri*, and *cry*^5,8^. In mammals, it has been also observed that the amplitude of circadian rhythm tends to decrease with age^9,10^. By facilitating SIRT1-dependent deacetylation of the core clock protein PER2, nicotinamide adenine dinucleotide (NAD + ) has the potential to rejuvenate both circadian gene expression and behavior in aged mice^11^. A genome-wide association study has also indicated that the muscle circadian clock is important for longevity^12^. The identification of more factors that regulate changes in the circadian rhythm during the aging process plays a crucial role in unraveling the mechanisms underlying this phenomenon.

Multiple studies have provided evidence for the existence of molecular connections between aging and circadian rhythm. For example, mutations in genes associated with circadian rhythm have been identified to impact the aging process in *Drosophila*^13–15^. In vertebrates, the core circadian system is intricately linked with various aging-associated signaling pathways, notably including mTOR, SIRT1, and AMPK which are nutrient sensors^16^. Gaining a comprehensive understanding of the regulatory mechanisms underlying longevity and age-related changes in circadian rhythm will enable us to establish the connection between these two processes.

Chromatin features undergo changes during the aging process. DNA modifications, levels of histone expression, histone methylation and histone acetylation all exhibit alterations throughout aging^17–19^. Genomic instability increases with age, resulting from elevated rates of mutations, transposon instability and transcriptional instability^17^. Epigenetic regulation is also important in governing circadian rhythm^20–23^. Recent research has highlighted that age-related changes in the epigenetic regulation of the clock gene *Per1* contribute to certain facets of cognitive decline^24^. However, the specific regulators responsible for these epigenetic features involved in aging process have yet to be identified.

Histone arginine methylation is regulated by methyltransferases and cofactors. H3R17 is a histone arginine site that can be methylated by coactivator-associated arginine methyltransferase 1 (CARM1)^25^. It has been observed that the stability of CARM1 in the aging heart of mammals is significantly reduced^26^, suggesting a potential involvement of histone arginine methylation in the aging process. dLKR/SDH, which is an evolutionarily conserved protein from *Arabidopsis* to humans^27^, is a dual-activity enzyme with an N-terminal LKR domain and a C-terminal SDH domain. In *Drosophila*, LKRSDH interacts with histone H3 to inhibit the ecdysone-induced expression of cell death genes by blocking histone H3R17me2, a modification catalyzed by the *Drosophila* arginine methyltransferase ART4 (ortholog of CARM1)^28^. It is still an open question whether histone arginine methylation plays a role in regulating aging.

To investigate age-dependent circadian rhythm changes, we conduct a screening of *Drosophila* mutants, specifically targeting genes involved in the regulation of histone methylation. The mutants are obtained from the Bloomington Stock Center after creating a list of genes related to histone methylation based on a previous publication (Supplementary file 2 in ref. ^29^). The results show that the mutation of *LKRSDH* (short for Lysine ketoglutarate reductase/saccharopine dehydrogenase), an inhibitor of histone H3R17me2, leads to significant decrease in rhythmicity among aged flies compared to controls. Combinational analysis of genome-wide differentially expressed genes in *LKRSDH* mutants, as revealed by RNA-seq and ChIP-seq data, indicates that a significant upregulation of *insulin-like peptides*, resulting from the combined effects of H3R17me2 and H3K27me3 on transcription. Further genetic evidence indicates that the regulation of age-related changes in circadian rhythm by *LKRSDH* is mediated by *art4* and *dilps*. A combination of RNA-seq and ChIP-seq is applied to identify the whole genome changes in H3R17me2 and H3K27me3 histone modifications in young and old flies with *LKRSDH* mutations, as well as in controls. The results provides insights into the relationship between *LKRSDH* and histone modifications of H3R17me2 and H3K27me3 during the aging process.

## Results

### *LKRSDH* regulates the circadian rhythm of aged *Drosophila*

As *Drosophila melanogaster* undergoes the aging process, there is a gradual weakening observed in its circadian rhythm^5,6^. To investigate the influence of epigenetic factors on circadian rhythm during aging, we performed a screen for mutants of epigenetic regulators that had a significant impact on circadian rhythm of older flies. Our findings revealed that the rhythmicity of the 40-day-old *LKRSDH*^*MB01942*^ homozygous allele was more severely dampened compared to the 40-day-old *w*^*1118*^ control group (Fig. 1a and Supplementary Fig. 1a–h, *w*^*1118*^ and *LKRSDH*^*MB01942*^ homozygous allele at 40 day). These results strongly indicate the involvement of *LKRSDH* in the regulation of the circadian rhythm in aging flies. Real time RT-PCR analysis confirmed that the expression of *LKRSDH* was significantly down-regulated in the *LKRSDH*^*MB01942*^ homozygous allele (Supplementary Fig. 1i). Western blot analysis also showed a down-regulation of LKRSDH protein levels in both heterozygous and homozygous alleles (Supplementary Fig. 1j). The antibody used were also validated by a tagged LKRSDH protein (Supplementary Fig. 1k). In comparison to the *w*^*1118*^ control, the aged *LKRSDH*^*MB01942*^ homozygous allele exhibited a more significant decline in power values (Fig. 1b,*w*^*1118*^ and *LKRSDH*^*MB01942*^ homozygous allele at 40 day). Notably, the characteristic morning-evening activity peak pattern was almost entirely absent in the aged *LKRSDH*^*MB01942*^ homozygous allele (Supplementary Fig. 1d, h). In contrast, *LKRSDH*^*MB01942*^ homozygous allele did not have a significant effect on the circadian rhythm parameters (percentage of rhythmicity, tau and power) of 3-day-old *Drosophila* (Fig. 1a, b, *w*^*1118*^ and *LKRSDH*^*MB01942*^ at 3 day). To further validate our findings, we utilized three independent *LKRSDH* RNAis driven by the *LKRSDH*-Gal4 lines, which resulted in similar phenotypes (Fig. 1a, b). These findings provide evidence for an age-dependent impact of *LKRSDH* on the circadian rhythm in flies, with the absence of *LKRSDH* exacerbating the disorder in the circadian rhythm of these flies.

**Fig. 1:**
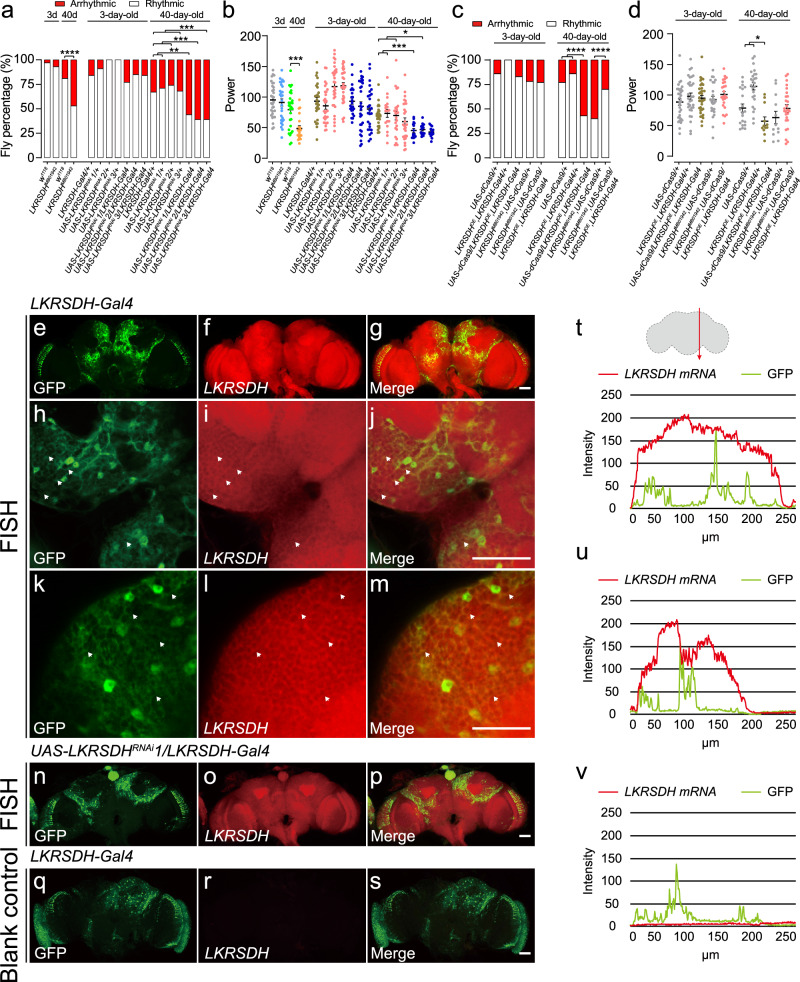
*LKRSDH* down regulation or overexpression leads to circadian rhythm defects. **a** Percentage of rhythmic and arrhythmic flies (from left to right, bars represent *n* = 32, 30, 36, 38, 32, 32, 31, 28, 30, 34, 34, 39, 24, 31, 41, 34, 44 and 33 independent samples). *LKRSDH*^*MB01942*^ are *LKRSDH* homozygous mutant flies. *P*-values from two-sided Fisher’s exact test are indicated, where **P < 0.01, ***P < 0.001, and ****P < 0.0001. All the *P*-values are listed in Supplementary Data 3. **b** Circadian power value of flies with rhythm, corresponding to (**a**). Data are presented as mean ± SEM. *P*-values from unpaired two-tailed Student’s *t*-test are indicated, *P < 0.05 and ***P < 0.001. If *P* > 0.05, it will not be presented in the figures. All the *P*-values are listed in Supplementary Data 3. **c** Percentage of rhythmic and arrhythmic flies (from left to right, bars represent *n* = 36, 31, 41, 32, 31, 26, 29, 28, 30 and 37 independent samples). *LKRSDH*^*MB01942*^*, UAS-dCas9/+* and *LKRSDH*^*MB01942*^*, UAS-dCas9/ LKRSDH*^*OE*^*; LKRSDH-Gal4* are *LKRSDH* heterozygotes mutant flies. *P*-values from two-sided Fisher’s exact test are indicated, where ****P < 0.0001. All the *P*-values are listed in Supplementary Data 3. **d** Circadian power value of flies with rhythm, corresponding to (**c**). Data are presented as mean ± SEM. *P*-values from unpaired two-tailed Student’s *t*-test are indicated, *P < 0.05. If *P* > 0.05, it will not be presented in the figures. All the *P*-values are listed in Supplementary Data 3. **e**–**s** Detection of *LKRSDH* in whole-mount *Drosophila* brains using FISH. Heads of young *Drosophila* were dissected at ZT8. The cells expressing *LKRSDH*-Gal4 were represented by GFP. Scale bar = 10 µm. The arrow highlighted the co localization of *LKRSDH* and GFP. The images presented are from one of the three biological repeats. **t**–**v** The intensity of GFP and FISH signal of *LKRSDH* in samples in panels (**g**), (**p**) and (**s**) were measured using LAS X software. The arrow in the upper portion shows the position of the measurement. Source data are provided as a Source Data file.

To investigate whether *LKRSDH* regulates the circadian rhythm of aging flies by affecting their activity ability, we conducted an analysis of the activity of both mutant and control groups. We observed a significant decrease in activity counts (number of activities per 30 min) in both the *w*^*1118*^ control and *LKRSDH*^*MB01942*^ homozygous allele during aging (Supplementary Fig. 1l). While the 3-day-old *LKRSDH*^*MB01942*^ homozygous allele exhibited significantly reduced activity counts compared to the *w*^*1118*^ control, this difference was not observed in older flies (Supplementary Fig. 1l). We also examined the locomotor response using the rapid iterative negative geotaxis (RING) assay and found no difference between the 3-day-old *LKRSDH*^*MB01942*^ homozygous allele and the 3-day-old *w*^*1118*^ control (Supplementary Fig. 1m). Consistently, the locomotor response did not show any significant changes in the mutant after aging (Supplementary Fig. 1m), indicating that the *LKRSDH* mutation did not affect the locomotor response.

Interestingly, the circadian rhythm under the 12hrs/12hrs light dark (LD) conditions was significantly affected in *LKRSDH*^*MB01942*^ homozygous allele in both young and aged flies, with a significant change in power value specifically observed in aged flies (Supplementary Fig. 1n, o).

To confirm the regulatory effect of *LKRSDH* on circadian rhythm during aging, we performed rescue experiments using transgenic flies generated through the CRISPR/Cas9 transcriptional activation method to conditionally express *LKRSDH*^30^. *LKRSDH*^*TOE.GS01508*^, referred to as *LKRSDH* OE, specifically activates the *LKRSDH* gene expression in the presence of Gal4^30^. As anticipated, induction of *LKRSDH* expression by *LKRSDH*-Gal4 in 40-day-old flies led to a rescue of both the percentage of rhythmicity and power value of the *LKRSDH*^*MB01942*^ mutant (Fig. 1c, d, *LKRSDH*^*MB01942*^*, UAS-dCas9/LKRSDH-Gal4, LKRSDH* OE in 40d). Genotypes of *LKRSDH*^*MB01942*^*, UAS-dCas9/+* and *LKRSDH-Gal4, LKRSDH* OE were used as controls for *LKRSDH*^*MB01942*^*, UAS-dCas9/LKRSDH-Gal4, LKRSDH* OE. In 3-day-old *Drosophila*, the percentage of rhythmicity and power value of *LKRSDH*^*MB01942*^*, UAS-dCas9/LKRSDH-Gal4, LKRSDH* OE was not significantly changed compared to *LKRSDH*^*MB01942*^*, UAS-dCas9/+*. However, in 40-day-old *Drosophila*, there was a significantly increased in both the percentage of rhythmicity and power value of *LKRSDH*^*MB01942*^*, UAS-dCas9/LKRSDH-Gal4, LKRSDH* OE when compared to *LKRSDH*^*MB01942*^*, UAS-dCas9/+* and *LKRSDH-Gal4, LKRSDH* OE (Fig. 1c, d). In conclusion, supplemented *LKRSDH-Gal4*-driven *LKRSDH* can rescue the phenotypes caused by *LKRSDH*^*MB01942*^ in 40-day-old flies.

### The expression of *LKRSDH* in both neurons and glial cells is necessary for maintaining circadian rhythm in aged flies

To determine the expression pattern of *LKRSDH* in the adult fly brain, we performed florescence in situ hybridization (FISH) experiments. The results indicated that the *LKRSDH* had a ubiquitous expression pattern in the fly brain, some of which was represented by *LKRSDH*-Gal4 (Fig. 1e–m, t). The specificity of the FISH signals was verified by the decrease of signals in *LKRSDH* RNAi driven by *LKRSDH-*Gal4 (Fig. 1n–p, u). The blank control experiment yielded no detectable signals (Fig. 1q–s, v). The data indicated that the *LKRSDH-*Gal4 expressed in a portion of the *LKRSDH* expressing cells. It is common for Gal4 lines of this nature, created through the insertion of a Gal4-expressing cassette into a specific gene’s genomic region, only captures a fraction of the gene’s overall expression in many cases. This phenomenon has been previously confirmed in published studies as well (Fig. 2f–h in ref. ^31^).

**Fig. 2:**
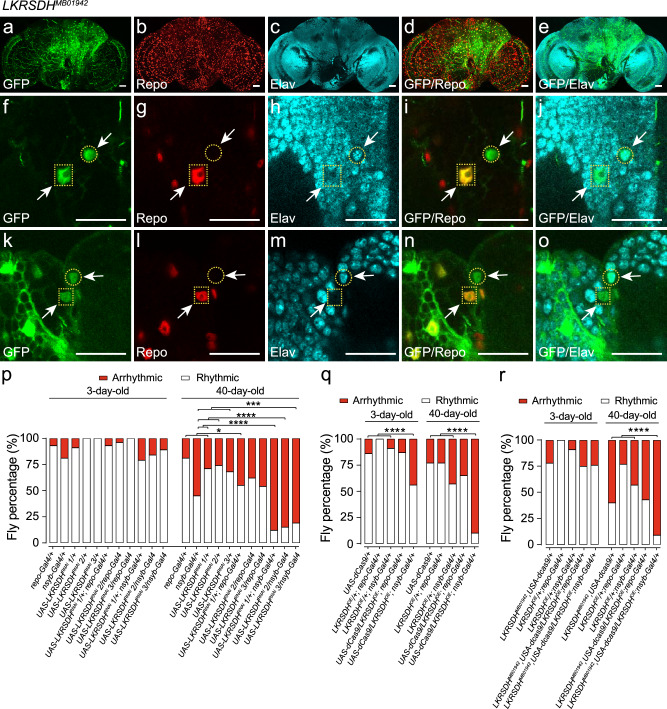
The expression of LKRSDH in both neurons and glial cells is necessary for maintaining the circadian rhythm in aged flies. **a**–**o** LKRSDH represented by GFP in *LKRSDH*^*MB01942*^ was expressed in the same set of cells with neurons labeled with Elav antibody or glial cells labeled with Repo antibody. Heads of young *LKRSDH*^*MB01942*^ were dissected at ZT8. The arrow highlights the co-localization of LKRSDH with neurons or glial cells. Cells surrounded by rectangle and circle shapes represent the co-localization of LKRSDH with glial cells and neurons, respectively. Scale bar = 10 µm. The images presented are from one of the three biological repeats. **p** Percentage of rhythmic and arrhythmic flies (from left to right, bars represent *n* = 30, 31, 32, 31, 28, 30, 28, 28, 29, 31, 44, 21, 31, 24, 31, 41, 22, 26, 28, 26, 27 and 27 independent samples). *P*-values from two-sided Fisher’s exact test are indicated, where *P < 0.05, ***P < 0.001 and ****P < 0.0001. All the *P*-values are listed in Supplementary Data 3. **q** Percentage of rhythmic and arrhythmic flies (from left to right, bars represent *n* = 36, 27, 42, 38, 32, 26, 30, 30, 34 and 41 independent samples). *P*-values from two-sided Fisher’s exact test are indicated, where ****P < 0.0001. All the *P*-values are listed in Supplementary Data 3. **r** Percentage of rhythmic and arrhythmic flies (from left to right, bars represent *n* = 32, 27, 42, 36, 37, 30, 30, 30, 42 and 34 independent samples). *LKRSDH*^*MB01942*^*,UAS-dCas9/+, LKRSDH*^*MB01942*^*,UAS-dCas9/LKRSDH*^*OE*^*;repo-Gal4/+* and *LKRSDH*^*MB01942*^*,UAS-dCas9/LKRSDH*^*OE*^*;nsyb-Gal4/+* are *LKRSDH* heterozygotes mutant flies. *P*-values from two-sided Fisher’s exact test are indicated, where ****P < 0.0001. All the *P*-values are listed in Supplementary Data 3. Source data are provided as a Source Data file.

We also performed immunofluorescence staining experiments to verify the identity of GFP-expressing cells of the *LKRSDH*^*MB01942*^ allele, which is an insertional mutation carrying a GFP fluorescent marker^32^. We used anti-Repo and anti-Elav antibodies to label glial cells and neurons, respectively, in the brains of *Drosophila*^33,34^. We found that *LKRSDH* was expressed in a portion of glial cells (Fig. 2a–o, rectangular box and arrow) and neurons (Fig. 2a–o, round box and arrow). Consistently, the expression of GFP driven by *LKRSDH*-Gal4 also demonstrated widespread *LKRSDH* expression in both neurons and glial cells of the fly brain (Supplementary Fig. 2a–j).

To determine whether *LKRSDH* expressed by neurons or glial cells is required for circadian rhythm regulation during aging, we used *LKRSDH* RNAi to knock down *LKRSDH* in glial cells and neurons. The efficiencies of the RNAis were verified through RT-PCR analysis (Supplementary Fig. 2k–m). The downregulation of *LKRSDH* in glial cells or neurons did not affect the circadian rhythm of young flies (Fig. 2p). Nevertheless, with the progression of aging, the percentage of rhythmicity of flies with *LKRSDH* downregulated in both neurons and glial cells was significantly decreased compared to the controls, which was consistent with the phenotype exhibited by the *LKRSDH*^*MB01942*^ allele (Fig. 2p, Fig. 1a). Calculation of the power value of the rhythmic flies in these genotype groups did not show any significant changes (Supplementary Fig. 2n). These results indicated that *LKRSDH* expression in both neurons and glial cells was required for *Drosophila* to maintain rhythm during aging.

Overexpression of *LKRSDH* in neurons and glial cells using *nsyb*-Gal4 and *repo*-Gal4, respectively, led to additional functions. In both young and aging flies, overexpression of *LKRSDH* using *nsyb*-Gal4 resulted in a further decrease in the power value and percentage of rhythmicity (Fig. 2q and Supplementary Fig. 2o), while overexpression using *repo*-Gal4 led to a further decrease in the power value (Fig. 2q and Supplementary Fig. 2o). In contrast, overexpression of *LKRSDH* using *LKRSDH*-Gal4 showed no significant difference in the percentage of rhythmicity compared to *LKRSDH*-Gal4 controls in young flies. As flies aged, the percentage of rhythmicity in flies overexpressing *LKRSDH* using *LKRSDH*-Gal4 was found to be significantly lower compared to the *LKRSDH*-Gal4 control group (Fig. 1c, d).

In the rescue experiment, the expression of *LKRSDH* in both neurons and glial cells of the *LKRSDH*^*MB01942*^ allele led to notably low level of rhythmicity in aged flies, particularly when utilizing *nsyb*-Gal4 (Fig. 2r and Supplementary Fig. 2p). However, young flies were not significantly affected by expressing *LKRSDH* using *nsyb*-Gal4 and *repo*-Gal4 (Fig. 2r and Supplementary Fig. 2p). These findings deviate from the results observed with the *LKRSDH-Gal4* expression of *LKRSDH* in the *LKRSDH*^*MB01942*^ allele, which exhibited a more effective rescue of the mutant phenotype (Fig. 1c, d). These results align with the observation that *LKRSDH* is expressed in both neurons and glial cells (Fig. 2). Consequently, ectopic overexpression of *LKRSDH* in either all neurons or glial cells alone cannot effectively rescue the phenotype caused by the *LKRSDH*^*MB01942*^ allele.

In conclusion, our findings highlight the indispensable role of *LKRSDH* expression in both neurons and glial cells for the maintenance of circadian rhythm in aged flies. As evidenced by the expression patterns, *LKRSDH* is consistently present in both neurons and glial cells. Consistently, overexpression of *LKRSDH* in either all neurons or glial cells alone results in additional functions but fails to rescue the phenotype caused by the *LKRSDH*^*MB01942*^ allele.

### Genome-wide RNA-seq revealed the downstream genes of *LKRSDH*

To investigate the downstream target genes of *LKRSDH* involved in regulating the circadian rhythm during aging, we performed genome-wide RNA-seq analysis in both *w*^*1118*^ control and *LKRSDH*^*MB01942*^ mutant at the ages of 3 days and 40 days at the time point of ZT8. Our analysis revealed that the majority of differentially expressed genes (DEGs) were upregulated in both young and aged *LKRSDH*^*MB01942*^ flies (Fig. 3a and Supplementary Data 1). In the *w*^*1118*^ control group, there were more downregulated DEGs after aging compared to upregulated DEGs (Fig. 3a and Supplementary Data 1). Conversely, in the *LKRSDH*^*MB01942*^ mutant group, the number of downregulated DEGs after aging exhibited only a marginal decrease compared to the number of upregulated DEGs (Fig. 3a and Supplementary Data 1). These findings provide further support for the role of *LKRSDH* as a transcriptional regulator in ecdysone signaling^28^.

**Fig. 3:**
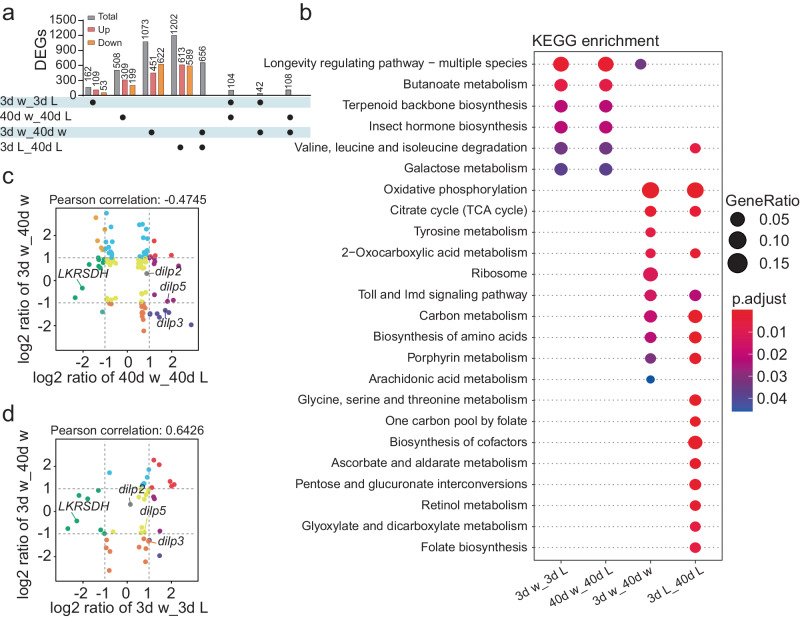
*Dilps* are downstream target genes of *LKRSDH* shown by RNA-seq. **a** The number of differentially expressed genes (DEGs) (up-regulated and down-regulated) in different categories. w for *w*^*1118*^ and L for *LKRSDH*^*MB01942*^. Fifty fly heads were collected at ZT8 and used for RNA-seq. **b** KEGG enrichment analysis was performed for genes regulated by *LKRSDH* or altered during aging identified by RNA-seq. KEGG enrichment was measured by adjusted one-tailed *P* values and GeneRatio in this pathway. KEGG terms with p.adjust < 0.05 are shown. **c** The nine-quadrant diagram shows the trend of alteration in shared DEGs in 40d *w*^*1118*^ *v.s*. 40d *LKRSDH*^*MB01942*^ and 3d *w*^*1118*^ *v.s*. 40d *w*^*1118*^. **d** The nine-quadrant diagram shows the trend of alteration in shared DEGs in 3d *w*^*1118*^ *v.s*. 3d *LKRSDH*^*MB01942*^ and 3d *w*^*1118*^ *v.s*. 40d *w*^*1118*^. Source data are provided as a Source Data file.

Further analysis of overlapping DEGs revealed features in the DEG profiles associated with both the *LKRSDH* mutation and aging process. There were fewer DEGs in the young flies than in the aged flies of *LKRSDH*^*MB01942*^ allele (Fig. 3a), indicating a heightened sensitivity of aging flies to *LKRSDH* mutation. Comparative analysis showed that 656 DEGs in the aged *LKRSDH*^*MB01942*^ mutant overlapped with those in the aged *w*^*1118*^ control, comprising more than half of the total DEGs (Fig. 3a). Notably, only 42 DEGs caused by *LKRSDH*^*MB01942*^ allele in young flies were shared with those caused by aging in *w*^*1118*^ control (Fig. 3a). These findings highlight the distinct DEG profiles resulting from aging and *LKRSDH* mutation.

Nevertheless, despite the disparities in the profile of DEGs, KEGG enrichment analysis revealed remarkably consistent pathway enrichment results. This analysis indicated that the *LKRSDH* allele in flies led to alterations in genes associated with the longevity regulation pathway, both in young and old flies (Fig. 3b and Supplementary Data 2). Consistently, aging in the *w*^*1118*^ control also led to gene changes in the longevity regulation pathway (Fig. 3b and Supplementary Data 2). However, the *LKRSDH* mutation did not lead to significant enrichment of this group of genes, suggesting a potential relationship between *LKRSDH* and aging (Fig. 3b and Supplementary Data 2).

Gene Ontology (GO) analysis of these DEGs revealed common enrichment in pathways associated with the aging process for both the *LKRSDH*^*MB01942*^ mutant and *w*^*1118*^ control (Supplementary Fig. 3a and Supplementary Data 2). These common pathways included ion transmembrane transport, ATP metabolism, cellular respiration, etc. (Supplementary Fig. 3a and Supplementary Data 2). The aged *w*^*1118*^ control exhibited specific enrichment in pathways related to the regulation of membrane potential, cytoplasmic translation, etc. (Supplementary Fig. 3a and Supplementary Data 2). The aged *LKRSDH*^*MB01942*^ mutant showed specific enrichment in pathways such as carbohydrate derivative catabolic process, chemical homeostasis, neuropeptide signaling pathway, etc. (Supplementary Fig. 3a and Supplementary Data 2).

Among the three gene profiles enriched in the longevity regulating pathway, we identified *dilp3* and *dilp5* on the list (Supplementary Data 2). We then examined the expression levels of all the *dilp* family members and found that the *dilp2*, *dilp3* and *dilp5* exhibited changes in their expression levels under these conditions (Fig. 3c, d and Supplementary Fig. 3b). Consequently, we conducted detailed studies on the relationship between *LKRSDH* and these *dilp* genes.

We also examined the oscillation patterns of these *dilps* and the glucose levels across the 24 hours. The results indicated that while there were significant changes in the expression levels, the oscillating patterns of the expression remained unaltered across different conditions (Supplementary Fig. 3c–e). Moreover, the glucose level was significantly elevated in *LKRSDH* allele compared to the *w*^*1118*^ control in young and old flies (Supplementary Fig. 3f). Additionally, within the same genotype, the glucose level was significantly higher in young flies compare to aged flies (Supplementary Fig. 3f). These findings suggest that the *LKRSDH* allele exerts a considerable influence on glucose metabolism in *Drosophila*.

### *Dilp2, dilp3* and *dilp5* contribute to the circadian rhythm and longevity phenotypes caused by *LKRSDH* mutation

As indicated above, *dilp2*, *dilp3* and *dilp5* were in the list of differentially expressed genes (Fig. 3c, d). Previous evidence has shown that the insulin pathway in *Drosophila* is involved in regulating lifespan^35,36^ and circadian rhythm^37^. Therefore, we aimed to investigate whether *dilps* contributed to these phenotypes caused by *LKRSDH* mutation. Through RNA-seq and qRT‒PCR, we found that both *dilp3* and *dilp5* were upregulated in the *LKRSDH*^*MB01942*^ allele (Fig. 4a). *dilp2* was upregulated in the *LKRSDH*^*MB01942*^ allele in aged flies, but not in young flies (Fig. 4a). In comparison to the control group, the overexpression of *dilp3* in aged flies decreased the percentage of rhythmicity and the power value, which were consistent with the phenotypes of the *LKRSDH*^*MB01942*^ allele (Fig. 4b and Supplementary Fig. 4a). Compared with the control group, knockdown of *LKRSDH* by *dilp*5-Gal4 resulted in a significant decrease in the percentage of rhythmicity and the power value of the aged flies (Fig. 4b and Supplementary Fig. 4a). More importantly, although *dilp1-5*^*KO*^*/+* did not cause a significant defect in the percentage of rhythmicity, presumably because of heterozygosity, *dilp1-5*^*KO*^ rescued the defect in the percentage of rhythmicity caused by the *LKRSDH*^*MB01942*^ allele (Fig. 4c and Supplementary Fig. 4b). In conclusion, these results reveal that *dilps* contribute to the circadian phenotypes caused by *LKRSDH* mutation.

**Fig. 4:**
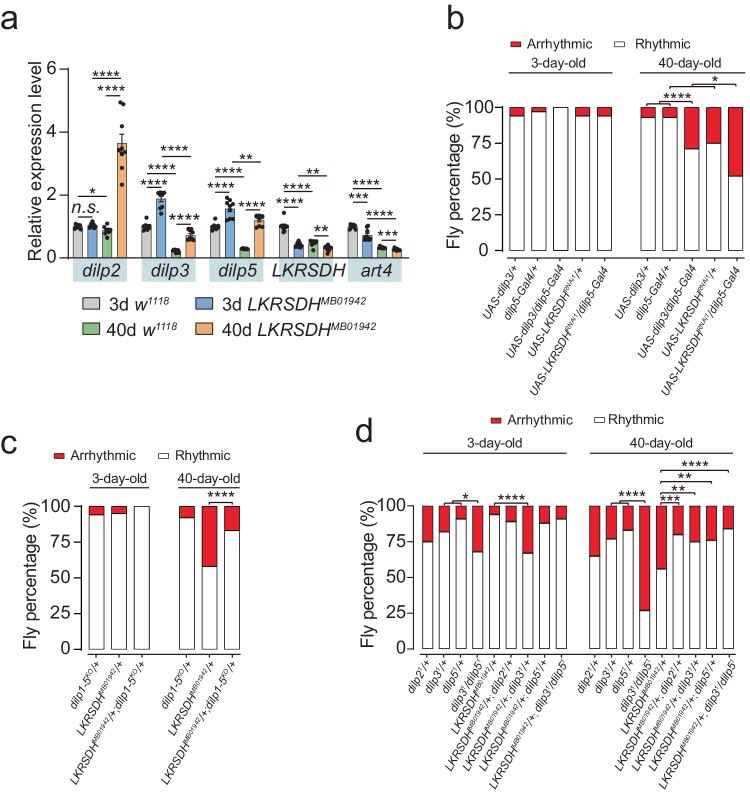
Overexpression or knockout of *dilps* resulted in circadian rhythm defects. **a** Quantitative RT-PCR of *dilp2*, *dilp3*, *dilp5*, *LKRSDH* and *art4*. Data are presented as mean ± SEM. *P*-values from unpaired two-tailed Student’s *t*-test are indicated, where *n.s*. indicates no significant difference, *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. All the *P*-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. **b** Percentage of rhythmic and arrhythmic flies (from left to right, bars represent *n* = 32, 32, 32, 31, 31, 30, 27, 24, 28 and 29 independent samples). *P*-values from two-sided Fisher’s exact test are indicated, where *P < 0.05 and ****P < 0.0001. All the *P*-values are listed in Supplementary Data 3. **c** Percentage of rhythmic and arrhythmic flies (from left to right, bars represent *n* = 31, 37, 26, 26, 38 and 28 independent samples). *LKRSDH*^*MB01942*^*/+* and *LKRSDH*^*MB01942*^*/+; dilp1-5*^*KO*^*/+* are *LKRSDH* heterozygotes mutant flies. *P*-values from two-sided Fisher’s exact test are indicated, where ***P < 0.001. All the *P*-values are listed in Supplementary Data 3. **d** Percentage of rhythmic and arrhythmic flies (from left to right, bars represent *n* = 28, 27, 32, 37, 32, 27, 46, 33, 58, 26, 31, 30, 33, 27, 30, 28, 29 and 32 independent samples). *LKRSDH*^*MB01942*^*/* + *, LKRSDH*^*MB01942*^*/+; dilp2*^1^*/+, LKRSDH*^*MB01942*^*/+; dilp3*^1^*/+, LKRSDH*^*MB01942*^*/+; dilp5*^1^*/+, LKRSDH*^*MB01942*^*/+; dilp3*^1^*/dilp5*^1^ are *LKRSDH* heterozygotes mutant flies. *P*-values from two-sided Fisher’s exact test are indicated, where *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. All the *P*-values are listed in Supplementary Data 3. Source data are provided as a Source Data file.

To distinguish the specific roles of *dilp2*, *dilp3* and *dilp5*, we compared the circadian rhythm phenotypes and the rescue effects of each single mutant. The results indicated that the *dilp2*, *dilp3* and *dilp5* single mutants exhibited varying degree of defects in the percentage of rhythmicity in both young and old flies (Fig. 4d). The *dilp3* /*dilp5* double mutant showed a significant higher percentage of arrhythmicity compared to each single mutant (Fig. 4d). Furthermore, all the *dilp2*, *dilp3, dilp5* single mutants and *dilp3* /*dilp5* double mutant were able to rescue the phenotype caused by the *LKRSDH*^*MB01942*^ allele in aged flies (Fig. 4d). The rescue effects of *dilp2* were better compared to *dilp3* and *dilp5* single mutants, and were comparable to *dilp3* /*dilp5* double mutant (Fig. 4d). However, the power value of these genotypes did not show significant changes (Supplementary Fig. 4c). In conclusion, these results collectively reveal that *dilp2*, *dilp3* and *dilp5* contribute to the circadian phenotypes caused by the *LKRSDH* mutation.

Subsequent experiments provided further evidence regarding the genetic relationship mentioned above and its impact on the longevity phenotype. Detection of the longevity phenotype of the *LKRSDH* allele indicated that it shortened the lifespan (Supplementary Fig. 4d). The expression of *LKRSDH* rescued this shortened lifespan phenotype (Supplementary Fig. 4e). More importantly, *dilp1-5* knockout also rescued the longevity phenotype caused by the *LKRSDH* allele (Supplementary Fig. 4f). Overexpressing *dilp3* caused a decreased lifespan (Supplementary Fig. 4g). These results suggest that *dilp3* and *dilp*5 are downstream of *LKRSDH* and play a crucial role in regulating both circadian rhythm and longevity.

### *LKRSDH* regulates *dilp2*, *dilp3* and *dilp5* through H3R17me2 and H3K27me3

In addition to its enzymatic activity, *LKRSDH* also functions as a transcriptional corepressor in ecdysone signaling. It inhibits the methylation of histone H3 on R17 by CARMER (ART4 in *Drosophila*), resulting in the downregulation of gene expression through chromatin remodeling^28,38,39^. Building upon this understanding, we conducted experiments to investigate the potential involvement of *art4* in this regulatory process. Overexpression of *art4* by *LKRSDH*-Gal4 resulted in defects in the percentage of rhythmicity in both young and old flies (Fig. 5a). The power value was also affected in young flies overexpressing *art4* (Fig. 5b). More importantly, the knockdown of *art4* by *LKRSDH*-Gal4 led to significant changes in the percentage of rhythmicity of old flies compared to other Gal4s (Fig. 5a). Consistently, knocking down *art4* by *dilp5*-Gal4 resulted in a suppression of the phenotype caused by *LKRSDH* allele in aged flies (Fig. 5c). The power value showed more decrease in young flies, while, the down regulation of the power value by *LKRSDH* allele in aged flies was not suppressed by the *art4* RNAi in aged flies (Fig. 5d compared with Fig. 1b). These results indicate that the *art4* activity is up regulated in *LKRSDH* allele. Consistently, the *dilp* expression levels could be affected by up or down regulation of *art4* (Fig. 5e, f). Therefore, we hypothesize that *LKRSDH* regulates *dilp2*, *dilp3* and *dilp5* through *art4*. To investigate this hypothesis, we conducted an examination of various histone modifications, including H3R17me2, among others.

**Fig. 5:**
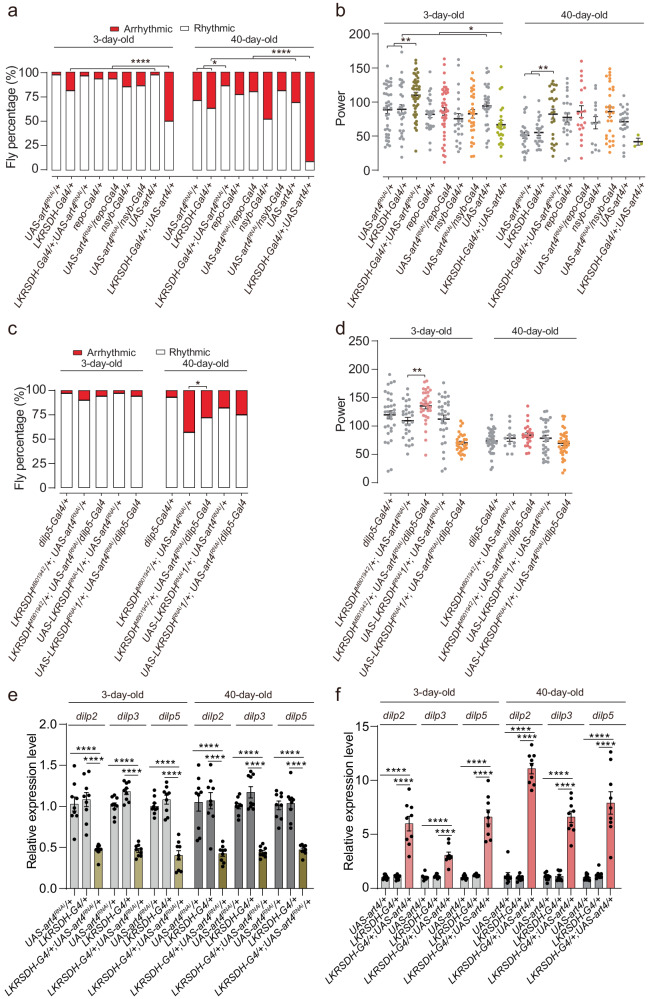
*LKRSDH* regulates circadian rhythm through *art4.* **a** Percentage of rhythmic and arrhythmic flies (from left to right, bars represent *n* = 38, 34, 46, 30, 44, 27, 35, 29, 48, 35, 35, 29, 30, 25, 27, 37, 32 and 34 independent samples). *P*-values from two-sided Fisher’s exact test are indicated, where *P < 0.05 and ****P < 0.0001. All the *P*-values are listed in Supplementary Data 3. **b** Circadian power value of flies with rhythm, corresponding to (**a**). Data are presented as mean ± SEM. *P*-values from unpaired two-tailed Student’s *t*-test are indicated, where *P < 0.05 and **P < 0.01. If P > 0.05, it will not be presented in the figures. All the *P*-values are listed in Supplementary Data 3. **c** Percentage of rhythmic and arrhythmic flies (from left to right, bars represent *n* = 33, 31, 35, 32, 32, 40, 23, 32, 34 and 48 independent samples). *LKRSDH*^*MB01942*^/ + ; *UAS-art4*^*RNAi*^*/+ and LKRSDH*^*MB01942*^/ + ; *UAS-art4*^*RNAi*^*/dilp5-Gal4* are *LKRSDH* heterozygotes mutant flies. *P*-values from two-sided Fisher’s exact test are indicated, where *P < 0.05. All the *P*-values are listed in Supplementary Data 3. **d** Circadian power value of flies with rhythm, corresponding to (**c**). Data are presented as mean ± SEM. *P*-values from unpaired two-tailed Student’s *t*-test are indicated, where ****P < 0.0001. If *P* > 0.05, it will not be presented in the figures. All the *P*-values are listed in Supplementary Data 3. **e**, **f** Quantitative RT-PCR of *dilp2*, *dilp3* and *dilp5*. Data are presented as mean ± SEM. *P*-values from unpaired two-tailed Student’s *t*-test are indicated, where ****P < 0.0001. All the *P*-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. Source data are provided as a Source Data file.

Subsequently, we investigated the impact of the *LKRSDH* mutation on the global level of H3R17me2 and found that its levels were elevated in young *LKRSDH*^*MB01942*^ mutant flies (Fig. 6a, c). However, H3R17me2 was significantly decreased in aged *w*^*1118*^ and *LKRSDH*^*MB01942*^ mutant flies (Fig. 6a, c). Subsequent results demonstrated that the decline in H3R17me2 levels observed in aged flies was attributed to a decrease in the expression level of *art4* mRNA (Fig. 4a). We speculated that the decrease in H3R17me2 contributes to the downregulation of most genes during aging, including *dilps* (Fig. 4a). Furthermore, in the young *LKRSDH*^*MB01942*^ flies, the decrease in *art4* transcription (Fig. 4a) may be a result of feedback regulation in response to *LKRSDH* depletion and the more efficient methylation of histone H3R17 by *art4*.

**Fig. 6:**
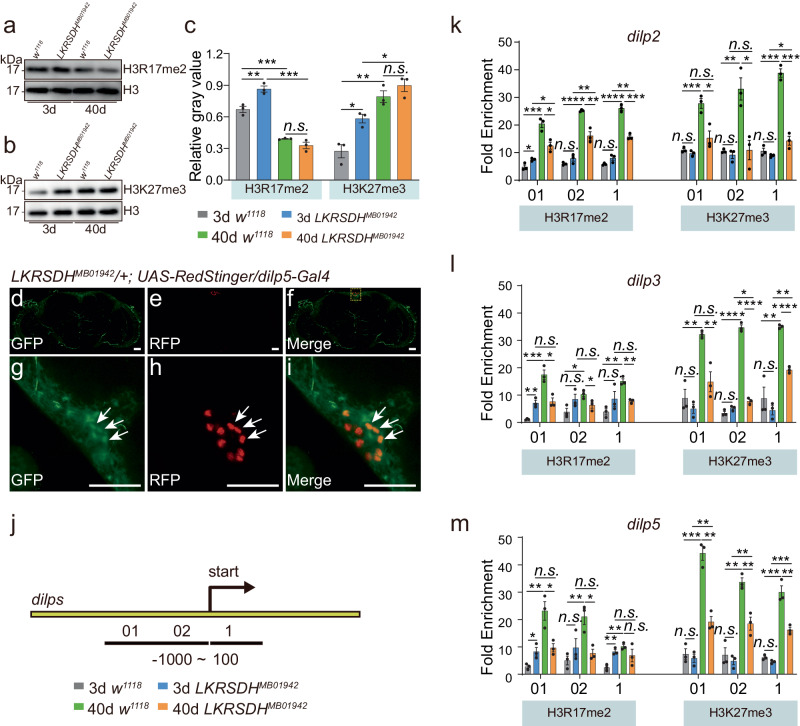
*LKRSDH* regulates *dilps* through H3R17me2 and H3K27me3. **a**, **b** *LKRSDH* regulates the dynamics of histone modifications H3R17me2 and H3K27me3. Western blot analysis was conducted on H3R17me2 and H3K27me3, with Histone H3 serving as the loading control. The images presented are from one of the three biological repeats. **c** The relative gray values of Western blot in (**a**, **b**) were measured using Image J. Data are presented as mean ± SEM. *P*-values from unpaired two-tailed Student’s *t*-test are indicated, where *n.s*. represents no significant difference, * represents *p* < 0.05, **p < 0.01 and ***p < 0.001. All the *P*-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. **d**–**i** LKRSDH represented by GFP in *LKRSDH*^*MB01942*^ was expressed in the same set of cells with *dlip5*-Gal4 driven *Redstinger*. Scale bar = 10 µm. Heads of *LKRSDH*^*MB01942*^*/* + *;UAS-RedStinger/dilp5*-Gal4 were dissected at ZT8. The square area in (**d**–**f**) is enlarged in (**g**–**i**). The arrow indicates that LKRSDH is expressed in the cells where *dlip5* is expressed. The images presented are from one of the three biological repeats. **j**–**m** ChIP experiments on *dilp2*, *dilp3* and *dilp5* locus. *n* = 3 biologically independent experiments. **j** Schematic diagram of the *dilps* gene region and the location of primers used for ChIP analysis. Primers were within 1000 bp upstream of the *dilps* transcription start (−1000 ~ 0 bp) and 100 bp downstream of the *dilps* transcription start (0 ~ 100 bp), respectively. The bent arrow indicates the transcription initiation site. **k**–**m** The fold enrichment of two histone modifications, H3R17me2 and H3K27me3, on *dilps* promoter and gene body. Data are presented as mean ± SEM. *P*-values from unpaired two-tailed Student’s *t*-test are indicated, where *n.s*. represents no significant difference, *represents *p* < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001. All the *P*-values are listed in Supplementary Data 3. Source data are provided as a Source Data file.

To further investigate whether *LKRSDH* regulates *dilps* through histone modifications, we examined the co-expression of *LKRSDH* and *dilps* in the same set of cells. The immunostaining results showed that *dilp5*-Gal4-driven *Redstinger* was expressed in the same set of cells as *LKRSDH*, labeled by the GFP trap in *LKRSDH*^*MB01942*^ (Fig. 6d–i). Furthermore, we analyzed H3R17me2 in gene body and promoter regions of *dilps* (Fig. 6j–m). We found that in the young *LKRSDH*^*MB01942*^ mutant, H3R17me2 was significantly increased at the *dilps* promoter region, which correlated with elevated *dilps* expression (Fig. 4a). Surprisingly, we also found a significant increase in H3R17me2 levels at the *dilps* gene body and promoter in the aged *w*^*1118*^ control (Fig. 6k–m). Moreover, H3R17me2 was significantly downregulated in old flies carrying the *LKRSDH*^*MB01942*^ mutation (Fig. 6k–m). Neither of these findings fully explained the changes in *dilps* expression during aging (Fig. 4a). Hence, we hypothesized that other histone modifications could be involved in *dilps* regulation. Previous results have shown that CARM1 plays a role in modulating the antagonism between EZH2 and BAF155 to facilitate the H3K27me3 deposition by EZ in cancer cells^40^. In the modENCODE database, we identified binding sites of H3K27me3 in the *dilps* gene body and promoter regions (Supplementary Fig. 5a). Therefore, we conducted tests for H3K27me3.

The detection of H3K27me3 at the global level revealed its dependency on *LKRSDH*. H3K27me3 increased significantly during the aging process of *w*^*1118*^ control (Fig. 6b, c). *LKRSDH* mutation led to a significant increase in H3K27me3 in young flies (Fig. 6b, c). In old flies, there was no significant change in the global level of H3K27me3 in the *LKRSDH*^*MB01942*^ mutant (Fig. 6b, c). In the *LKRSDH*^*MB01942*^ mutant, the aging process resulted in significant increase in H3K27me3 (Fig. 6b, c).

We also examined H3K27me3 on the *dilps* gene body and promoter. We found that the *LKRSDH*^*MB01942*^ allele did not affect H3K27me3 in young flies. However, as the flies aged, the H3K27me3 modification at the *dilps* gene body and promoter regions decreased compared with the *w*^*1118*^ control (Fig. 6j–m). Moreover, H3K27me3 was significantly increased in the *dilps* gene body and promoter region in the aged *w*^*1118*^ control (Fig. 6j–m). These results shed light on the mechanism underlying changes in *dilps* expression levels. Specifically, in young flies, *LKRSDH*^*MB01942*^ allele caused an increase in H3R17me2 at the *dilps* locus, without affecting H3K27me3. As a result, this promoted the expression of *dilps*. As the flies aged, the *LKRSDH*^*MB01942*^ allele induced a significant decrease in both H3R17me2 (activating mark) and H3K27me3 (repressive mark) at the *dilps* locus compared to the aged *w*^*1118*^ control, resulting in increased *dilps* expression (Supplementary Fig. 5b–d). Consistently, in aged flies, although H3R17me2 of the *dilps* locus in the *LKRSDH*^*MB01942*^ mutant decreased compared with the *w*^*1118*^ control, it appeared that H3K27me3 at the *dilps* locus decreased relatively more, potentially contributing to the increased expression of *dilps* (Supplementary Fig. 5b–d). Interestingly, overexpressing *LKRSDH* in neurons or glia resulted in down regulation of H3R17me2 (Supplementary Fig. 5e–g). Although there were no notable changes in H3K27me3 observed in young flies, a significant increase was detected in aged flies (Supplementary Fig. 5h–j).

Interestingly, the changes in the levels of H3R17me2 and H3K27me3 at specific gene loci were not always consistent with the global levels. In aged flies, when mRNA of *art4* was greatly downregulated, the downregulation of *LKRSDH* did not result in global changes in H3R17me2 and H3K27me3 levels (Figs. 4a, 6c). However, at the *dilp3* and *dilp5* gene loci, the downregulation of *LKRSDH* led to decreased H3R17me2 and H3K27me3 levels in aged flies (Fig. 6k–m), suggesting the existence of specific regulatory mechanisms for the two histone modifications at particular gene loci. Subsequently, we asked to what extent H3R17me2 associated with H3K27me3 and the effect of aging and *LKRSDH* on this association.

The alterations of H3R17me2 genome widely and at the gene locus supported the regulatory relationship between *LKRSDH* and *art4*. The downregulation of *art4* resulted in a decrease in H3R17me2 levels (Supplementary Fig. 6a–d). While, the upregulation of *art4* resulted in an increase in H3R17me2 levels (Supplementary Fig. 6e–h). Consistently, the downregulation of *art4* further decreased H3R17me3 in the presence of the *LKRSDH*^*MB01942*^ allele (Supplementary Fig. 6i–k), indicating the *art4* was downstream of *LKRSDH*. However, the alterations of H3K27me3 genome widely and at the gene locus indicated the mechanisms in addition to *art4* may be involved in mediating the effects of *LKRSDH* on H3K27me3. Downregulation of *art4* in neurons resulted in an increase in H3K27me3 (Supplementary Fig. 7a–d). While, the upregulation of *art4* resulted in a decrease in the H3K27me3 (Supplementary Fig. 7e–g). If the *art4* were the only factor mediating the effects of *LKRSDH* on H3K27me3, *LKRSDH* mutant which results in the upregulation of *art4* activity should have led to a decrease in H3K27me3. However, global H3K27me3 were either upregulated or not significantly changed by the *LKRSDH* allele, which arguing the presence of other mechanisms (refer to the Discussion session). This data also suggested that the H3K27me3 levels changes caused by *LKRSDH* mutation on the *dilp* gene sites in aged flies were dependent on *art4*. The downregulation of *art4* led to further up regulation of H3K27me3 in the presence of the *LKRSDH*^*MB01942*^ allele (Supplementary Fig. 7h–k). Interestingly, the downregulation of *art4* resulted in the decrease of *LKRSDH*, suggesting the existence of a feedback mechanism at transcriptional level (Supplementary Fig. 8).

### H3R17me2 is positively correlated with H3K27me3, and both are widely repressed by the *LKRSDH* genome

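The data come from chromatin of fly heads, 25 heads per sample, collected 8 h after lights on. The flies were 3 or 40 days old and were either w1118, the control strain, or carried the MB01942 allele of LKRSDH, the gene of lysine ketoglutarate reductase/saccharopine dehydrogenase. Chromatin was immunoprecipitated with an antibody against H3R17me2, histone H3 with asymmetric dimethylation of an arginine, or against H3K27me3, histone H3 with trimethylation of a lysine. There were 2 replicates for each of the 4 conditions and each mark, which gives 16 immunoprecipitated libraries, 8 per mark, beside 8 input libraries. The authors trimmed the reads, aligned them to the dm6 genome with Bowtie2, removed duplicates with Picard and called broad peaks with MACS2 against input chromatin. The values below start from the resulting list of peaks of each immunoprecipitated library; the input libraries enter only through the authors' peak calling. Each list gives the place of every peak with its fold enrichment over input, its -log10 p and its -log10 q, all made by MACS2 as means over the region. Those columns were used only to describe, rank or filter the peaks within a list, since the lists hold no read counts and the read depth behind each peak is unknown. The length covered by peaks was the length of the merged peaks of a list, and the coverage of a gene or window was the percentage of its length under a peak. Genes and transcription start sites (TSSs) were taken from the Ensembl annotation of the same genome, with 13945 protein-coding genes on chromosomes 2L, 2R, 3L, 3R, 4 and X and 23779 TSSs. Groups were compared with the library, or a pair of libraries, as the unit. With 2 libraries against 2, an exact two-sided permutation test cannot give a p below 0.3333, so such comparisons carry no call.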

To clarify the relationship between H3R17me2 and H3K27me3, we conducted chromatin immunoprecipitation followed by sequencing (ChIP-seq) experiments on H3R17me2 and H3K27me3 in 3-day-old *w*^*1118*^ control, 3-day-old *LKRSDH*^*MB01942*^ mutant, 40-day-old *w*^*1118*^ control and 40-day-old *LKRSDH*^*MB01942*^ mutant flies at ZT8. Through these experiments, we obtained maps representing the distribution of H3R17me2 and H3K27me3 along chromosomes. We found that H3R17me2 exhibits more extensive occupancy across the genome (Fig. 7a, b). 

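The lists held 14996 ± 1956 peaks for H3R17me2 (SD, n = 8 libraries) and 5323 ± 973 peaks for H3K27me3 (SD, n = 8). H3R17me2 had 9673 more peaks per library, and every H3R17me2 list was longer than every H3K27me3 list (exact two-sided permutation test, p = 0.000155, the smallest p that 8 libraries against 8 allow; 0.000311 after Benjamini-Hochberg adjustment over 2 tests). The H3R17me2 peaks were shorter, with a mean length of 2479 bp per list against 7457 bp for H3K27me3. The length of genome under peaks was 37.4 ± 8.46 Mb for H3R17me2 (SD, n = 8) and 38.9 ± 6.00 Mb for H3K27me3 (SD, n = 8), a difference that was smaller than the spread between libraries (exact two-sided permutation test, p = 0.694). The sign of this difference depended on the replicate, with -7.70 Mb for one replicate number and 4.67 Mb for the other. On the autosomes alone, H3R17me2 peaks covered 33.8% and H3K27me3 peaks 32.9%. The alternative that moved both measures most was a q-value under 0.05, at which the number of peaks of H3R17me2 minus that of H3K27me3 was -1147 and the difference in covered length was -22.3 Mb. At that threshold the H3R17me2 lists kept 26.1 peaks on average, with 130 in 40-day-old control replicate 1 and 3 to 26 in the other lists, and the H3K27me3 lists kept 1173, from 623 to 1967.

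**Figure D1:**
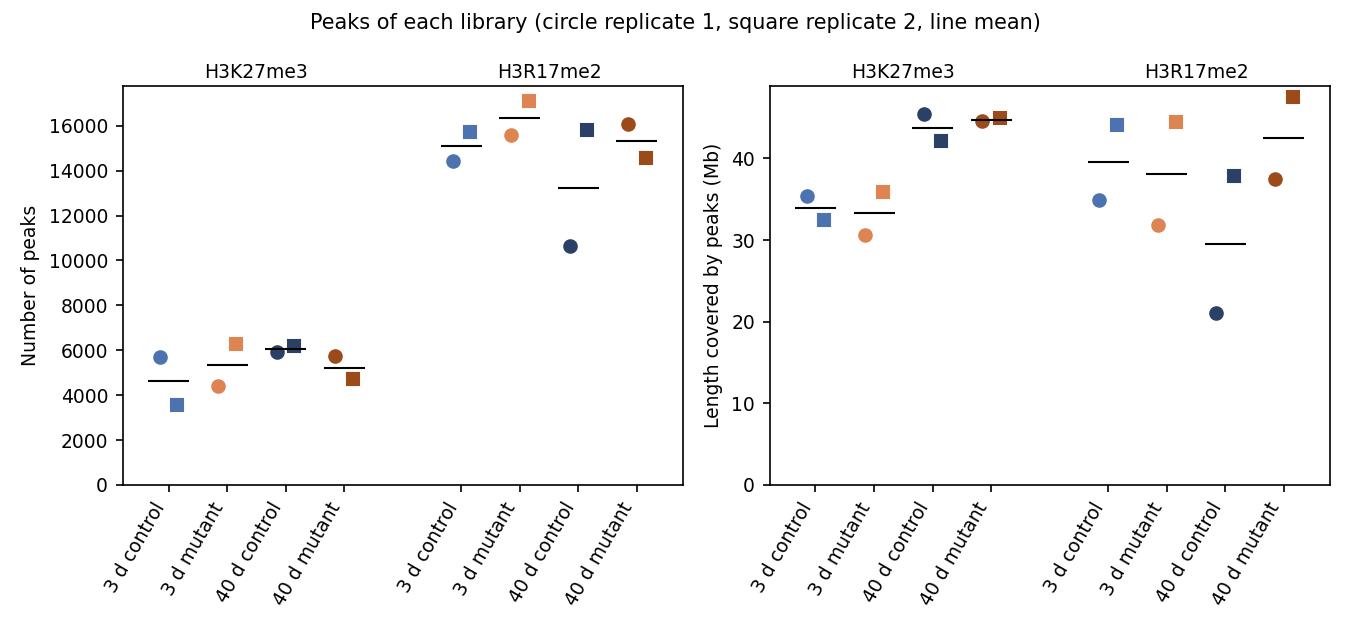
Number of peaks (left) and length covered by peaks in Mb (right) of each library, by mark and condition, with circles for replicate 1, squares for replicate 2 and a line at the mean. The H3R17me2 lists hold 10627 to 17105 peaks and the H3K27me3 lists 3575 to 6295, while the covered lengths of the marks overlap, from 21.1 to 47.6 Mb and from 30.7 to 45.4 Mb.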

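Each peak was given to the first matching class in the order promoter, UTR, exon, intron and intergenic, with the promoter taken as the 3 kb on either side of the TSS of any transcript. Among H3K27me3 peaks, 62.0% ± 2.73 (SD, n = 8 libraries) fell in promoters, 14.4% ± 1.39 in introns, 12.4% ± 2.07 in intergenic DNA and 6.66% ± 0.595 in other exons. Among H3R17me2 peaks, 59.8% ± 2.68 (SD, n = 8) fell in promoters, 16.3% ± 1.304 in introns, 12.6% ± 1.38 in intergenic DNA and 6.22% ± 0.290 in other exons. Peaks of the same lengths placed at random on the same chromosomes, in 100 draws per list, fell in promoters in 60.5% of cases for H3K27me3 and 55.4% for H3R17me2, and 47.4% of the assembled chromosomes lies within the same distance of a TSS. The share above random placement was 4.39 percentage points for H3R17me2, above 0 in all 8 lists (exact two-sided sign-flip permutation test, p = 0.00781, adjusted p = 0.0313 over 4 tests). For H3K27me3 it was 1.52 percentage points (same exact test, p = 0.0625, adjusted p = 0.125). The tests against random placement were chosen after the shares had been seen. With the midpoint of the peak in place of its nearest edge, the promoter share of H3K27me3 was 44.7%, and its difference from random placement -2.72 percentage points. With a q-value under 0.05, the H3R17me2 share was 21.3%, and its difference from random placement -12.4 percentage points, over lists of at most 130 peaks; the H3K27me3 share was 77.1%, and its difference from random placement 7.89 percentage points.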

Consistently, H3R17me2 and H3K27me3 predominantly bind to the promoter region (Supplementary Fig. 9a). Further analysis indicated that the majority of binding sites for H3R17me2 and H3K27me3 are located within a 1 kb radius around transcriptional start sites (TSSs) (Supplementary Fig. 9b). In addition, the peak count frequency signal profiles of H3R17me2 and H3K27me3 showed increased average enrichment scores in the regions upstream and downstream of the TSS (Supplementary Fig. 9c). 

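Measured from the nearest edge of the peak, 46.3% ± 2.69 of H3K27me3 peaks (SD, n = 8 libraries, range 43.4% to 51.0%) and 40.2% ± 3.53 of H3R17me2 peaks (SD, n = 8, range 36.3% to 45.3%) were within 1 kb of a TSS. Random placement of the same lengths gave 46.8% and 39.0%, respectively. Neither difference was larger than the spread between lists, at -0.568 percentage points for H3K27me3 (exact two-sided sign-flip permutation test, p = 0.25) and 1.23 percentage points for H3R17me2 (same exact test, p = 0.227; both 0.25 after adjustment over the 4 comparisons with random placement). Regions within 1 kb of a TSS make up 23.6% of the assembled chromosomes. Measured from the midpoint of the peak, the shares were 19.8% for H3K27me3 and 21.6% for H3R17me2. Among peaks with a q-value under 0.05 they were 67.7% for H3K27me3, 6.91 percentage points above random placement, and 6.73% for H3R17me2, at -16.4 percentage points from it.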

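Coverage was counted at single positions around all TSSs. On average over the 8 H3K27me3 libraries, 19.0% of TSSs lay under a peak, against 21.3% of the positions 2000 to 3000 bp away on both sides. The log2 ratio of the TSS to these flanks was -0.17 ± 0.03 (SD, n = 8) and was below 0 in all 8 lists (exact two-sided sign-flip permutation test, p = 0.00781, adjusted p = 0.0156 over 2 tests). For H3R17me2, 21.5% of TSSs and 28.7% of the flanking positions lay under a peak, with a log2 ratio of -0.40 ± 0.27 (SD, n = 8; same exact test, p = 0.0156, unchanged by the adjustment). The ratio of H3R17me2 was below 0 in every list except that of 40-day-old control replicate 1, where it was 0.23. Averaged over libraries, coverage was lowest at -300 bp, upstream of the TSS for both marks, at 18.5% for H3K27me3 and 20.8% for H3R17me2.

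**Figure D2:**
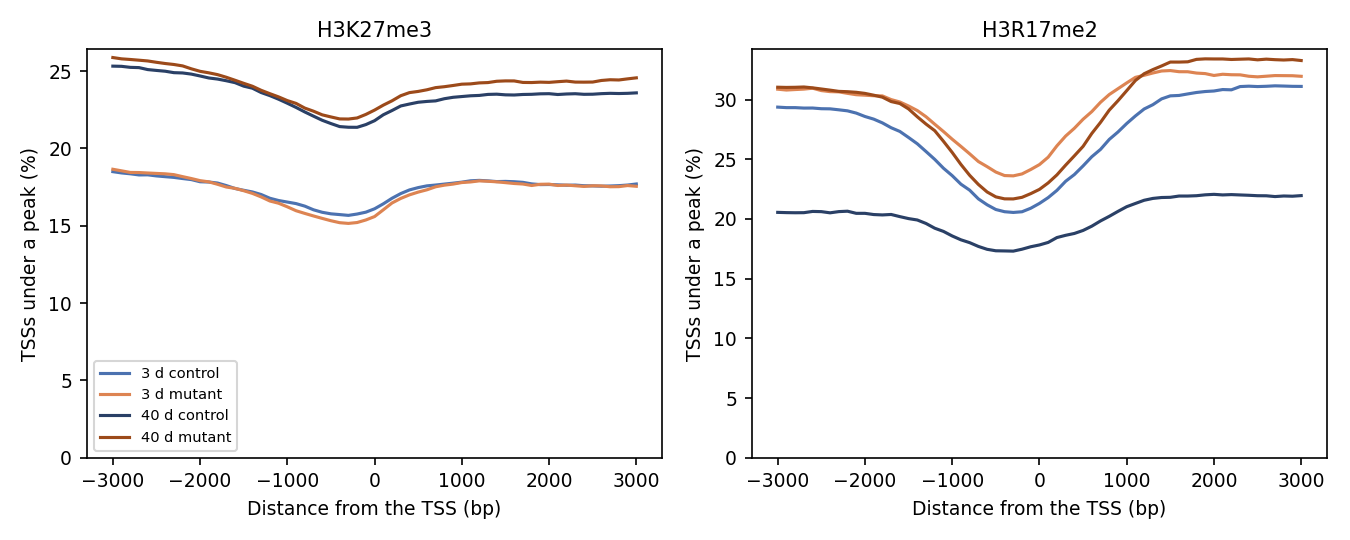
Percentage of TSSs under a peak (vertical axis) by distance from the TSS in bp (horizontal axis), for H3K27me3 (left) and H3R17me2 (right), with a line for the mean of the 2 libraries of each condition. The lowest point of the mean over all libraries of a mark lies at -300 bp, and coverage is higher on both sides, up to 29.6% downstream for H3R17me2.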

*LKRSDH*^*MB01942*^ mutation or aging altered the distribution and occupancy of H3R17me2 and H3K27me3 (Fig. 7a–d).

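The covered length of H3K27me3 was 33.9 ± 2.15 Mb in 3-day-old control flies and 43.8 ± 2.31 Mb in 40-day-old control flies (SD, n = 2 libraries each), a difference of 9.84 Mb. In the mutant it was 33.3 ± 3.71 Mb at 3 days and 44.8 ± 0.256 Mb at 40 days (SD, n = 2 each), a difference of 11.5 Mb. In both genotypes, every library of 40-day-old flies was above every library of 3-day-old flies. Among peaks with a q-value under 0.05 the difference with age was -6.43 Mb in controls and 6.94 Mb in mutants; the latter came from 40-day-old mutant replicate 2, with 37.0 Mb against 17.3 Mb in the other replicate and 21.8 and 18.6 Mb at 3 days. Between genotypes, the H3K27me3 difference was -0.616 Mb at 3 days and 0.997 Mb at 40 days, within the spread between replicates. For H3R17me2, the mutant minus control difference was -1.36 Mb at 3 days and 13.0 Mb at 40 days, and the difference with age was -10.0 Mb in controls and 4.35 Mb in mutants; the libraries overlapped in each comparison. In all 4 conditions, however, the H3R17me2 list of replicate 2 covered more than that of replicate 1, by 12.2 Mb on average (range 9.27 to 16.7 Mb). Within replicates 1 and 2, respectively, the mutant minus control difference was -3.05 and 0.318 Mb at 3 days and 16.3 and 9.71 Mb at 40 days, and the difference with age was -13.8 and -6.29 Mb in controls and 5.60 and 3.10 Mb in mutants. The 40-day-old control list of replicate 1 is the shortest of its mark and enters the 40-day-old contrast and the contrast with age in controls. The overlap of a pair of lists was measured by the Jaccard index, the length shared over the joint length. For H3K27me3 it was 0.719 between replicates and 0.669 between different conditions (exact one-sided permutation test over all pairings, p = 0.0381, adjusted p = 0.114 over 6 tests). Lists of the same age exceeded lists of different ages by 0.0746 (exact one-sided permutation test over 35 splits, p = 0.0286, adjusted p = 0.114), and lists of the same genotype differed from lists of different genotypes by -0.0128 (p = 0.771, same exact test). For H3R17me2 the index was 0.278 between replicates and 0.282 between conditions (exact one-sided permutation test, p = 0.638), and the differences for age and genotype were -0.00154 (p = 0.514, exact) and -0.000981 (p = 0.486, exact). Lists moved along the genome, a comparison chosen after these values had been seen, had an index of 0.168 for H3K27me3 and 0.155 for H3R17me2.

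**Figure D3:**
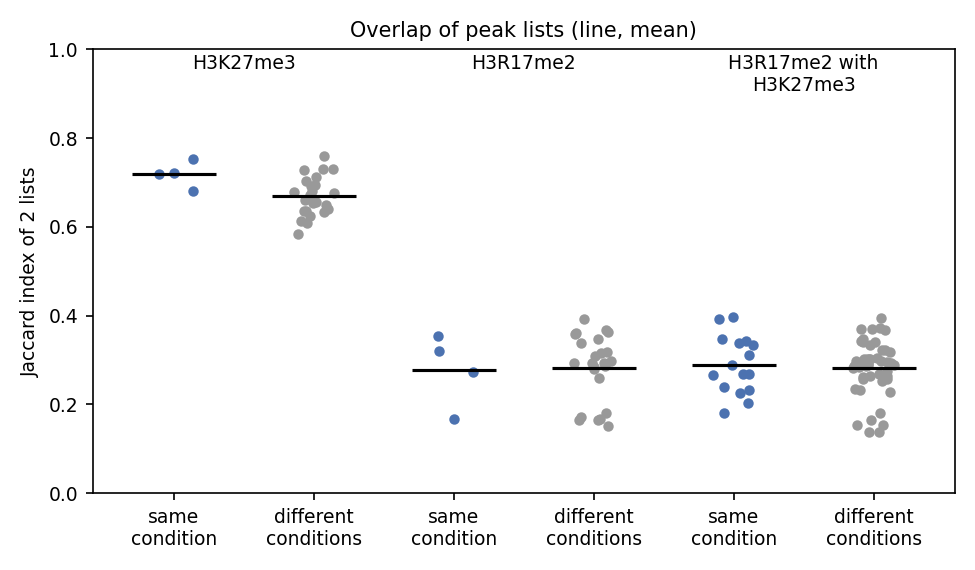
Jaccard index of pairs of peak lists (vertical axis), for pairs of the same condition and of different conditions within H3K27me3, within H3R17me2 and between the marks, with a point per pair and a line at the mean. Pairs of H3K27me3 lists lie between 0.584 and 0.759 and pairs of H3R17me2 lists between 0.152 and 0.392.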

**Fig. 7:**
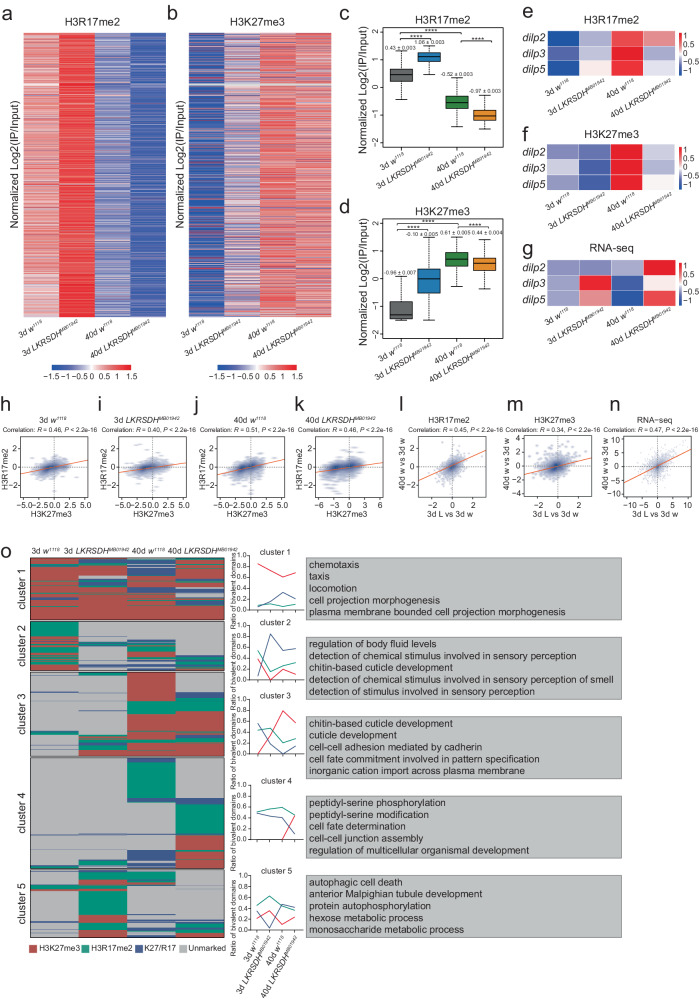
Analysis of ChIP-seq data revealed that H3R17me2 is positively correlated with H3K27me3. **a**, **b** Heatmaps showing the Log_2_FC of H3R17me2 and H3K27me3 across the gene body, based on normalized ChIP-seq read coverage. Twenty-five fly heads were collected at ZT8 and used for ChIP-seq. **c**, **d** Boxplot showing the Log_2_FC value of H3R17me2 and H3K27me3 across the gene body, respectively, Corresponding to (**a**, **b**). *n* = 13967 genes. The middle line within the box plots corresponds to the median; the lower and upper hinges correspond to the first and third quartiles; the upper whisker extends from the hinge to the largest value no further than 1.5 times the interquartile range; and the lower whisker extends from the hinge to the smallest value at most 1.5 times the interquartile range. *P*-values from unpaired two-tailed Student’s *t*-test are indicated, where ****P < 0.0001. **e**, **f** Heatmap showing H3R17me2 and H3K27me3 enrichment at *dilp2*, *dilp3* and *dilp5* locus based on normalized ChIP-seq read coverage. **g** Heatmap showing read counts by RNA-seq at *dilp2*, *dilp3* and *dilp5* locus. **h**–**k** Genome-wide correlation plots of H3R17me2 and H3K27me3 occupancies at 3-day-old *w*^*1118*^, 3-day-old *LKRSDH*^*MB01942*^, 40-day-old *w*^*1118*^ and 40-day-old *LKRSDH*^*MB01942*^. The correlation coefficient (*R*) is indicated. **l**, **m** Genome-wide correlation plots of H3R17me2 and H3K27me3 occupancies at 3-day-old *LKRSDH*^*MB01942*^ / 3-day-old *w*^*1118*^ and 3-day-old *w*^*1118*^ / 40-day-old *w*^*1118*^, respectively. **n** Genome-wide correlation plots of RNA-seq signal at 3-day-old *LKRSDH*^*MB01942*^ / 3-day-old *w*^*1118*^ and 3-day-old *w*^*1118*^ / 40-day-old *w*^*1118*^. **o** Heatmaps showing the dynamics of H3K27me3, H3R17me2 and H3K27me3/H3R17me2 co-modified genes in 3-day-old *w*^*1118*^, 3-day-old *LKRSDH*^*MB01942*^, 40-day-old *w*^*1118*^ and 40-day-old *LKRSDH*^*MB01942*^ (left panel). The ratios of H3K27me3, H3R17me2 and H3K27me3/H3R17me2 co-modified genes are also shown (middle panel). The red line indicates the fraction of domains that is marked only by H3K27me3, the green line represents the fraction of domains that is marked only by H3R17me2, and the blue line indicates the fraction of H3K27me3/H3R17me2 co-modified genes. The top five GO enrichment of different gene clusters is shown on the right panel. Source data are provided as a Source Data file.

The data obtained from ChIP-seq and RNA-seq analyses at the *dilp2*, *dilp3* and *dilp5* gene loci confirmed the findings presented in Fig. 4. In 3-day-old flies, *LKRSDH*^*MB01942*^ allele promoted the enrichment of H3R17me2 at the gene bodies and promoters of *dilp3* and *dilp5*, thereby resulting in increased transcription of *dilp3* and *dilp5* mRNA (Figs. 4a, 6l, m, 7e–g). 

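dilp3 lies on chromosome 3L of dm6 from 9801298 to 9802120 on the minus strand, and dilp5 on the same strand from 9823349 to 9823897. dilp3 is inside the span of CG32052 and dilp5 inside that of CG43897, both on the plus strand, so a peak at either dilp gene also lies on the longer gene. Coverage was taken over the gene body and the 1000 bp upstream of its TSS. In 3-day-old mutant flies, H3R17me2 peaks covered 100% of dilp3 in both libraries, and in 3-day-old control flies they covered 0% in both. dilp5 was covered over 71.6% ± 16.0 in the mutant and 5.16% ± 5.11 in the control (SD, n = 2 libraries each). For both genes the mutant libraries were above the control libraries (exact two-sided permutation test, p = 0.3333, the smallest p possible). The same order of the 4 libraries, mutant above control, was found for 11.5% of all protein-coding genes, and the opposite order for 10.0%. With 3000 bp upstream in place of 1000 bp, the differences were 71.6 percentage points for dilp3 and 27.7 for dilp5. Over dilp1 to dilp5 and all libraries there were 20 H3R17me2 peaks, with fold enrichments from 1.26 to 1.64. Their -log10 q was at most 0.179, so none had a q-value under 0.05.

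**Figure D4:**
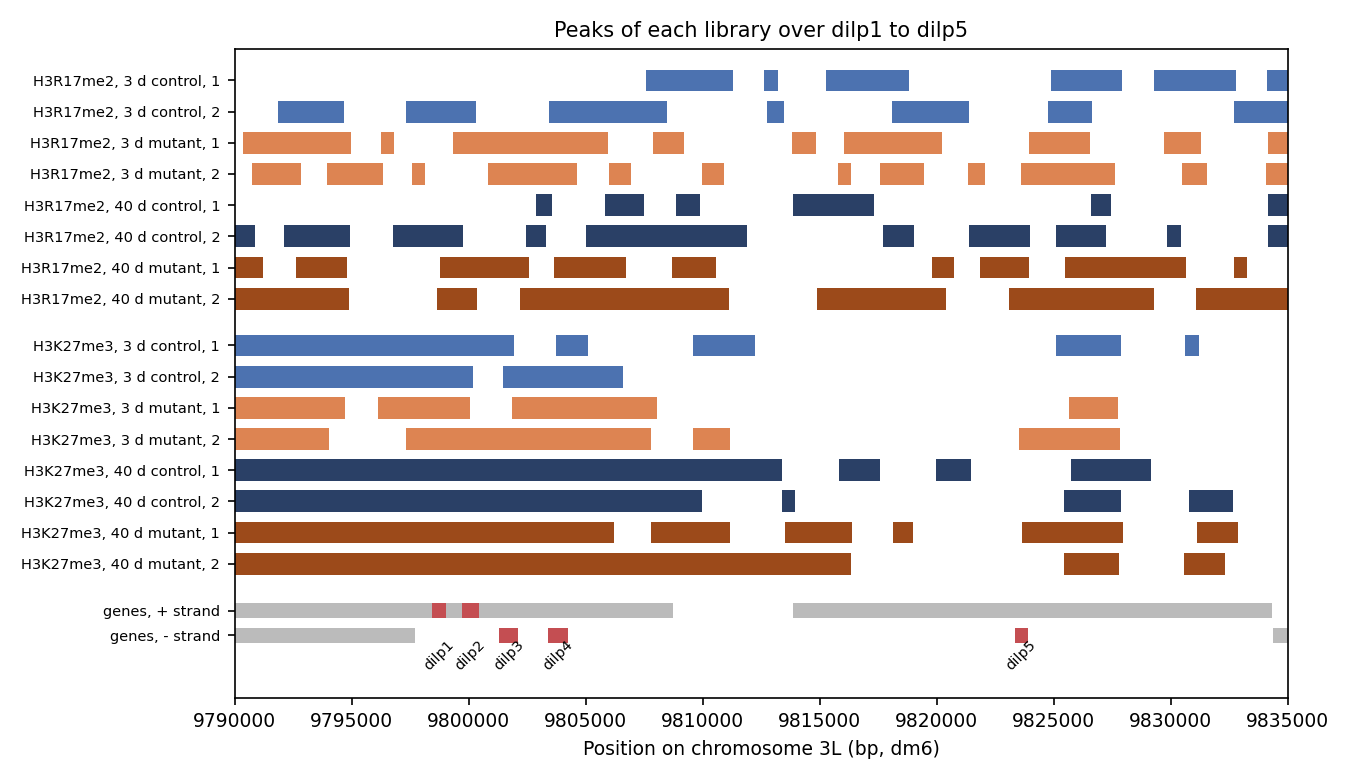
Peaks of every library (bars) along chromosome 3L in bp around dilp1 to dilp5, with H3R17me2 above H3K27me3, 1 row per library coloured by condition, and the genes of the region at the bottom. The peaks at these genes are 545 to 8949 bp long for H3R17me2 and 1368 to 27954 bp for H3K27me3, so a single peak can cover several dilp genes.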

Aging promoted the enrichment of H3R17me2 and H3K27me3 at the gene bodies and promoters of *dilp2*, *dilp3* and *dilp5*, leading to a decline in *dilp2*, *dilp3* and *dilp5* mRNA transcription (Figs. 4a, 6k–m, 7e–g). This decrease may be attributed to higher levels of H3K27me3 binding. 

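dilp2 lies on chromosome 3L from 9799698 to 9800440 on the plus strand. H3K27me3 peaks covered 92.2% ± 11.0 of dilp2 and its upstream region in 3-day-old control flies, and all of it in both libraries of 40-day-old control flies. At dilp3 the H3K27me3 coverage was 62.6% ± 38.5 at 3 days (SD, n = 2 libraries) and complete in both libraries at 40 days. Every 40-day-old library was above both 3-day-old libraries at dilp3 only, an order that 14.2% of all protein-coding genes had. No H3K27me3 peak reached dilp5 or its 1000 bp upstream in control flies of either age. Peaks began just beyond this region, at 9825099 in 3-day-old control replicate 1. In 40-day-old control replicates 1 and 2 they began at 9825733 and 9825450. The value of 0% therefore depends on the upstream distance. In the mutant, H3K27me3 at dilp5 was found in 1 of the 2 libraries at each age, with coverages of 88.1% at 3 days and 80.6% at 40 days. For H3R17me2 in control flies, the change with age was -16.6 percentage points at dilp2, 24.5 at dilp3 and 15.0 at dilp5. Only at dilp3 did the libraries of the 2 ages not overlap, with 0% in both 3-day-old libraries and 13.0% and 36.1% in the 40-day-old libraries (exact two-sided permutation test, p = 0.3333). That order was found for 6.12% of all protein-coding genes, and with 3000 bp upstream the change at dilp3 was -1.07 percentage points. Of the 13 H3K27me3 peaks over dilp1 to dilp5, 4 had a q-value under 0.05. With these alone the H3K27me3 change with age in controls was -42.2 percentage points at dilp2 and -44.9 at dilp3. Both values rest on 3-day-old control replicate 2, the only control library with such a peak at these genes.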

In 40-day-old flies, *LKRSDH*^*MB01942*^ allele led to decreased H3R17me2 and H3K27me3 levels at the gene bodies and promoters of *dilp2*, *dilp3* and *dilp5*, which collectively resulted in elevated *dilp2*, *dilp3* and *dilp5* mRNA transcription (Figs. 4a, 6k–m, 7e–g). 

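In 40-day-old flies of both genotypes, H3K27me3 peaks covered dilp2 and dilp3 with their upstream regions completely in each of the 4 libraries. Coverage by all listed peaks could therefore not show a difference there. Only the peak of mutant replicate 2 had a q-value under 0.05 (-log10 q of 2.78). At that threshold coverage was thus higher in the mutant, from that library alone. At dilp5 the mutant minus control difference was 40.3 percentage points, from the single mutant library with a peak. H3R17me2 coverage of dilp2 was 95.0% ± 0.933 in the mutant and 30.0% ± 42.4 in the control (SD, n = 2 libraries each). At dilp3 the mutant libraries were covered over 69.2% and 51.5%, a mean 35.8 percentage points above the control. dilp5 was covered over 69.0% ± 43.9 in the mutant and 20.2% ± 28.5 in the control, with overlapping libraries. At dilp2 and dilp3 both mutant libraries were above both control libraries (exact two-sided permutation test, p = 0.3333, the smallest p possible), as for 20.4% of all protein-coding genes, while 4.47% had the opposite order. With 3000 bp upstream, the difference at dilp2 was 5.54 percentage points. These values are lengths under a peak and do not measure the height of the signal within a peak, which the paper's heatmaps show. From the levels of both marks and of the transcripts (Figs. 4a, 6k–m, 7e–g), the paper concludes that the allele lowers both marks at these genes in aged flies and that this raises their transcription.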

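dilp1 lies on chromosome 3L from 9798420 to 9799050 on the plus strand and dilp4 from 9803399 to 9804263 on the minus strand. H3K27me3 peaks covered dilp1 and its 1000 bp upstream completely in all 8 libraries. They did so at dilp4 in all libraries except 3-day-old control replicate 1, where 73.4% was covered. H3R17me2 coverage of dilp1 varied between replicates more than between conditions, with 50% ± 70.7 in control flies at both ages, 16.7% ± 23.6 in 3-day-old mutants and 21.6% ± 6.37 in 40-day-old mutants (SD, n = 2 libraries each). At dilp4, H3R17me2 coverage was 49.3% ± 69.8 in 3-day-old controls and 83.4% ± 23.5 in 3-day-old mutants, with overlapping libraries. It was 11.3% ± 3.26 in 40-day-old controls and 93.1% ± 9.74 in 40-day-old mutants, without overlap (exact two-sided permutation test, p = 0.3333, the smallest p possible). With as many top peaks in every list, this last difference was 38.7 percentage points.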

While, the levels of H3R17me2 and H3K27me3 at the *dilp1* and *dilp4* locus were not significantly affected under the same conditions (Supplementary Fig. 9d, e).

To investigate the relationship between H3R17me2 and H3K27me3 occupancy across the genome, we conducted a correlation analysis based on the peak data generated by H3R17me2 and H3K27me3^41^. The results showed a weak positive correlation at a genome-wide scale (Fig. 7h–k). 

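The genome was divided into 26773 windows of 5 kb, and the covered share of each window was compared between the H3R17me2 and H3K27me3 libraries of the same condition and replicate number. Across windows, which are not independent replicates, Pearson's r was 0.3332 ± 0.0144 in 3-day-old controls, 0.282 ± 0.0304 in 3-day-old mutants, 0.359 ± 0.125 in 40-day-old controls and 0.463 ± 0.0193 in 40-day-old mutants (SD, n = 2 pairs of libraries each). Spearman's rho was 0.368, 0.324, 0.404 and 0.486 in the same order. When one mark was moved along the genome 1000 times, none of the moves gave a correlation as high in any of the 8 pairs (p = 0.000999 in each, the smallest that 1000 moves can give, one-sided permutation), and the highest was 0.217. The alternative that moved the values most was a q-value under 0.05, where r was 0.00759, -0.00643, 0.0251 and 0.00240, over the few H3R17me2 peaks left. Among windows with a peak of either mark, r was 0.0906, 0.0221, 0.0666 and 0.221.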

Surprisingly, the correlation between H3R17me2 and H3K27me3 appeared to increase with aging, suggesting a potential concordance in their partial functions during the aging process (Fig. 7h–k). 

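The correlation between the marks was 0.411 ± 0.0946 in 40-day-old flies and 0.308 ± 0.0353 in 3-day-old flies (SD, n = 4 pairs of libraries each). The difference of 0.103 was close to the spread between the older pairs (exact two-sided permutation test, p = 0.114, adjusted p = 0.229 over 2 tests; 4 pairs against 4 allow a p of 0.0286). The pair of 40-day-old control replicate 1 had an r of 0.270, below 3 of the 4 younger pairs, and the other 3 older pairs were above all younger ones. With one replicate number left out, the difference was 0.0463 or 0.160.

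**Figure D5:**
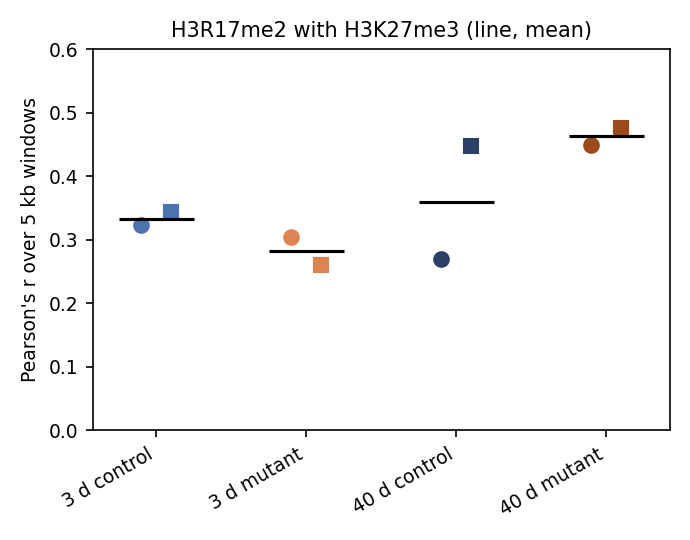
Pearson correlation of H3R17me2 and H3K27me3 coverage across windows (vertical axis) for each pair of libraries, by condition, with circles for replicate 1, squares for replicate 2 and a line at the mean. The 3-day-old pairs lie between 0.261 and 0.343 and the 40-day-old pairs between 0.270 and 0.476.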

We also examined the levels of correlation between H3K27me3 and other types of histone modifications using data published previously (see *Methods* for details). The level of correlation between H3R17me2 and H3K27me3 was comparable to the correlation between H3K36me3 and H3K27me3 (Supplementary Fig. 9g–v). As expected, the level of correlation between H3K9me3 and H3K27me3 was relatively high, while the levels of correlation between H3K4me3 or H3K27ac and H3K27me3 were very low (Supplementary Fig. 9g–v).

Correlation analysis was conducted to examine the changes in H3R17me2 or H3K27me3 occupancy peaks during aging, comparing them with those caused by *LKRSDH*. The analysis revealed the involvement of *LKRSDH* in regulating the aging process. The weak correlation (*R* = 0.45) provides support for the role of *LKRSDH* in regulating H3R17me2 during the aging process (Fig. 7l). Similarly, the weak correlation (*R* = 0.34) also elucidates the important role of *LKRSDH* in regulating H3K27 me3 during aging (Fig. 7m). 

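For each window, the change in H3R17me2 coverage from control to mutant at 3 days was compared with the change from 3 to 40 days in controls, both from the means of the 2 libraries of a condition. Pearson's r across windows was 0.508. Written as 3-day-old over 40-day-old flies, as in the legend of Fig. 7l, the aging change has the opposite sign, and so would r. Both changes subtract the same 3-day-old control libraries. In 1000 simulations in which the libraries of a window were drawn at random from its own 6 values, so that no condition differed, r was 0.500, with 95% of simulations between 0.488 and 0.511. When a different control replicate was used for each change, r was 0.0175, with -0.00755 and 0.0426 for the 2 ways of doing so. Of the 45 ways to divide the 6 libraries into a shared control and a pair of other groups, counted after r had been seen, 21 gave an r as high. The 45 values ranged from 0.377 to 0.591, wider than the simulated interval. The simulations drew each window on its own, which leaves out differences between whole libraries. Without replicate 1, which includes the 40-day-old control list with the fewest peaks, r was 0.448.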

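For H3K27me3, the same comparison of changes gave an r of 0.308 across windows. Simulated unchanged conditions with a shared control gave 0.500, with 95% of simulations between 0.482 and 0.519, and 36 of the 45 divisions of the libraries gave an r as high. The observed r lay below the simulated interval but inside the range of the 45 divisions, from 0.0410 to 0.839. With separate control replicates, r was 0.00439, with -0.122 and 0.131 for the 2 ways. With one replicate number left out, r was 0.157 or 0.528, so the value depended on the replicate. The paper takes its weak correlation for H3R17me2 as support for a role of LKRSDH in regulating this mark during aging. For H3K27me3 it describes the weak correlation as showing an important role.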

Consistently, the correlation analysis of the DEGs indicated a weak correlation in the gene alterations resulting from *LKRSDH*^*MB01942*^ allele or aging (Fig. 7n), further confirming the involvement of *LKRSDH* in the regulation of aging.

Cluster analysis was performed on the data obtained from ChIP-seq and RNA-seq to identify genes with similar levels of modifications and expression under different conditions. It was observed that when genes displayed low levels of H3K27me3, their expression levels were correlated with H3R17me2 levels. For example, Cluster 1 included genes involved in ncRNA metabolic process, Cluster 5 consisted mainly of genes related to mRNA metabolic process, and cluster 6 was primarily associated with cytoplasmic translation. These clusters demonstrated a correlation between low-to-high expression levels and high-to-low levels of H3R17me2 (Supplementary Fig. 9f). However, when genes exhibited high H3K27me3 levels, the expression of this gene class was not favored, regardless of the H3R17me2 levels. This was observed in Clusters 2, 3, and 4 (Supplementary Fig. 9f). Cluster 2 consisted mainly of genes involved in mitotic cell cycle process, Cluster 3 mainly encompassed genes associated with sensory perception of chemical stimulus and Cluster 4 included genes related to positive regulation of transcription by RNA polymerase II. Moreover, based on the expression level and binding of H3K27me3 and H3R17me2, it was found that H3K27me3 played a dominant role in gene expression regulation (Supplementary Fig. 9f), where the gene expression level depended on H3K27me3. Collectively, these results highlight the relevance of genome-wide H3R17me2 and H3K27me3 levels and their relationship with gene regulation.

Cluster analysis of data obtained from ChIP-seq in different samples revealed the biological features of genes with similar trends of changes in modifications under different conditions (Fig. 7o). Cluster 1 to cluster 5 represented five types of trends of changes (Fig. 7o). For example, in cluster 1, genes enriched in chemotaxis and locomotion had relatively low levels of H3R17me2. The H3K27me3 was downregulated by *LKRSDH* mutation in 3-day-old flies, while the opposite was observed in 40-day-old flies. The trend of changes in H3R17me2/H3K27me3 co-modified genes was opposite to that of genes with only H3K27me3 modifications. In cluster 2, which included genes enriched in body fluid regulators, chemical stimulus detector etc., H3R17me2 and H3K27me3 were down regulated after *LKRSDH* mutation in 3-day-old flies. H3K27me3 was also down regulated after *LKRSDH* mutation in 40-day-old flies, while the H3R17me2 was upregulated. H3R17me2/H3K27me3 co-modified genes were up regulated after *LKRSDH* mutation in both 3-day-old and 40-day-old flies. These data indicated that the changes in H3R17me2 and H3K27me3 in *LKRSDH* mutation and during aging were site specific.

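A gene was counted as changed when the covered share of its body was at least 50 percentage points higher, or lower, in both libraries of one condition than in both of the other. Of 13945 protein-coding genes, 375 changed in H3K27me3 between 3-day-old and 40-day-old controls, 362 of them higher at 40 days, and 315 changed with age in mutants, 310 of them higher. Other divisions of the same 4 libraries gave 42 and 71 genes in controls and 56 and 66 in mutants. Between genotypes, 56 genes changed in H3K27me3 at 3 days and 99 at 40 days, where other divisions gave 53 to 139 and 72 to 99. For H3R17me2, 361 and 501 genes changed between genotypes at 3 and 40 days, 164 and 422 of them higher in the mutant. With age, 402 and 392 changed in controls and mutants, 95 and 246 of them higher at 40 days. Other divisions gave 387 to 571, 402 to 462, 352 to 588 and 347 to 593, so only the comparison of genotypes at 40 days exceeded its other divisions. That comparison includes the list of 40-day-old control replicate 1, which covers the least of its mark, at 21.1 Mb. Among peaks with a q-value under 0.05, 226 genes changed in H3K27me3 with age in controls, 205 of them lower at 40 days, and 79 in mutants, 71 of them higher; other divisions gave 47 to 69 and 75 to 166. Between genotypes 101 and 85 genes changed in H3K27me3 at 3 and 40 days at that threshold, where other divisions gave 43 to 88 and 81 to 188, and no gene changed in H3R17me2. Among the genes with the largest changes, Vha100-3 on 2R from 18908961 to 18911895 and Or69a on 3L from 12964360 to 12967733 were covered by H3K27me3 over their whole length at 40 days and not at all at 3 days, in controls and in mutants, respectively. Ir94f on 3R from 23481865 to 23483541 was covered in 3-day-old controls and not in 3-day-old mutants. CG7882 on 2R from 5957621 to 5960183 was covered by H3R17me2 in 3-day-old mutants and not in 3-day-old controls, and CG9444 on 3R from 9681415 to 9684264 in 40-day-old mutants and not in 40-day-old controls. The other genes picked by the same rule also went from no coverage to full coverage or the reverse. For H3K27me3 these were Gr22f, lost in 3-day-old mutants, Cpr49Af and AANATL6, gained in 40-day-old mutants over controls, CG33281, gained with age in controls, and CG30043, gained with age in mutants. For H3R17me2 they were ZC3H3, gained in 3-day-old mutants, CG6763, gained in 40-day-old mutants over controls, CG18131 and CG13634, lost and gained with age in controls, and CG2616 and CG34276, gained with age in mutants. Only H3K27me3 with age and H3R17me2 between genotypes at 40 days had more changed genes than their other divisions. Genes named from the remaining contrasts cannot be told apart from differences between single libraries. Genes with a peak of both marks on their body in both replicates numbered 1978 in 3-day-old controls, 1980 in 3-day-old mutants, 1953 in 40-day-old controls and 3005 in 40-day-old mutants. Of these, 914 were shared by all 4 conditions. The log2 odds ratio of carrying both marks was 2.01, 1.88, 1.86 and 2.39 in the same order, against means of 0.28, 0.36, 0.41 and 0.20 when one mark was moved along the genome, and none of the 1000 moves reached the observed ratios. The clusters of Fig. 7o rest on read signal and were not remade here.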

In conclusion, we found that in fly heads, gene expression and H3R17me2 and H3K27me3 levels changed during the aging process. Genetic evidence also demonstrated that *dilp3* and *dilp5* were major mediators of *LKRSDH* mutant phenotypes during aging. More importantly, our investigation unveiled a correlation between gene expression levels, H3R17me2 levels and H3K27me3 levels in the alterations induced by *LKRSDH* mutation and by aging, highlighting the role of *LKRSDH* in mediating the aging process, which was proven by mutant phenotypes. These conclusions are summarized in a diagram (Fig. 8). Based on our data, we propose that the age dependent phenotype of *LKRSDH* mutant is attributed to the exceptionally high levels of *dilps*, including *dilp2*, *dilp3*, *dilp5*, which are presented in aged *LKRSDH* mutant. Data presented in this study collectively establish a mechanism that indicates *LKRSDH* regulates the expression of downstream genes by affecting *art4* activity dependent H3R17me2 and H3K27me3.

**Fig. 8:**
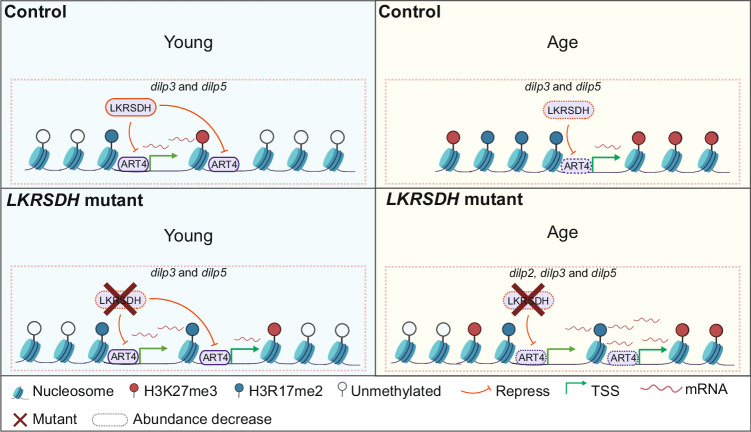
Model for LKRSDH function during aging process. On *dilp* gene locus, *art4* is recruited to the promoters of *dilp2*, *dilp3* and *dilp5*. *LKRSDH* inhibits the ability of *art4* to methylate histone H3 on R17 and K27. In young flies, proper levels of these genes maintain the expression levels of *dilp* genes. In the absence of *LKRSDH*, the H3R17me2 level increases, leading to elevated expression of *dilp3* and *dilp5*. As flies age, the abundance of *LKRSDH* and *art4* significantly decreased, and H3K27me3 heavily occupied the promoter of *dilp2*, *dilp3* and *dilp5*, leading to a decrease in the expression of *dilp2*, *dilp3* and *dilp5;* whereas when *LKRSDH* is removed in aged flies, the occupation of H3R17me2 and H3K27me3 were significantly reduced compared to the control, thus promoted the expression of *dilp2*, *dilp3* and *dilp5*.

## Discussion

In this study, we conduct a genetic screen to identify epigenetic factors that regulate the circadian rhythm of aged flies. We discover that *LKRSDH*-dependent histone modifications of *insulin-like peptide* genes play a role in age-related circadian rhythm changes. This study reports the regulation of H3R17me2 in both aging and circadian rhythm. Through RNA-seq analysis, we identify the differentially expressed genes profile of *LKRSDH* mutant in young and aged flies, thereby identifying *LKRSDH* downstream targets. More importantly, by examining the H3K17me2 and H3K27me3 profiles of the *LKRSDH* mutant and control groups in both young and aged flies in the whole genome, we unveil the correlation between H3R17me2 and H3K27me3 during the aging process. The global features of H3R17me2 and H3K27me3 in the *LKRSDH* mutant and control groups highlight the role of *LKRSDH* in the aging process. Therefore, our study provides valuable insights into the relationship between *LKRSDH* and H3R17me2/ H3K27me3 histone modifications during the aging process.

These findings provide valuable resources for future studies on aging and the nervous system. While aging is a physiological process that affects various tissues in the body, each tissue exhibits common and unique features during aging^42,43^. Although our genome-wide assays are performed in the *Drosophila* head, we observe an impact on lifespan in multiple mutants and double mutants (Supplementary Fig. 4d–g). Indeed, it remains an open question whether H3R17me2 and *LKRSDH* are involved in the aging process of other tissues.

Our results are consistent with previous studies investigating the impact of *insulin* on aging. Data in this study reveal that *LKRSDH* mutation resulted in increased *dilps* and reduced lifespan. Previous research has demonstrated that decreased insulin pathway activity results in a longer lifespan^44–47^. A study in pancreatic cells has indicated that H3R17me2 is involved in the regulation of insulin^48^. Therefore, this study reveals the upstream regulation of *dilps*, which may have conservation and influence in vertebrates.

In terms of the mechanism underlying *LKRSDH*’s regulation of H3K27me3, our findings strongly imply that this regulation is contingent upon the involvement of *art4*. Evidence supporting this includes the observation that the presence or absence of *art4* changes the trend of H3K27me3 at the *dilps* locus in the background of the *LKRSDH* mutant (Supplementary Fig. 7), suggesting *art4* as downstream of *LKRSDH*. In addition, it was found that the regulation of JH by LKRSDH was independent of its enzymatic activity^28^. However, as mentioned in the results section of our study, it is important to acknowledge that other mechanisms may also contribute to this mechanism. For instance, UTX, an alpha-ketoglutarate-dependent H3K27me3 demethylase enzyme, may be influenced by *LKRSDH*, thus affecting H3K27me3 levels. Further investigation could involve manipulating the enzyme-related domain to explore the involvement of *LKRSDH* in modulating UTX.

The neurons responsible for *LKRSDH* regulation on circadian rhythm may include neurons other than *dilp* expressing neurons. Our data indicates that the *LKRSDH*-Gal4 co-localized with *tim*-Gal4 expressing neurons (Supplementary Fig. 10a–f). In addition, knocking down of *LKRSDH* by *tim*-Gal4 driven *LKRSDH* RNAi recapitulates the *LKRSDH* mutant phenotype (Supplementary Fig. 10g, h). These results collectively indicate that the clock neurons are also responsible for *LKRSDH* function.

This study suggests features of changes of histone modifications during aging process. Our study reveals alterations in *LKRSDH* expression and genome-wide H3K27me3 and H3K17Rme2 levels in the *Drosophila* head during the aging process. *LKRSDH* expression is found to decrease during aging. H3K27me3 levels, in accordance with previous reports^49,50^, increases with aging. H3R17me2 levels decrease during aging. The *LKRSDH* mutation leads to heightened levels of H3R17me2 and H3K27me3, as well as a shortened lifespan. These findings indicate that merely reverting the H3R17me2 level alone is insufficient for inhibiting aging. Second, analysis also reveals a strong correlation between features resulting from the mutation of *LKRSDH* and aging process (Fig. 7l–n). The *LKRSDH* mutation leads to an increase in H3K27me3, consistent with changes during aging, and it also cause an increase in H3R17me2, which is inconsistent with aging-related changes. This result suggests that the effects of H3K27me3 on gene expression changes during aging may be more significant than those of H3R17me2. Third, our results indicate that changes in H3R17me2 and H3K27me3 are correlated with aging. Previous studies have shown that histone modifications, such as H4K16 acetylation, H3K4 trimethylation, and H3K9 or H3K27 trimethylation, serve as hallmarks of aging. These modifications may result in changes in gene transcription, disruption of cellular balance, and a decline in metabolic function associated with aging. These findings suggest that H3R17me2 may have similar effects on the aging process as other histone modifications and may also serve as a hallmark of aging. Our study further reveals that H3R17me2 specifically correlates with aging. The regulation of aging-related H3R17me2 changes is influenced by *LKRSDH*. Lifespan is found to be affected by *LKRSDH* mutation. Previous reports have indicated that *art4*, which is responsible for H3R17me2, is linked to the aging process. These pieces of evidence suggest that the mechanism underlying changes in H3R17me2 and H3K27me3 during aging is linked to their writers or modifiers, which may be influenced by alterations in metabolic or signaling pathways outside of the nucleus that occur during the aging process.

The level of H3R17me2 detected in this study is significantly lower than that of H3K27me3. This may be caused by two possible reasons. First, the antibodies used to detect H3R17me2 and H3K27me3 may have different affinities. Second, H3R17me2 may be more specifically distributed within cells compared to H3K27me3. However, further evidence is required to verify these possibilities.

Analysis also reveals a correlation between H3R17me2 and H3K27me3 (Fig. 7h–k). This correlation could be enhanced by *LKRSDH*, as *LKRSDH* mutation promoted both modifications (Fig. 6c). On the other hand, *art4* may inhibit this correlation since it promotes H3R17me2 modification while inhibiting H3K27me3 modification (Supplementary Fig. 7a). This could explain why the correlation between H3R17me2 and H3K27me3 was downregulated in the *LKRSDH* mutant (compare Fig. 7i, k with 7h, j). Moreover, in aged flies where the expression of *art4* was significantly downregulated (Fig. 4a), we observe an enhancement in the correlation between H3R17me2 and H3K27me3 (compare Fig. 7j, k with 7h, i). It is possible that *art4* plays a more predominant role compared to *LKRSDH*, as the expression of *LKRSDH* is also downregulated during aging (Fig. 4a). 

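Over both ages, the correlation between the marks across windows was 0.372 ± 0.106 in mutants and 0.346 ± 0.0744 in controls (SD, n = 4 pairs of libraries each), a difference of 0.0263 (exact two-sided permutation test, p = 0.8). The mutant minus control difference was -0.0511 at 3 days, where both mutant pairs were below both control pairs, and 0.104 at 40 days, where both mutant pairs were above both control pairs, the nearest at 0.449 against 0.448. With one replicate number left out, the difference over both ages was -0.0271 or 0.0797.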

Other mechanisms may also contribute to this crosstalk between H3R17me2 and H3K27me3, making it an intriguing area for further investigation.

This study identifies specific genomic loci enriched with H3R17me2 and H3K27me3 during aging. A recent study has suggested that chromatin accessibility increases with aging^18^, and the loss of H3K9me3, a constitutive heterochromatin mark, also occurs during aging^18,51^. It is possible that there is a shift in histone modification from H3K9me3, which is a constitutive heterochromatin mark, to H3K27me3, which is a facultative heterochromatin modification during aging. It would be fascinating to examine the correlation between these H3K9me3 genomic loci and H3R17me2/ H3K27me3 in the same tissue during aging.

## Methods

### Fly stocks

*w*^*1118*^ (NO.5905), *LKRSDH*^*MB01942*^ (NO.23382), *LKRSDH-Gal4* (NO.92724), *LKRSDH*^*OE*^ (NO.79712), *UAS-LKRSDH*^*RNAi*^*3* (NO.35470), *nsyb-Gal4* (NO.51941), *UAS-RedStinger* (NO.8547), UAS-mCD8: GFP (NO.5137) and *dilp1-5*^*KO*^ (NO.30890) were obtained from the Bloomington stock center. *Repo-Gal4* was a gift from Dr. Yi Rao’s laboratory (Peking University, China). *UAS-dilp3* and *dilp5-Gal4* were gifts from Dr. Li Yan’s laboratory. *UAS-LKRSDH*^*RNAi*^*1* (NO.THO2254) and *UAS-dCas9-VPR* (NO.THN0701) were from the TsingHua Fly Center. *UAS-LKRSDH*^*RNAi*^*2* (NO.7144R-1) was from National Institute of Genetics (NIG). *UAS-art4*^*RNAi*^ (NO.V15645) was from the Vienna *Drosophila* Resource Center (VDRC). *dilp2*^*1*^ (NO.30881), *dilp3*^*1*^ (NO.30882) and *dilp5*^*1*^ (NO.30884) were gifts from Dr. Liwei Zhang’s laboratory (China Agricultural University, China). *UAS-art4* was generated by germline transformation. Fly stocks were maintained on standard food in an incubator at 25 °C and 60% humidity with a 12 h light/12 h dark cycle. All mutants and transgenes were backcrossed by a *w*^*1118*^ for seven generations to clean up the genetic background. Flies for aging were collected and transferred to fresh food every 3 days. All experiments in this study were conducted using male flies.

### *Drosophila* Activity Monitor-based method for circadian rhythm measurement

Circadian rhythm of individual male flies was measured using the *Drosophila* Activity Monitoring (DAM) System (Trikinetics). Male flies (aged 3 and 40 days old) were loaded individually into glass tubes with a length of 65 mm and an inner diameter of 5 mm. The tubes contained standard cornmeal fly food at one end and were sealed with a cotton stopper at the other end. The flies were entrained to a 12 h light/12 h dark cycle for 3 days and then released to constant darkness for at least six days to measure their rhythmicity.

Chi-squared periodogram analysis determined whether a fly was significantly rhythmic (α = 0.05)^52^. Data analysis is done on a Macintosh computer running the FaasX (Fly activity analysis suite) software (obtained from the website https://trikinetics.com). Individual flies with power ( ≥ 10) and “width” value of 1.5 or more (representing the peak number within 30 min increments above the 95% confidence line of the periodogram) were considered rhythmic^53^. Activity data was performed using MATLAB (MathWorks, Natick, MA) for each fly were binned every 30 min for the circadian rhythm analyses.

### Cell culture and transient transfection

S2 cells were obtained from ATCC (ATCC, CRL-1963). S2 cells were grown in Serum-Free Insect Cell Culture Medium (HyClone, SH30278.02) at 25 °C. Transient transfection was performed using X-tremeGENE HP DNA Transfection Reagent (Roche, 06366236001), according to the manufacturer’s protocol.

### Plasmid constructions

To obtain the *LKRSDH*, PCR amplification was performed using the cDNA from fly heads and specific primers, namely NotI-*LKRSDH* and HindIII-*LKRSDH*. The resulting *LKRSDH* fragment was then inserted into the digested plasmid pAC-4v5, which had been cut with NotI and HindIII. As a result of this molecular manipulation, the final construct pAC-*LKRSDH*−4v5 was generated. All the primers used are listed in Supplementary Table 1.

### *Drosophila* Lifespan assays

Mated males were collected and maintained at a density of 20 flies per vial. The flies were kept at a temperature of 25 °C with 60% humidity and a 12 hr light/12 hr dark cycle. Every other day, the flies were transferred to new vials and their survival rate was scored. Statistical analysis and survival curve plotting were performed using Prism 8.0 (Graphpad). Each experiment was conducted with three biological replicates, and a total of 300 flies were used for lifespan assays.

### Rapid Iterative Negative Geotaxis (RING) Assay

The RING assay was conducted following a similar method as described by ref. ^54^, with minor modifications^55^. Ten flies were collected under brief CO2 anesthesia for 1–2 min and allowed to recover overnight at a temperature of 25 °C with 65% relative humidity before the assay. To assess RING, the flies were transferred into a tube with a graduated line positioned 5 cm from the bottom. The tube was gently tapped vertically to cause the flies to ascend the wall. The number of flies crossing the graduated line within 10 s was recorded and the percentage was calculated. Three consecutive trials were conducted with a 60-second interval between each trial. It is important to note that, to ensure fairness, the genotypes of the flies were concealed during the experiment and uninformed individuals carried out the RING assay following the experimental protocol. Each experiment was performed with six biological replicates.

### RNA fluorescence in situ hybridization (FISH)

FISH labeling followed the protocol of Long et al. ^56^. with the following modifications. After acetic acid treatment and 0.5% PBT washing, the brains were incubated with pre-hybridization buffer (RIBOBIO, C10910) at 37 °C for 2 h. Then the brains were incubated with FISH probes (Labeled with Cy3 and synthesized by RIBOBIO biological company, dilute to 1:25 with hybridization buffer) in 37 °C for 48 h according to the manufacturer’s instructions. After the series of wash steps described in the FISH protocol, the tissues were mounted with DPX and imaged using confocal microscopy (Leica SP8) with LAX software. GFP with a 488-nm laser and 498–543-nm detection, Cy3 with a 561-nm laser and 569–595 nm detection. The laser intensity is uniformly 10% and FISH intensity is measured using LAS X.

### Immunofluorescence experiments of *Drosophila* brain

The flies, which were three days old, were first anesthetized with CO_2_. Subsequently, their brains were dissected in PBST (1 × PBS with 0.03% Triton X-100; coolaber, CT11451) and fixed with 4% paraformaldehyde at room temperature (RT) for 50 min. After fixation, the brains were washed in PBST three times at RT for 15 min each time. Following this, the brains were blocked in 10% Normal Goat Serum (NGS, diluted with 1 × PBS with 2% Triton) overnight at 4 °C. The brains were then incubated with primary antibodies for 36 h on a rotator at 4 °C. Subsequently, the brains were washed again three times for 15 min in PBST at RT before being incubated with secondary antibodies for 12 h on a rotator at 4 °C. Once again, the brains were washed three times at RT with PBST and mount on a slide using an anti-fading Mounting medium (Solarbio, S2110). Finally, the brains were imaged using confocal microscopy (Leica SP8) with LAX software.

The primary antibodies used in this experiment were anti-Elav rat (DSHB, 7E8A10, 1:200) and anti-Repo mouse (Developmental Studies Hybridoma Bank, 8D12; 1:200). The secondary antibodies employed were Alexa Fluor^TM^ 568 (Thermo Fisher Scientific, A11004; 1:200) and Alexa Fluor^TM^ 647 (Thermo Fisher Scientific, A21247; 1:200). Both primary and secondary antibodies were diluted in dilution buffer consisting of 1.25% PBST and 1% NGS.

### Western Blots

Fly heads were collected at ZT8 and used for Western Blot analysis. Total protein was extracted from approximately 30 fly heads using RIPA buffer (150 mM NaCl, 1.0% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris-HCl, pH 8.0). A protease inhibitor cocktail (Roche, 04693132001) was added to the buffer according to the manufacturer’s instructions. The protein concentration was determined using a BCA protein assay kit (Solarbio, PC0020). 20 µg of each sample was separated on 15% SDS–polyacrylamide mini-gels, and transferred onto 0.22 µm PVDF membranes (Millipore, ISEQ85R). The corresponding primary antibodies were diluted 1:1000 and incubated with the membranes overnight at 4 ˚C, while the HRP-labeled secondary antibodies were diluted 1:1000 and incubated for 4 h at room temperature. The signals were detected using ECL (ABclonal, RM00021P) and visualized using the Amersham ImageQuant 800 (GE Healthcare, Sweden). After detecting the signal of histone modification, we used stripping buffer (0.1 L: 20 mL SDS 10%; 12.5 mL Tris HCl, pH 6.8, 0.5 M; 67.5 mL distilled water and add 0.8 mL ß-mercaptoethanol under the fume hood) to remove the primary and secondary antibodies from the western blot membrane. The purified membrane was subsequently incubated with anti-Histone H3 and secondary antibody, resulting in the detection of the H3 signal. To generate the anti-LKRSDH signals, the PVDF membrane was incubated with LKRSDH antibody. The primary and secondary antibodies were then removed using a stripping buffer, after which the membrane was incubated with v5 antibody to generate specific anti-v5 signals. The primary antibodies used in this study were anti-Histone H3 (asymmetric di methyl R17) (Abcam, ab8284; 1:500), anti-Histone H3 (tri methyl K27) (Abcam, ab6002; 1:1000), anti-Histone H3 (EASYBIO, BE3015; 1:1000), anti-LKRSDH antibody (Abconal, A24544; 1:50), anti-β-tubulin (Abconal, AC008; 1:1000) and anti-v5 antibody (Abconal, AE017; 1:1000). The secondary antibodies used in this study were HRP Goat Anti-Rabbit IgG (H + L) (ABconal, AS014; 1:1000) and HRP Goat Anti-Mouse IgG (H + L) (ABconal, AS003; 1:1000). The signal intensity was quantified using ImageJ software (NIH). The relative normalization of histone modifications was performed with Histone H3 as controls. Three biological replicates were conducted for each experiment.

### Quantitative RT–PCR (qRT-PCR)

Total RNA was extracted from approximately 30 fly heads using TRIzol Reagent (vazyme, R401-01). The cDNAs were synthesized by reverse transcription using HiScript III All-in-one RT SuperMix (Vazyme, R333), with 1 μg total RNA used as a template for each sample. The cDNA preparation was then subjected to real time quantitative PCR (Applied Biosystem, Step One Real-Time PCR system) according to the protocol of ChamQ SYBR qPCR Master Mix (High ROX Premixed) (Vazyme, Q341). Data analyses were performed using Prism 8.0 (Graphpad). All the primers used are listed in Supplementary Table 1.

### Chromatin immunoprecipitation (ChIP) assays followed by quantitative PCR

Male fly heads of 3-day-old *w*^*1118*^, 3-day-old *LKRSDH*^*MB01942*^, 40-day-old *w*^*1118*^ and 40-day-old *LKRSDH*^*MB01942*^ were collected at ZT8 for ChIP-qPCR analysis. Briefly, 25 fly heads were gently triturated in 450 µl 1 × PBS, and then 6.02 µl 37% formaldehyde was added for cross-linking. The mixture was incubated at RT for 10 min. After de-crosslinking with 1 × glutamate and washing the pellet three times with 1 × PBS, 250 µl SDS lysis buffer (containing protease inhibitor cocktail) was added and homogenized. The solution was then centrifuged, and the supernatant was collected. Chromatin was sonicated on ice for 2.5 min (settings 10 s on, 30 s off, high power), resulting in sheared chromatin with an average length of 0.1–0.5 kb. The lysate was immunoprecipitated overnight at 4 °C with 40 µl Protein A/G Magnetic beads (Thermo Fisher Scientific, 88803) and 2 µg of antibody. Unbound chromatin was discarded, and the beads were washed with Low Salt Wash buffer, High Salt Wash buffer, LiCl Wash buffer and TE Wash buffer. The beads were then resuspended in freshly prepared ChIP elution buffer. DNA was eluted by adding 5 M NaCl and incubating for 4 h in a 65 °C water bath. The obtained DNA was purified and used for qPCR. For this experiment, anti-IgG, anti-Histone H3 (asymmetric di methyl R17) (abcam, ab8284) and anti-Histone H3 (tri methyl K27) (abcam, ab6002) were used. All ChIP analyses were independently repeated three times as biological replicates. Data analyses were performed using Prism 8.0 (Graphpad). All the primers used are listed in Supplementary Table 1.

### RNA-seq, ChIP seq and data analysis

Fly heads of 3-day-old *w*^*1118*^, 3-day-old *LKRSDH*^*MB01942*^, 40-day-old *w*^*1118*^ and 40-day-old *LKRSDH*^*MB01942*^ were collected at ZT8 for RNA-seq analysis. The Illumina library preparation and sequencing steps were conducted at the sequencing platform of Biomics Company in Beijing, China (http://www.biomics.com.cn/). Raw sequencing data underwent processing and quality control using Trim-galore (https://github.com/FelixKrueger/TrimGalore) and FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The RNA-seq reads were aligned to the *Drosophila melanogaster* (dm6) reference genome (https://hgdownload.soe.ucsc.edu/goldenPath/dm6/bigZips/) using HISAT2^57^. HTSeq-count^58^ was used to count RNA-seq reads, and differentially expressed genes (DEGs) were identified using the R package DESeq2^59^ with FDR value < 0.05 and | log_2_ (fold change) | > 0.5 as criteria. Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) analyses were conducted using the R package Cluster Profiler^60^ and org.Dm.eg.db dictionary. Three biological replicates were performed for the RNA-seq experiment.

For ChIP-seq analysis, 25 fly heads of 3-day-old *w*^*1118*^, 3-day-old *LKRSDH*^*MB01942*^, 40-day-old *w*^*1118*^, and 40-day-old *LKRSDH*^*MB01942*^ were collected at ZT8. In this experiment, anti-Histone H3 (asymmetric di methyl R17) (abcam, ab8284) and anti-Histone H3 (tri methyl K27) (abcam, ab6002) antibodies were used. The Illumina library preparation and sequencing were performed at the Novogene’s (https://cn.novogene.com/) sequencing platform. Adaptor sequence trimming, mapping to the *Drosophila melanogaster* (dm6) reference genome using Bowtie 2^61^ and PCR duplicate removal using Picard Tools (http://broadinstitute.github.io/picard/) were carried out. MACS2^62^ was used to call broad peaks, and the R package ChIPseeker^63^ was employed for peak annotation and analysis. The deepTools bamCompare function^64^, multiBigWigSummary function^64^ and R package pheatmap were used to generate ChIP-seq signal heatmaps. The RNA-seq signal heatmaps represented the log_2_-ratio of fold change over the gene body. deepTools multiBigWigSummary function^64^ was used to compute average RPKM-normalized read count in peaks, and the Pearson correlation between different ChIP-seq targets was calculated by ggplot2 in Rstudio. H3K27me3/H3R17me2 co-modified genes were those genes with both H3K27me3 and H3R17me2 covered genes. To identify co-modified genes, we derived the H3K27me3 and H3R17me2 covered matrix using the same cut-off during the identification of dynamic histone modification domains (greater than the max H3K27me3 and H3R17me2 signal level of non-marked domains)^65^. We used *k*-means clustering to cluster different co-modified genes, with k setting to 5 for H3K27me3/H3R17me2 co-modified genes analysis. Heatmap and cluster analysis in Fig. 7o and Supplementary Fig. 9f were generated by R package Complex Heatmap and ClusterGVis, respectively^66,67^. Two biological replicates were conducted for the ChIP-seq experiment.

For Fig. 7h–n, the Pearson correlation coefficient *R* serves as a measure of the degree of correlation between variables, with values ranging from −1 to 1. A positive value indicates a positive correlation, while a negative value indicates a negative correlation. *R* values between 0 and 0.25 or between 0 and −0.25 are commonly interpreted as indicating the absence of correlation. *R* values between 0.25 and 0.50 or between −0.25 and −0.50 suggest a poor correlation between variables. *R* values ranging from 0.50 to 0.75 or −0.50 to −0.75 indicate a moderate to good correlation, while *R* values between 0.75 and 1 or between −0.75 and −1 signify a very good to excellent correlation between the variables^41^.

### Glucose measurement

Six male flies were collected at ZT8 and homogenized in 250 μL of PBS with 0.2% Triton-X. The homogenates were then incubated at 70 °C for 5 min to inactivate endogenous enzymes. After centrifugation at 13,500 × g for 15 min at 4 °C, 150 μL of supernatant was collected for subsequent measurement. The PGO Enzyme Preparation Solution (Sigma, P7119) was prepared following the manufacturer’s instructions. The PGO Enzyme Reaction Solution was prepared by adding water, glucose standard solution (Sigma, G6918), and the glucose-containing sample according to the manufacturer’s instructions. All tubes were then incubated at 37 °C for 30 min, and the absorbance (A) of the standards and tests was measured at 450 nm using the Blank as the reference. The glucose concentration of the sample was determined using the following formula:

Sample Glucose Concentration (mg/mL) = 

$$\frac{{{{{{\rm{Absorbance}}}}}}\,\left({{{{{\rm{Test}}}}}}\right)\times {{{{{\rm{Dilution}}}}}}\,{{{{{\rm{of}}}}}}\,{{{{{\rm{sample}}}}}}\times 1{{{{{\rm{mg}}}}}}/{{{{{\rm{mL}}}}}}}{{{{{{\rm{Absorbance}}}}}}({{{{{\rm{Standard}}}}}})}$$

### Statistical analysis

Statistics analysis of rhythmic datasets was performed in Graphpad Prism v.8.0 using Fisher’s exact test or an unpaired two-tailed Student’s *t*-test. The Log-rank (Mantel-ox) test was used for survival rate analysis. For comparisons of two groups unpaired two-tailed Student’s *t*-test was used. The error bars in the related types of figures represent the standard error of mean (s.e.m.). The precise test method used for the different figures is also specified in the corresponding figure legends. *P*-value < 0.05 was considered significant. All the *P*-values are listed in Supplementary Data 3.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source data

## Data Availability

The RNA-seq data generated in this study have been deposited in the National Center for Biotechnology Information (NCBI) database under accession code PRJNA965887. The ChIP-seq data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database under accession code GSE235532. Published gene expression datasets used in this study can be find from GEO database under accession code GSE153901, GSE37032, GSE59769, GSE94922^68–71^. All other data needed to reproduce the results presented here are contained within the manuscript, figures, supplementary information and Zenodo database and are accessible to the public through the accession code: 10785489. Source data are provided with this paper.

# Supplementary material for: LKRSDH-dependent histone modifications of insulin-like peptide sites contribute to age-related circadian rhythm changes
**Source:** Nat Commun. 2024 Apr 18;15:3336. doi: 10.1038/s41467-024-47740-4
**Supplement:** Supplementary file 1 — Supplementary Information

**Article Title: LKRSDH-dependent histone modifications of insulin-like peptide sites contribute to age-related circadian rhythm changes**

**Supplementary Material**

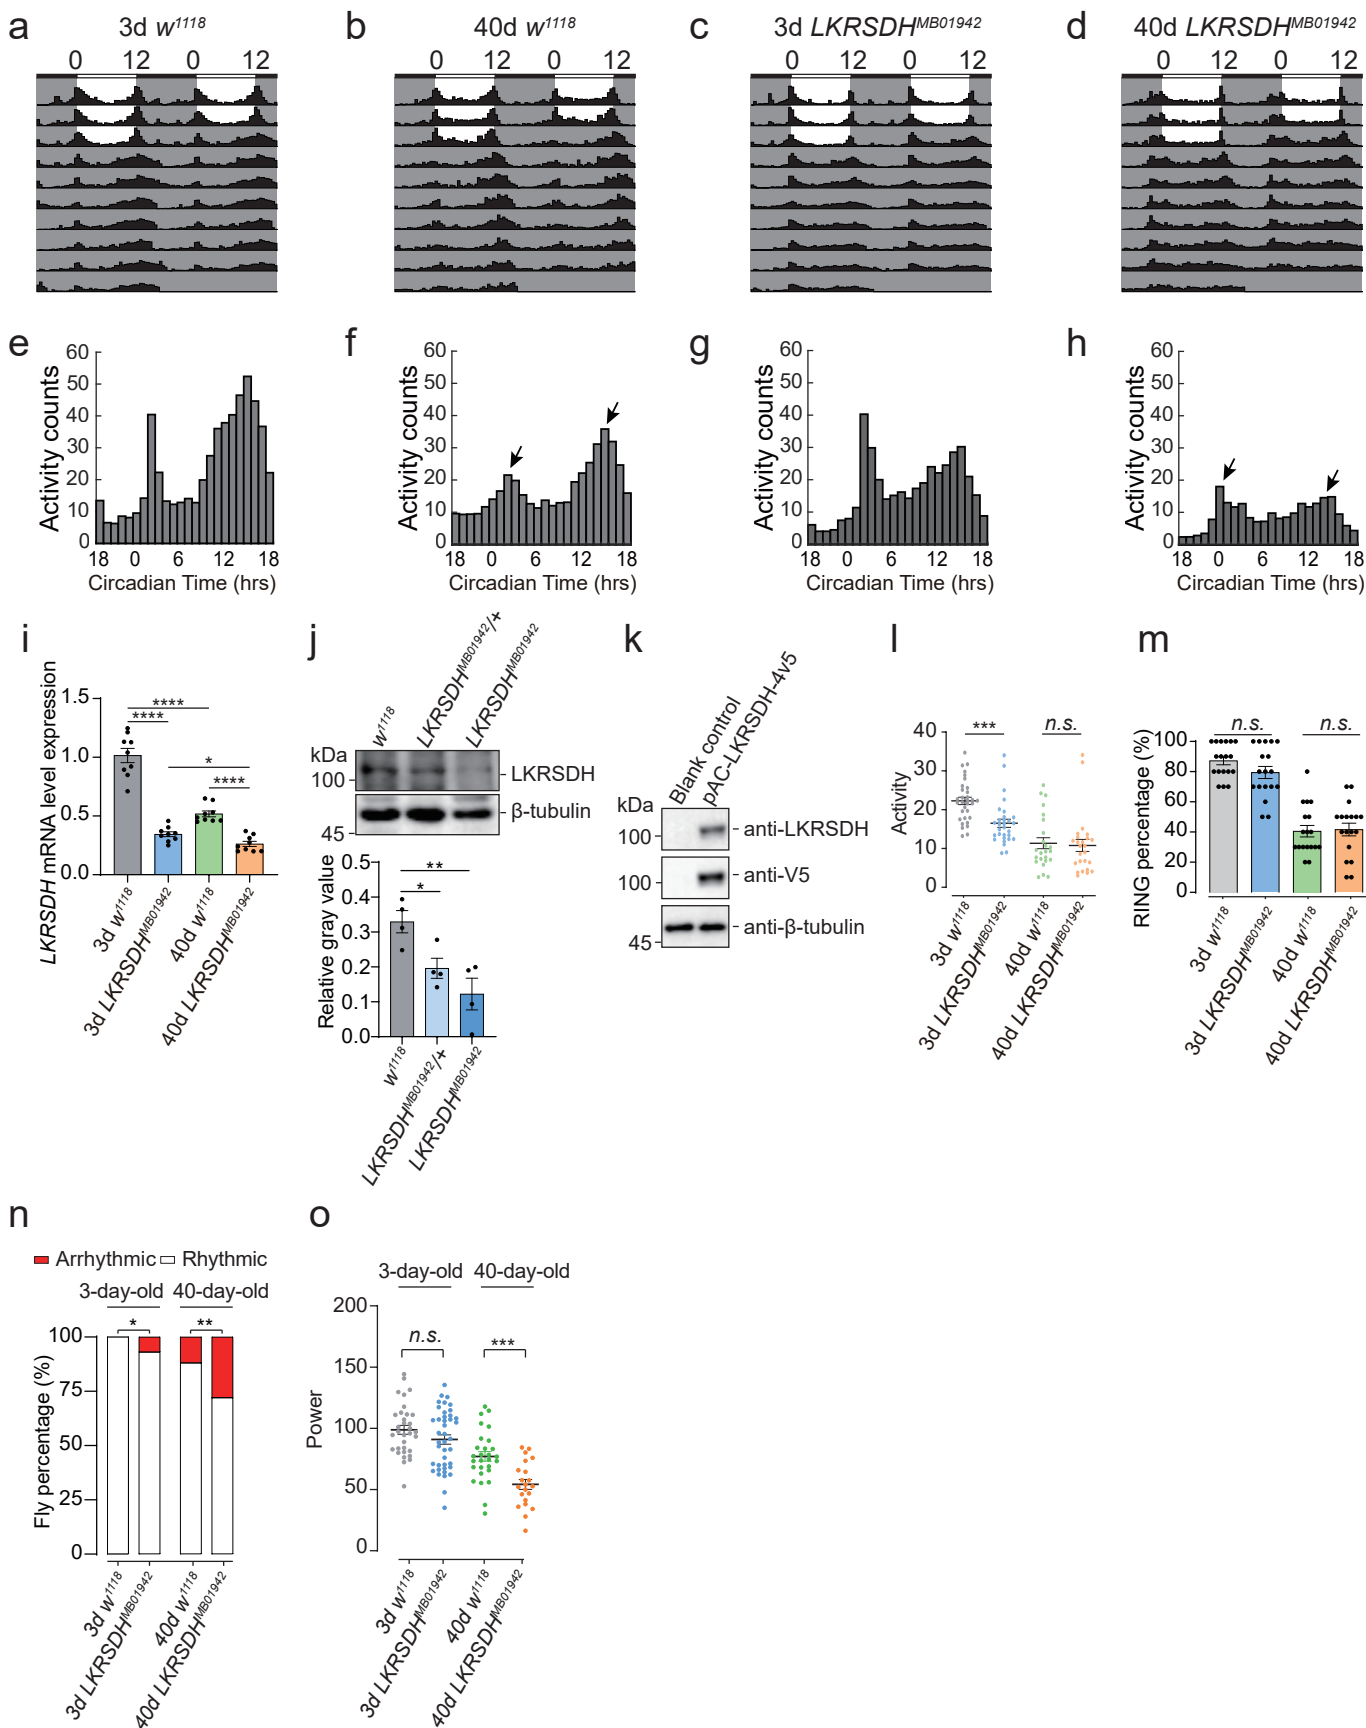

**Supplementary Fig. 1. *LKRSDH* is involved in circadian rhythm regulation in aging adult *Drosophila*.**

**a-d** The representative locomotor activity (**a-d**;  $n = 16, 16, 16, 16$ ). Grey shading indicates constant darkness (DD), black columns represent locomotor activity of flies. **e-h** Average activity count data under DD, corresponding to (**a-d**). The arrow indicates the characteristic morning-evening activity peak pattern of flies. **i** Quantitative RT-PCR of *LKRSDH*.  $n = 3$  biologically independent experiments. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where  $*P < 0.05$  and  $****P < 0.0001$ . All the P-values are listed in Supplementary Data 3. **j** Western blot (WB) analysis ( $n = 4$  biologically independent experiments). WB gray values were measured with Image J. P-values from unpaired two-tailed Student's *t*-test are indicated, where  $*P < 0.05$  and  $**P < 0.01$ . Data are presented as mean  $\pm$  SEM. **k** The specificity of the LKRSDH antibody was confirmed through WB. **l** Number of activities per 30 min. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference and  $***P < 0.001$ . All the P-values are listed in Supplementary Data 3.  $n = 3$  biologically independent experiments. **m** RING assay. RING, Rapid Iterative Negative Geotaxis. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference. All the P-values are listed in Supplementary Data 3.  $n = 3$  biologically independent experiments. **n** Percentage of rhythmic and arrhythmic flies under LD conditions (**n**;  $n = 33, 44, 32, 29$ ; *LKRSDH* homozygous mutant flies). P-values from two-sided Fisher's exact test are indicated, where  $*P < 0.05$  and  $**P < 0.01$ . All the P-values are listed in Supplementary Data 3. **o** Circadian power value of flies with rhythm, corresponding to (**n**). Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference and  $**$  indicates  $P < 0.01$ . All the P-values are listed in Supplementary Data 3. Source data are provided as a Source Data file.

UAS-mCD8:GFP/LKRSDDH-Gal4

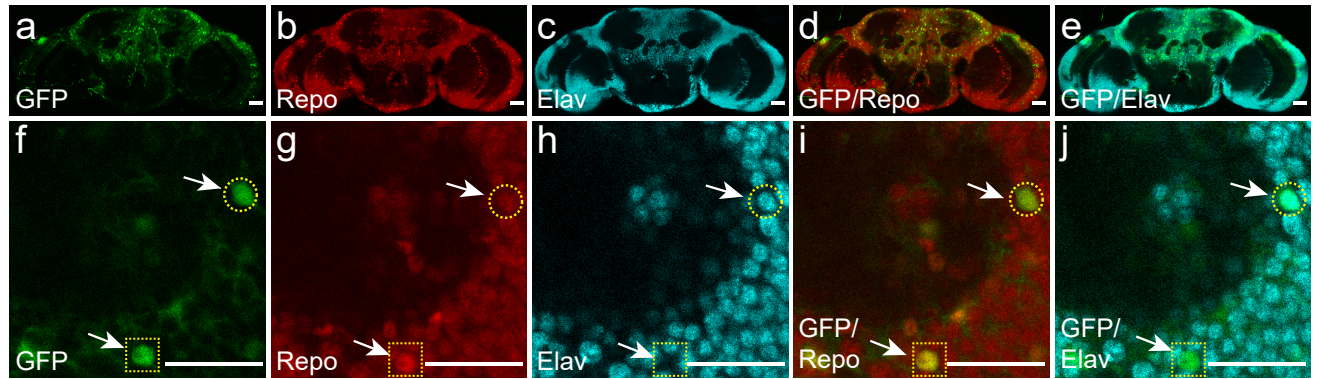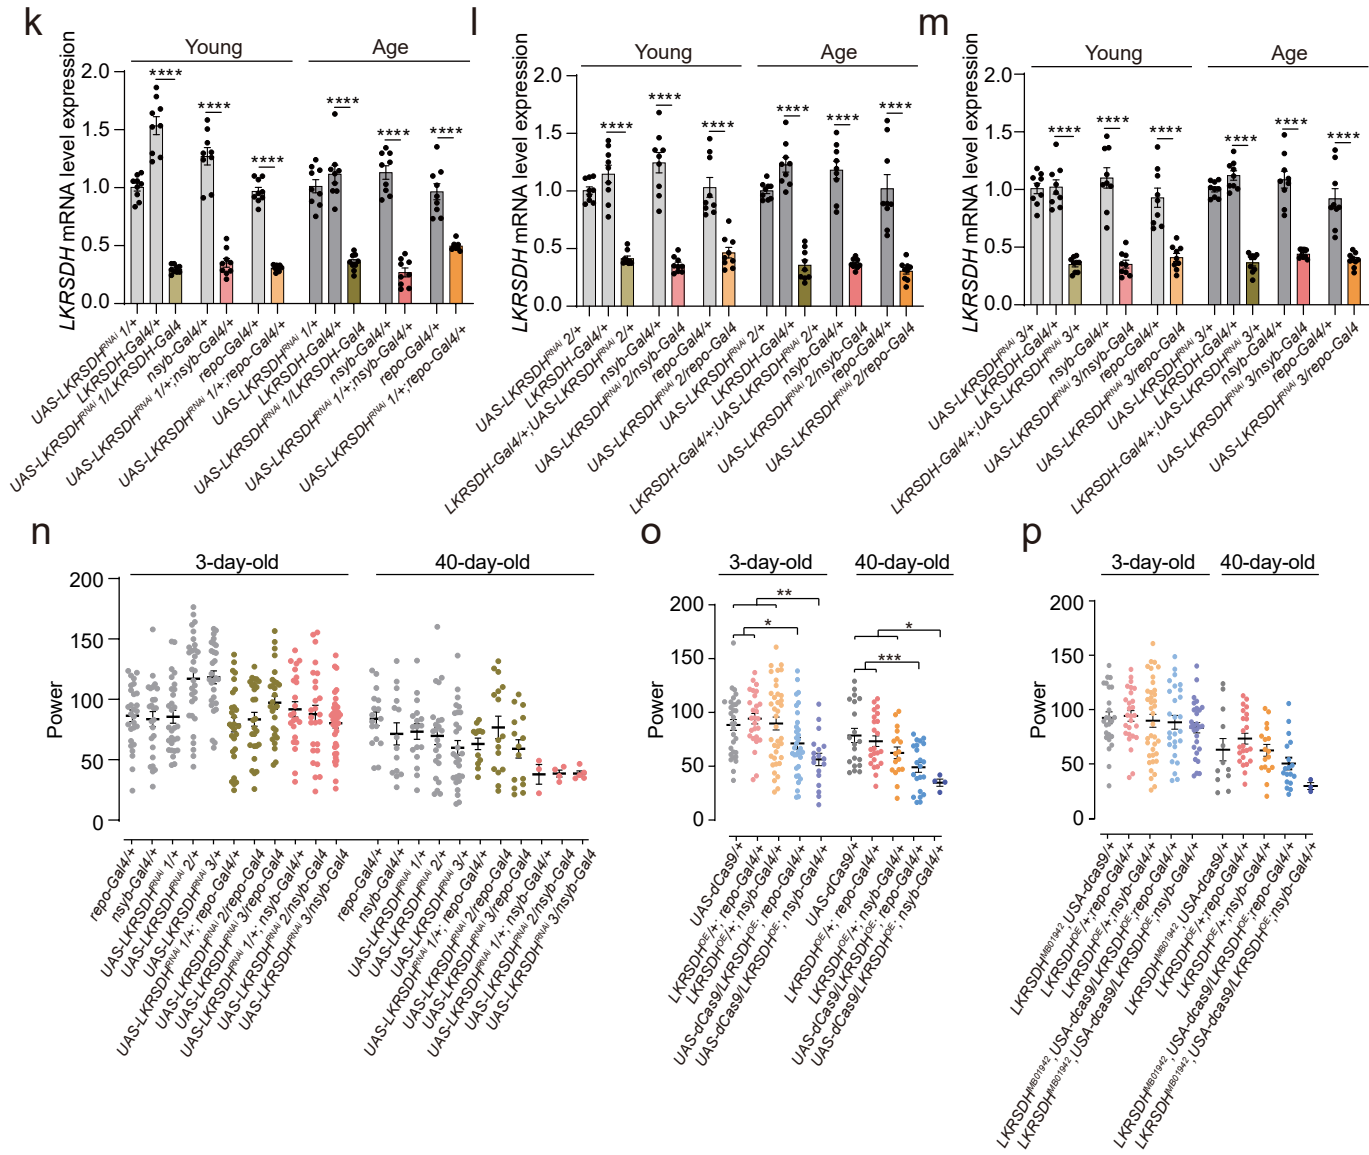

**Supplementary Fig. 2. *LKRSDH* is expressed in both neurons and glial cells.**

**a-j** *LKRSDH* represented by GFP in *LKRSDH-Gal4* was expressed in the same set of cells with neurons represented with Elav antibody staining or glial cells represented with Repo antibody staining. Heads of UAS-mCD8:GFP/*LKRSDH-Gal4* were dissected at ZT8. Cells surrounded by rectangle and circle shapes represent the co-localization of *LKRSDH* with glial cells and neurons, respectively. Scale bar = 10  $\mu$ m. The arrow highlights the co-localization of *LKRSDH* with neurons or glial cells. The images presented are from one of the three biological repeats. **k-m** The knockdown efficiency of *LKRSDH RNAi* was shown. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where \**P* < 0.05 and \*\*\*\**P* < 0.0001. All the P-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. **n-p** Circadian power value of flies with rhythm, corresponding to **Fig. 2p-r**, respectively. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, \**P* < 0.05, \*\**P* < 0.01 and \*\*\**P* < 0.001. If *P* > 0.05, it will not be presented in the figures. All the P-values are listed in Supplementary Data 3. Source data are provided as a Source Data file.

# Supplementary Figure 3

a

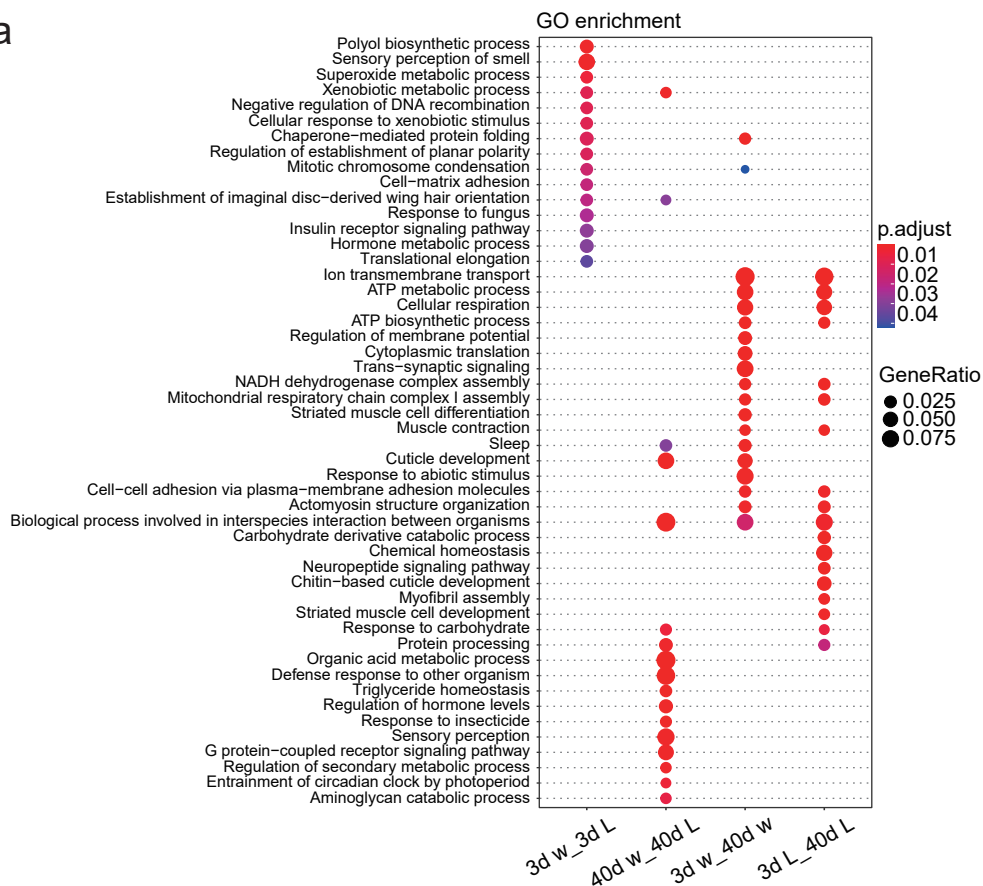

b

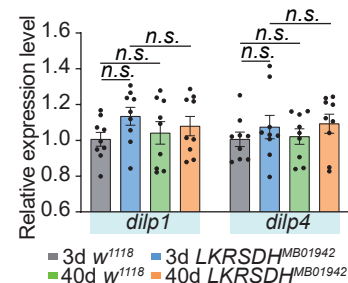

c

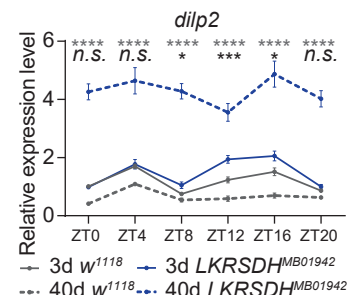

d

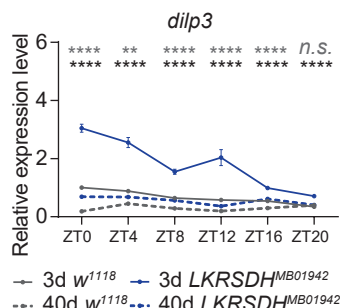

e

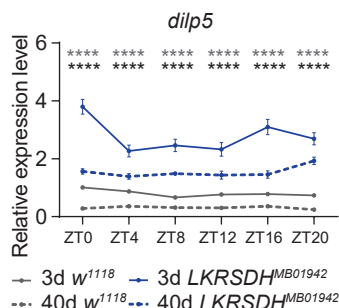

f

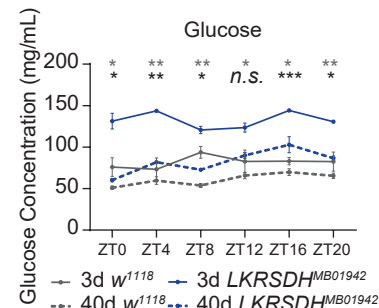

**Supplementary Fig. 3. Analysis of downstream genes of *LKRSDH*.**

**a** GO enrichment analysis was performed for genes regulated by *LKRSDH* or altered during aging, as identified by RNA-seq. GO enrichment in particular pathway was assessed using adjusted one-tailed *P* values and GeneRatio. **b** Quantitative RT-PCR of *dilp1* and *dilp4* in heads of 3-day-old *w<sup>1118</sup>* control, 3-day-old *LKRSDH<sup>MB01942</sup>* mutant, 40-day-old *w<sup>1118</sup>* control and 40-day-old *LKRSDH<sup>MB01942</sup>* mutant. Data are presented as mean  $\pm$  SEM. *P*-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference. All the *P*-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. **c-e** Circadian dynamics of *dilp2* (**c**), *dilp3* (**d**) and *dilp5* (**e**) in fly heads. Data are presented as mean  $\pm$  SEM. *P*-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference, \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001 and \*\*\*\**P* < 0.0001. All the *P*-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. **f** Circadian dynamics of glucose in whole flies. Data are presented as mean  $\pm$  SEM. *P*-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference, \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001 and \*\*\*\**P* < 0.0001. All the *P*-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. Source data are provided as a Source Data file.

a

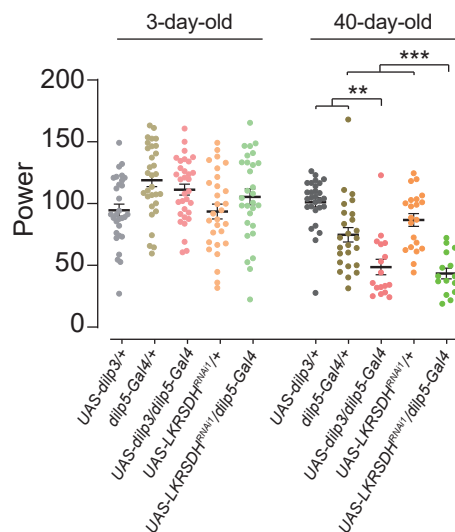

b

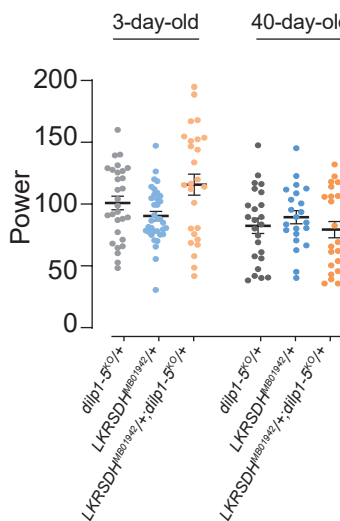

c

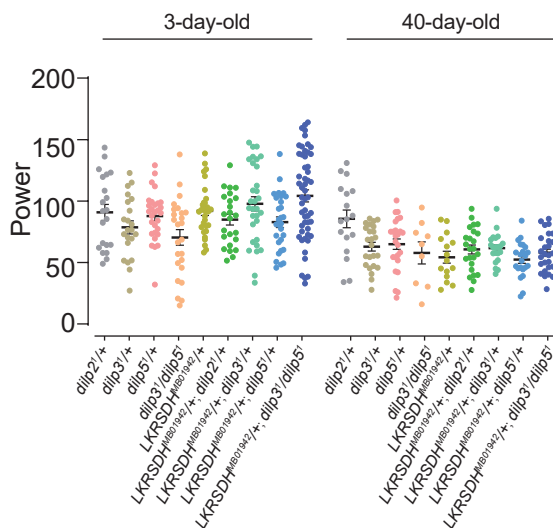

d

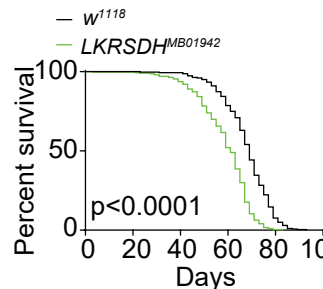

e

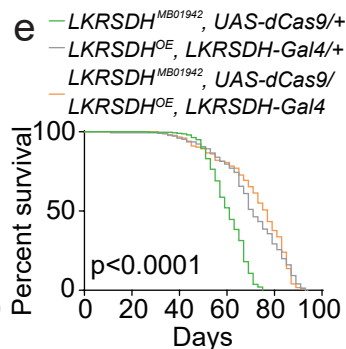

f

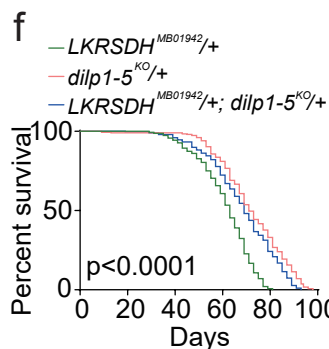

g

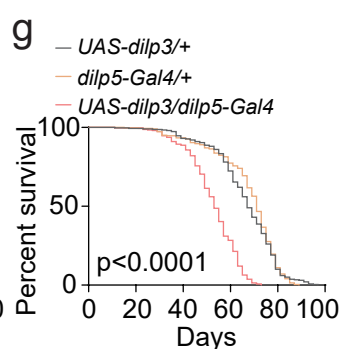

**Supplementary Fig. 4. *LKRSDH* affected *Drosophila* lifespan through regulation of *dilps*.**

**a-c** Circadian power value of flies with rhythm, corresponding to Fig. 4b-d. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where \*\*P < 0.01 and \*\*\*P < 0.001. If P > 0.05, it will not be presented in the figures. All the P-values are listed in Supplementary Data 3. **d** Survival curves of *w<sup>1118</sup>* (black; n=300) and *LKRSDH<sup>MB01942</sup>* (*LKRSDH* homozygous mutant flies, green; n=300). *P* values from Log-rank (Mantel-ox) test are indicated in the plots. **e** Survival curves of *LKRSDH<sup>MB01942</sup>*, *UAS-dCas9/+* (*LKRSDH* heterozygotes mutant flies, green; n=300), *LKRSDH-Gal4*, *LKRSDH<sup>OE/+</sup>* (gray; n=300) and *LKRSDH<sup>MB01942</sup>*, *UAS-dCas9/LKRSDH-Gal4*, *LKRSDH<sup>OE</sup>* (*LKRSDH* heterozygotes mutant flies, pale brown; n=300). *P* values from Log-rank (Mantel-ox) test are indicated in the plots. **f** Survival curves of *LKRSDH<sup>MB01942/+</sup>* (*LKRSDH* heterozygotes mutant flies, green; n=300), *dilp 1-5<sup>KO/+</sup>* (pink; n=300) and *LKRSDH<sup>MB01942/+</sup>*; *dilp 1-5<sup>KO/+</sup>* (*LKRSDH* heterozygotes mutant flies, blue; n=300). *P* values from Log-rank (Mantel-ox) test are indicated in the plots. **g** Survival curves of *UAS-dilp3/+* (black; n=300), *dilp5-Gal4/+* (orange; n=300) and *UAS-dilp3/dilp5-Gal4* (pink; n=300). *P* values from Log-rank (Mantel-ox) test are indicated in the plots. Source data are provided as a Source Data file.

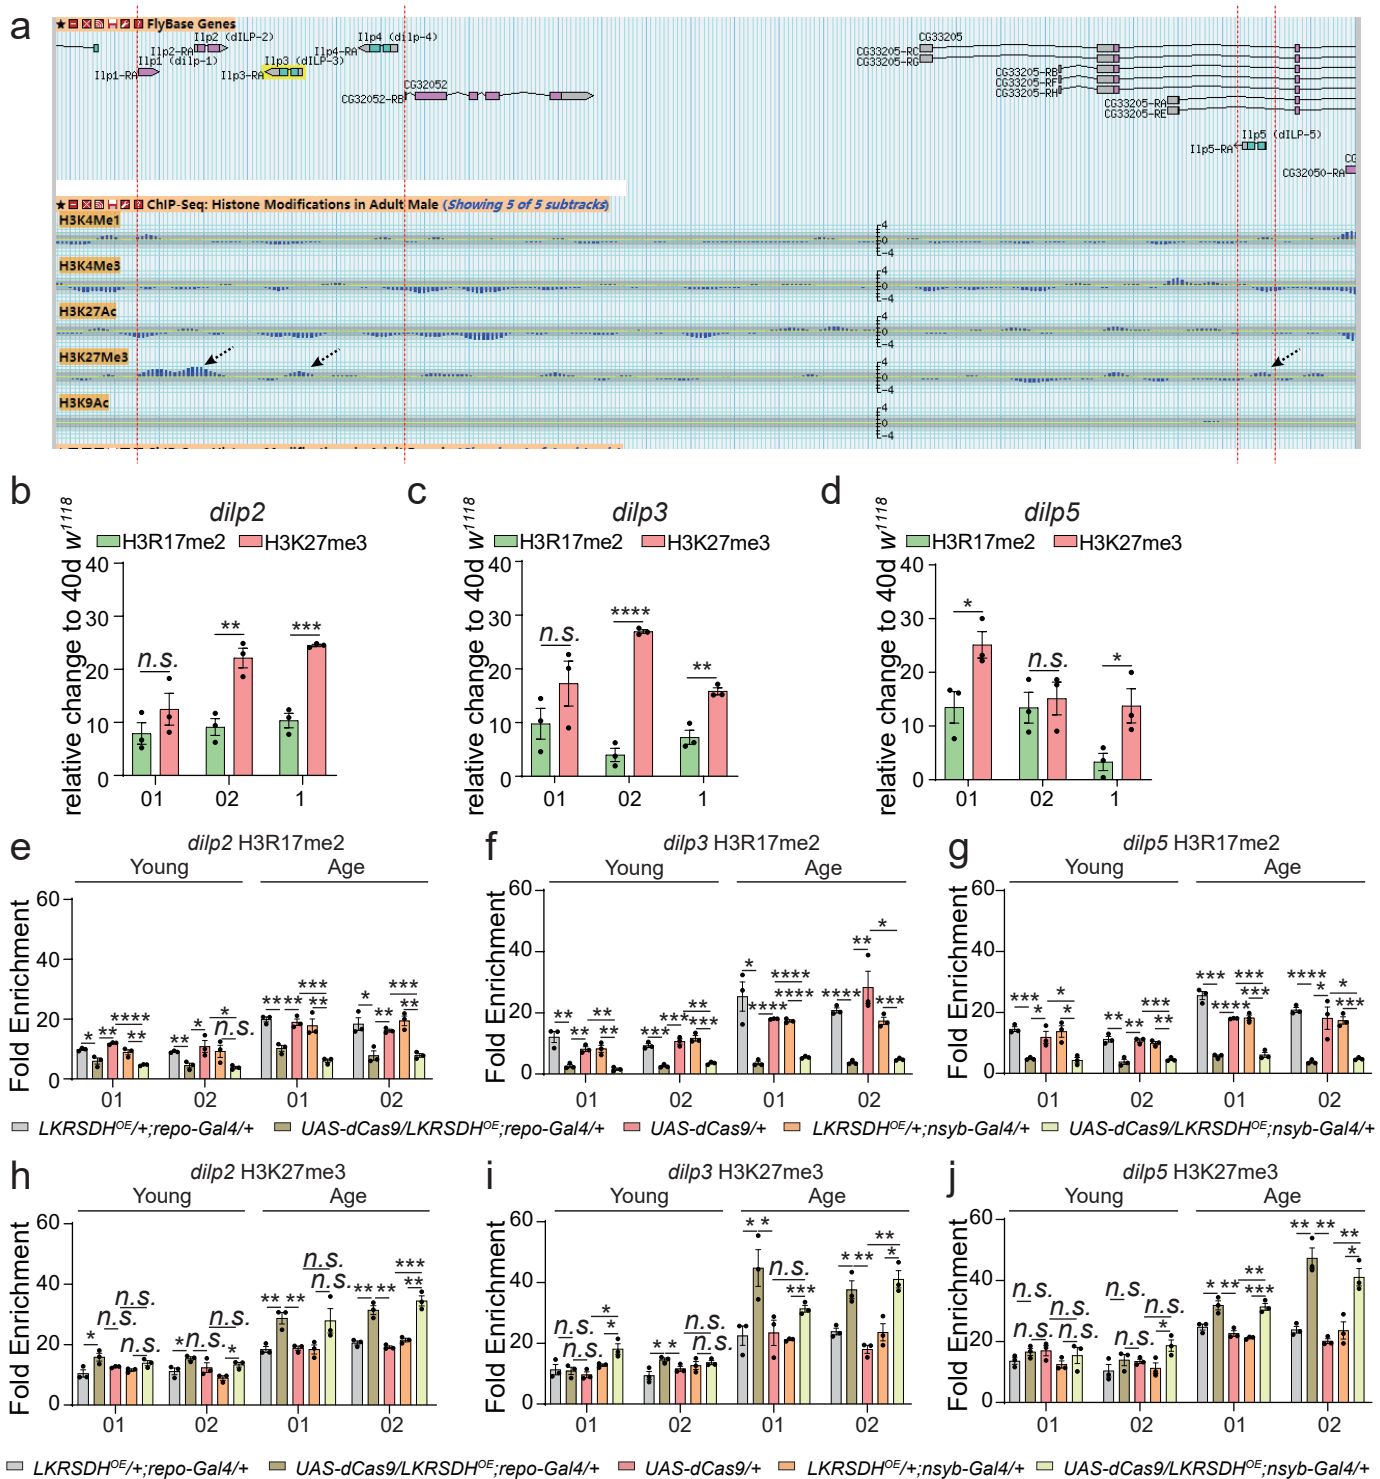

**Supplementary Fig. 5. Histone modification features of *ilp* gene locus were examined, with H3R17me2 levels tested in the indicated genotypes.**

**a** The histone modification profile of *dilps* locus in the ModENCODE database are presented. The arrow indicates the H3K27me3 modification on *dilps*. **b-d** Relative changes in H3K27me3 and H3R17me2 on the gene body and promoter regions of *dilp2* (**b**), *dilp3* (**c**) and *dilp5* (**d**) after *LKRSDH*<sup>MB01942</sup> mutation and aging were examined. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001. All the P-values are listed in Supplementary Data 3. **e-j** The fold enrichments of two histone modifications H3R17me2 and H3K27me3 on promoter and gene body of *dilp2*, *dilp3* and *dilp5* were examined. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001. All the P-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. Source data are provided as a Source Data file.

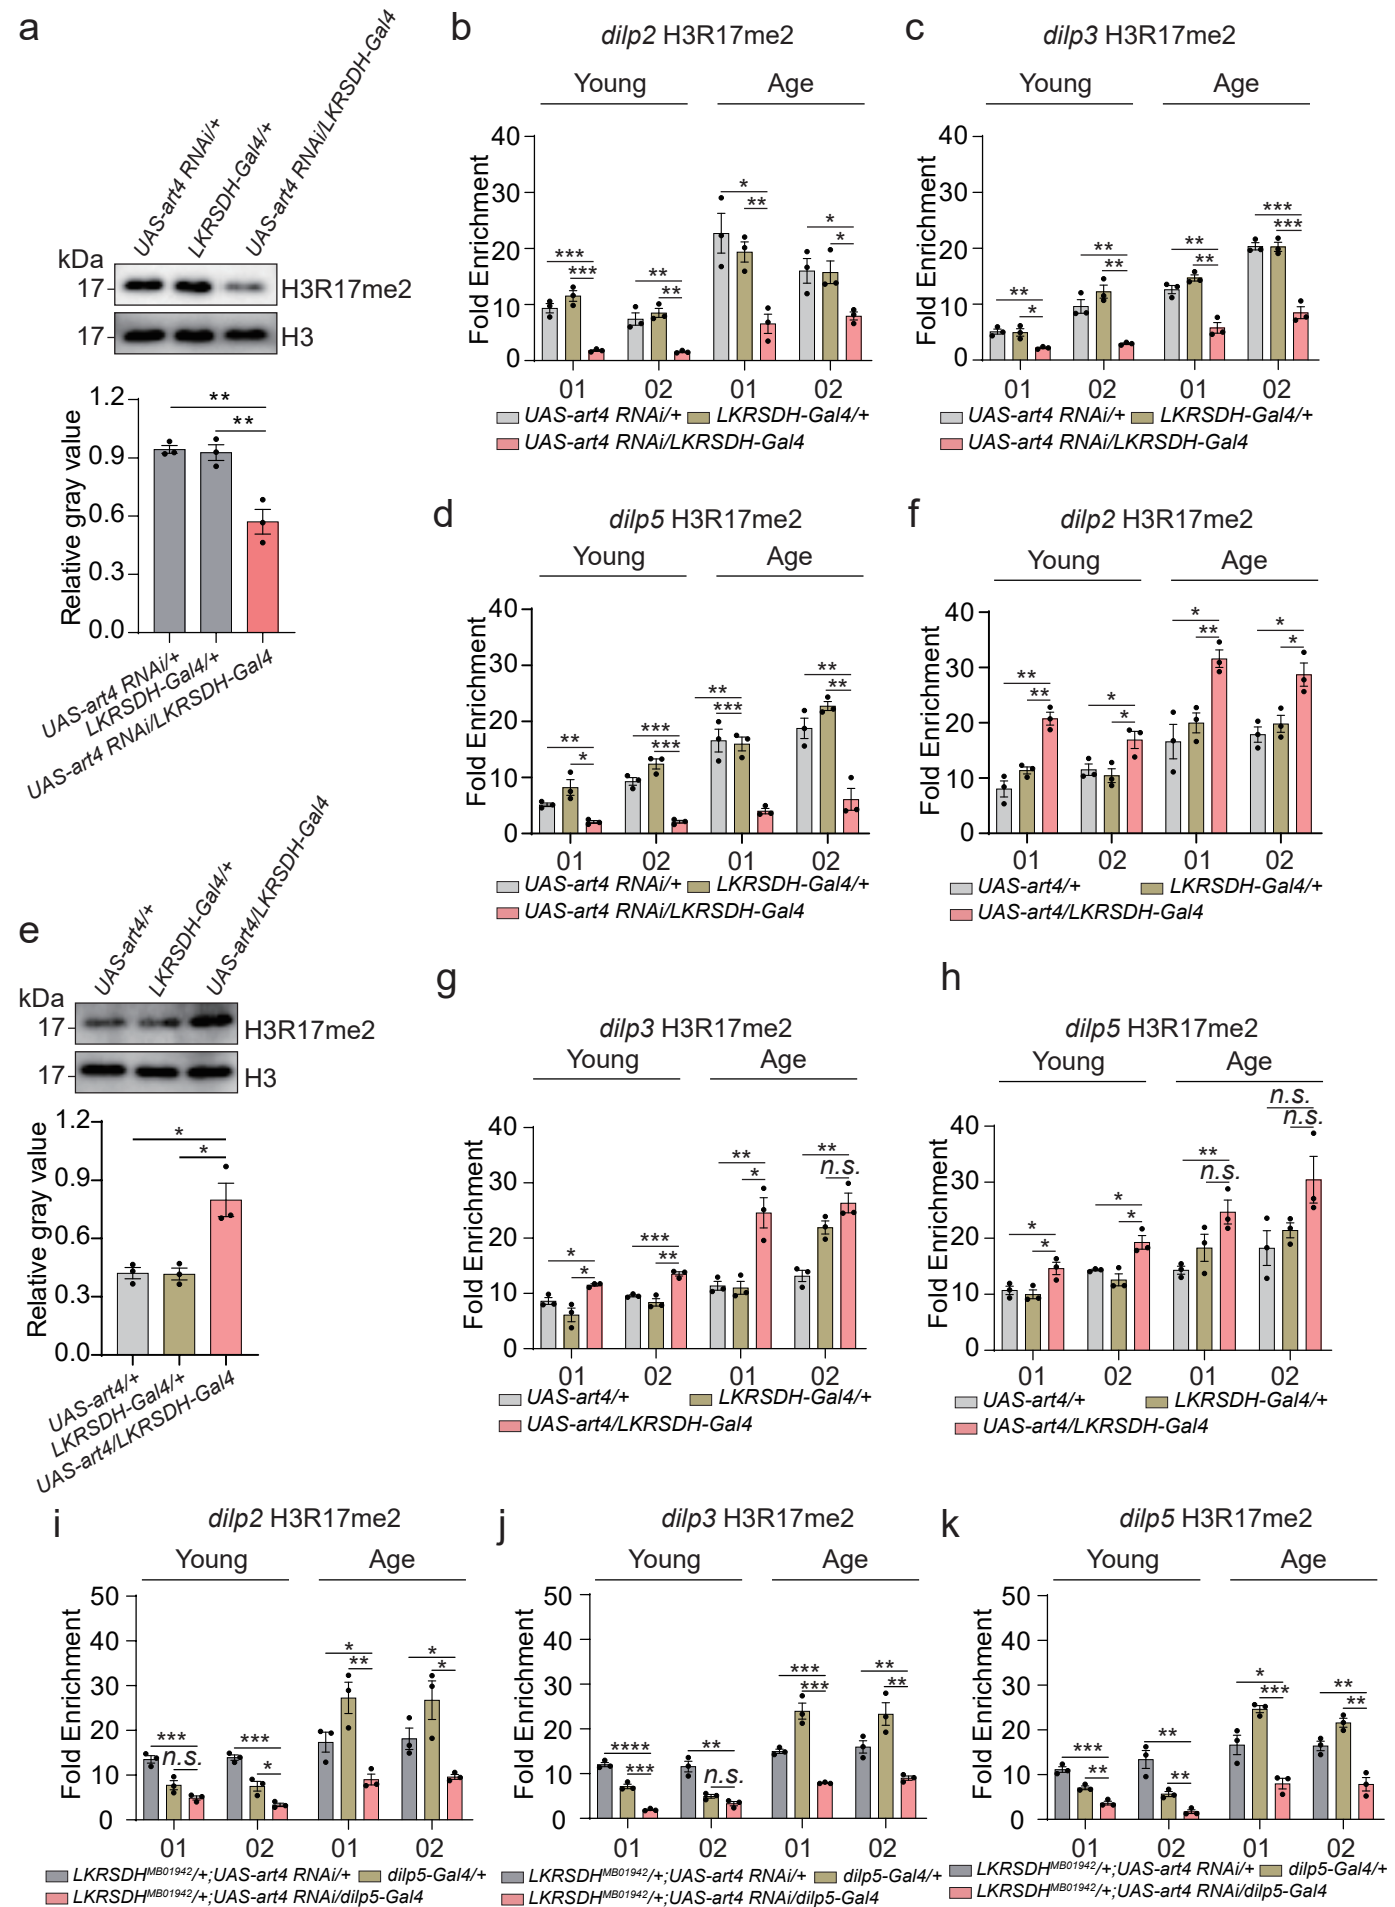

**Supplementary Fig. 6. *art4* regulates H3R17me2.**

**a** Western blot analysis of H3R17me2 was conducted, with the antibody against H3 served as the loading control. The relative gray value of Western blot was measured using Image J. Data are presented as mean  $\pm$  SEM. Statistical differences were assessed using unpaired two-tailed Student's *t*-test. \*\* indicates  $P < 0.01$ . The images presented are from one of the three biological repeats. All the P-values are listed in Supplementary Data 3. **b-d** The fold enrichment of H3R17me2 at the promoter and gene body of *dilp2*, *dilp3* and *dilp5* locus was examined. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference, \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ . All the P-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. **e** Western blot analysis of H3R17me2 was conducted, with the antibody against H3 served as the loading control. The relative gray value of Western blot was measured using Image J. Data are presented as mean  $\pm$  SEM. Statistical differences were assessed using unpaired two-tailed Student's *t*-test. \* indicates  $P < 0.05$ . The images presented are from one of the three biological repeats. All the P-values are listed in Supplementary Data 3. **f-k** The fold enrichment of H3R17me2 at the promoter and gene body of *dilp2*, *dilp3* and *dilp5* locus was examined. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  and \*\*\*\* $P < 0.0001$ . All the P-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. Source data are provided as a Source Data file.

# Supplementary Figure 7

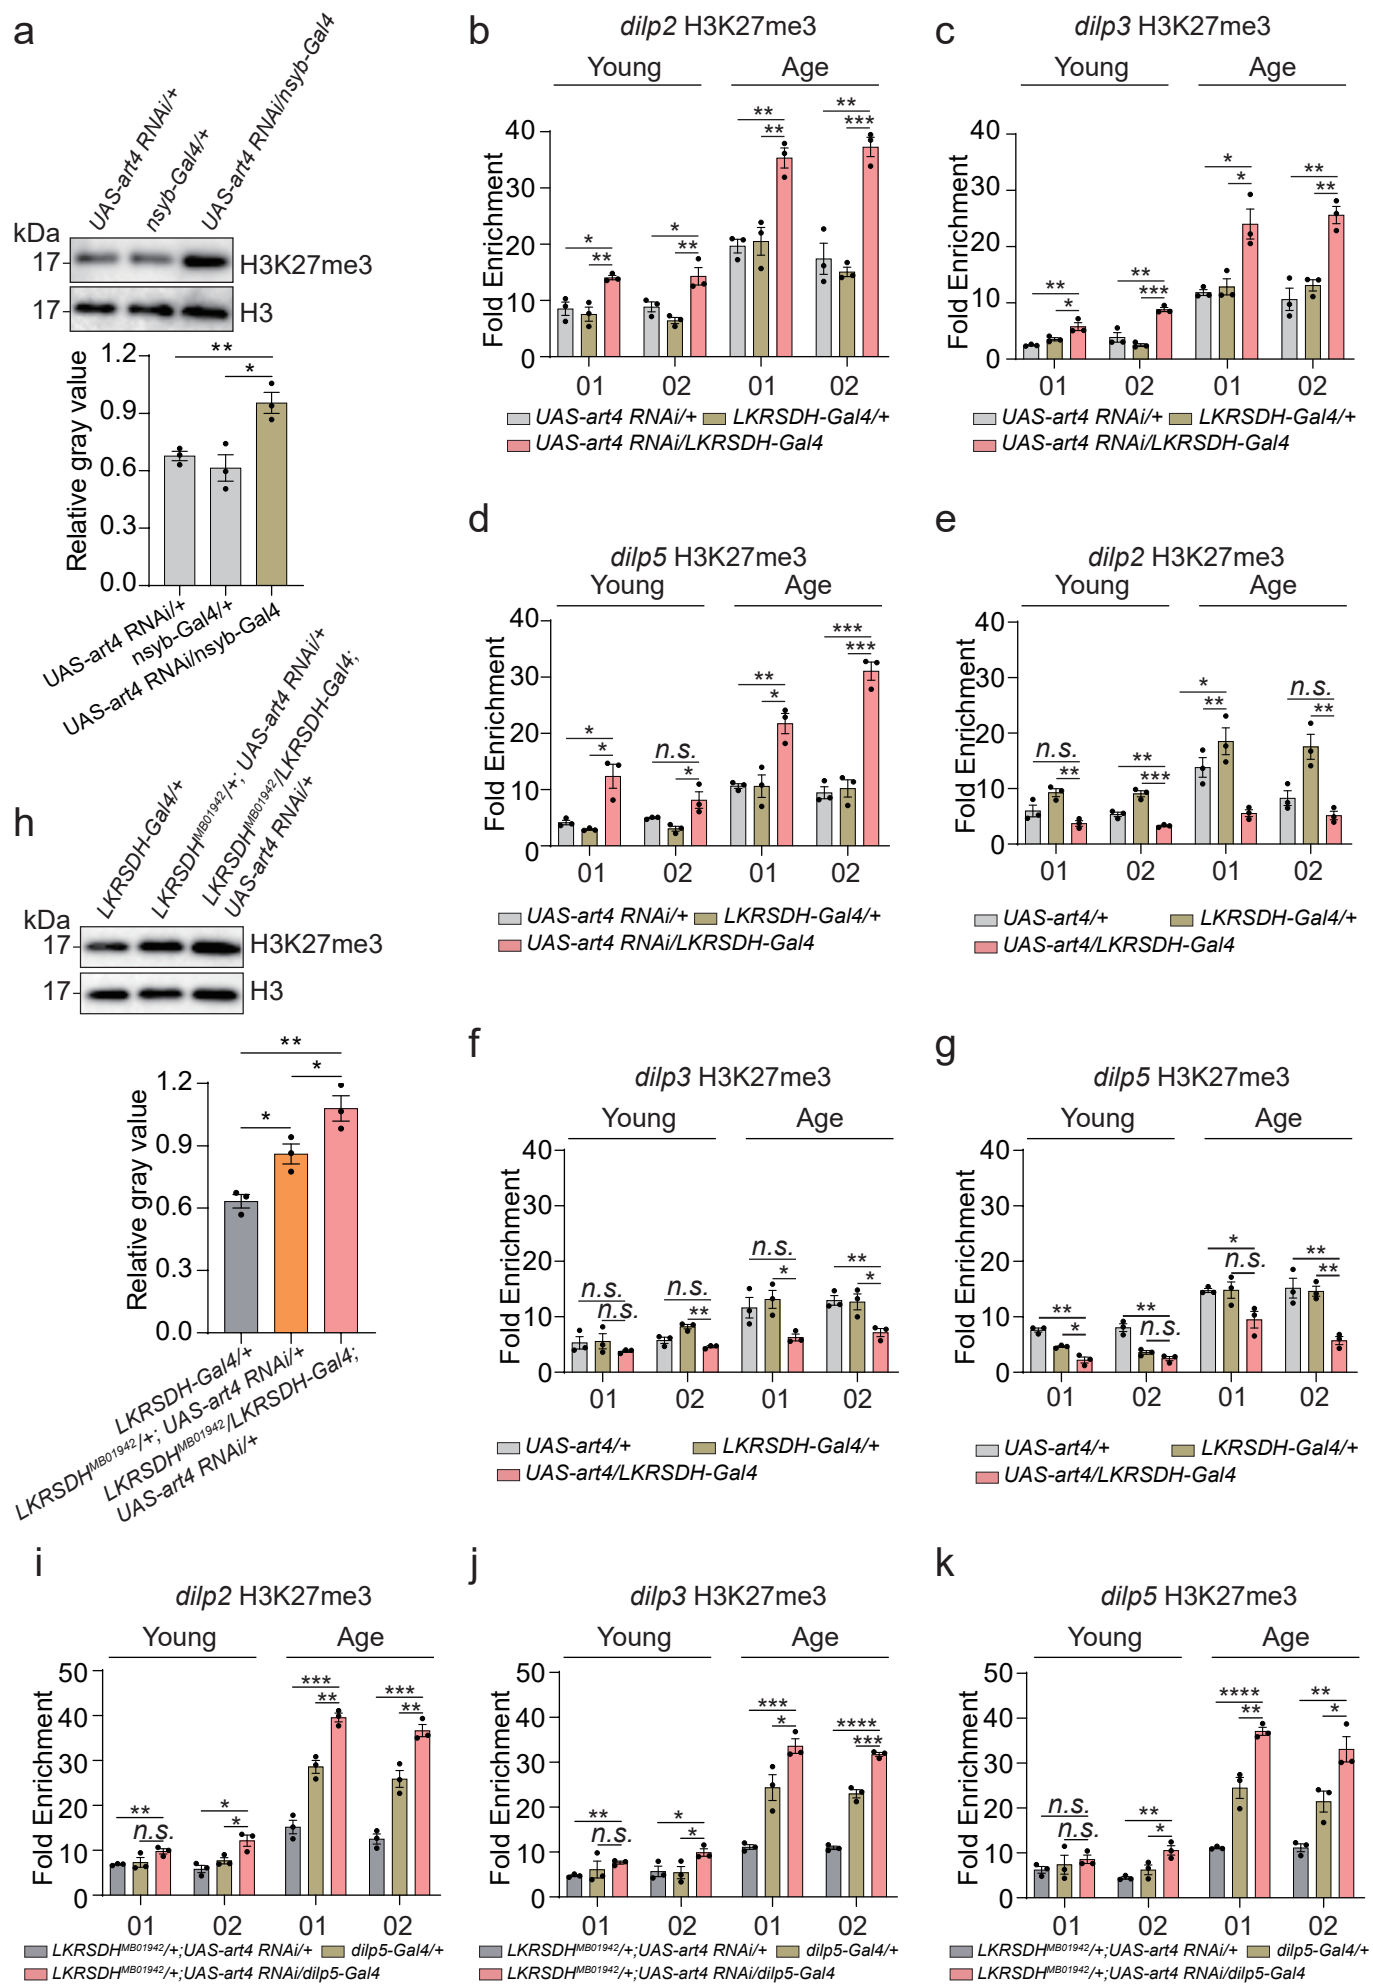

**Supplementary Fig. 7. *art4* regulates H3K27me3.**

**a** Western blot analysis of H3K27me3 was conducted, with the antibody against H3 served as the loading control. The relative gray value of Western blot was measured using Image J. Data are presented as mean  $\pm$  SEM. Statistical differences were assessed using unpaired two-tailed Student's *t*-test. \* indicates  $P < 0.05$  and \*\* indicates  $P < 0.01$ . The images presented are from one of the three biological repeats. All the P-values are listed in Supplementary Data 3. **b-g** The fold enrichment of H3K27me3 at the promoter and gene body of *dilp2*, *dilp3* and *dilp5* locus was examined. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference, \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ . All the P-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. **h** Western blot analysis of H3K27me3 was conducted, with the antibody against H3 served as the loading control. The relative gray value of Western blot was measured using Image J. Data are presented as mean  $\pm$  SEM. Statistical differences were assessed using unpaired two-tailed Student's *t*-test. \* indicates  $P < 0.05$  and \*\* indicates  $P < 0.01$ . The images presented are from one of the three biological repeats. All the P-values are listed in Supplementary Data 3. **i-k** The fold enrichment of H3K27me3 at the promoter and gene body of *dilp2*, *dilp3* and *dilp5* locus was examined. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  and \*\*\*\* $P < 0.0001$ . All the P-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. Source data are provided as a Source Data file.

# Supplementary Figure 8

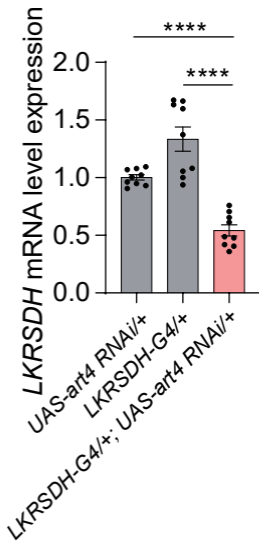

**Supplementary Fig. 8. The downregulation of *art4* led to a decrease in *LKRSDH* levels.**

Quantitative RT-PCR of *LKRSDH* in heads of UAS-*art4* RNAi/+, *LKRSDH*-Gal4/+ and *LKRSDH*-Gal4/+; UAS-*art4* RNAi/+. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference. All the P-values are listed in Supplementary Data 3. *n* = 3 biologically independent experiments. Source data are provided as a Source Data file.

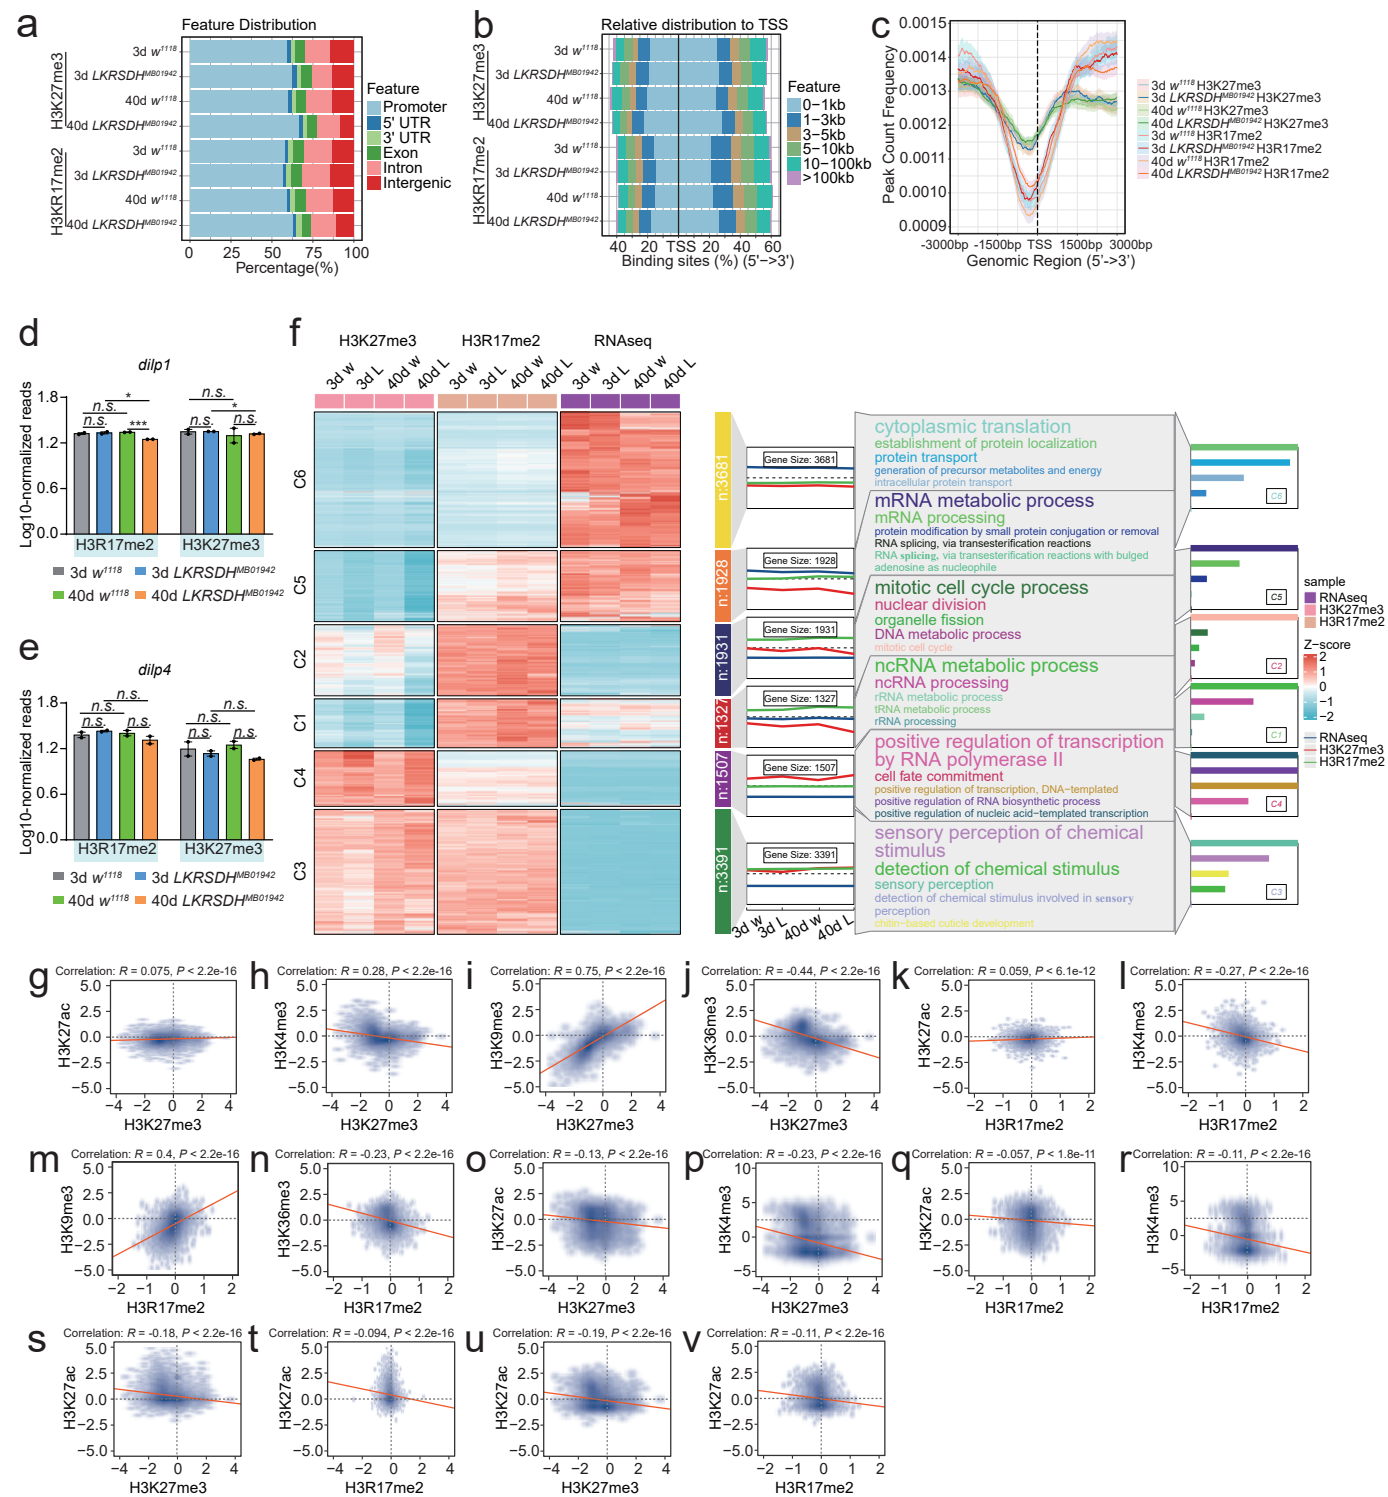

**Supplementary Fig. 9. Global features of H3R17me2 and H3K27me3 landscape.**

**a** Distribution of H3K27me3 and H3R17me2 peaks on annotated *Drosophila* genome. **b** The distribution of H3K27me3 and H3R17me2 peaks relative to TSS. **c** Average profile of IP/Input peaks around the TSS region ( $\pm 3$  kb). 95% confidence intervals were calculated for each gene cluster. **d, e** Normalized CHIP-seq read coverage of H3R17me2 and H3K27me3 over *dilp1* and *dilp4* locus. Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated, where *n.s.* indicates no significant difference, \**P* < 0.05 and \*\*\**P* < 0.001 indicated significant differences. All the P-values are listed in Supplementary Data 3. **f** Heatmaps showing the enrichment of H3R17me2 and H3K27me3, and the expression of the clustered gene groups (left panel). *w* represents *w<sup>1118</sup>* and *L* represents *LKRSDH<sup>MB01942</sup>*. Line showing overall alterations of H3R17me2 and H3K27me3 enrichment at each gene cluster, and the alterations in their expression (middle panel). The red line indicates the fraction of domains that is marked by H3K27me3, the green line represents the fraction of domains that is marked by H3R17me2, and the blue line indicates the fraction of domains by RNA-seq. The GO enrichment of different gene clusters is shown on the right panel. Columns represent different GO term sizes, and bars show the pvalue of genes enriched in the corresponding pathways. **g-v** Genome-wide correlation analysis of the data from this study with the published datasets. The correlation coefficient (*R*) is indicated. Source data are provided as a Source Data file.

*LKRSDH<sup>MB01942</sup>/tim-Gal4; UAS-RedStinger/+*

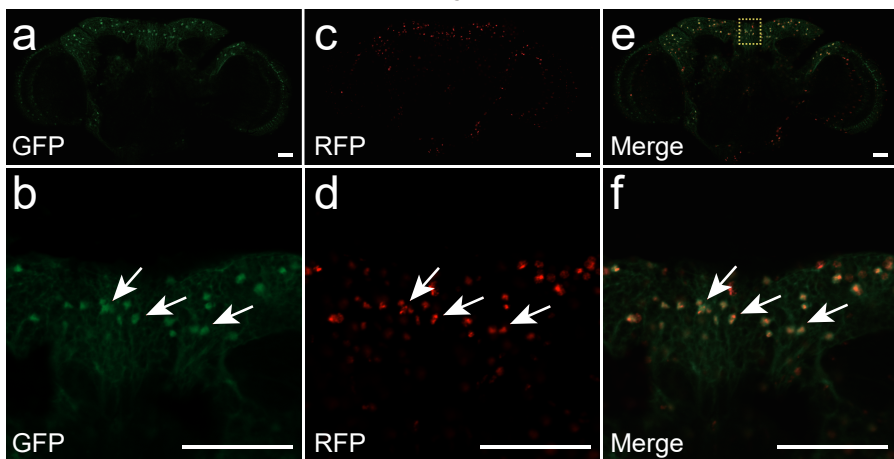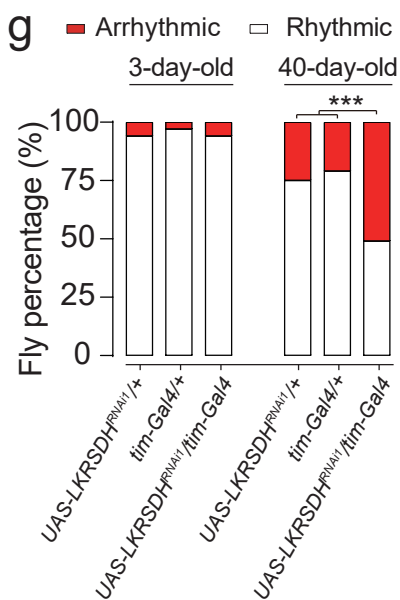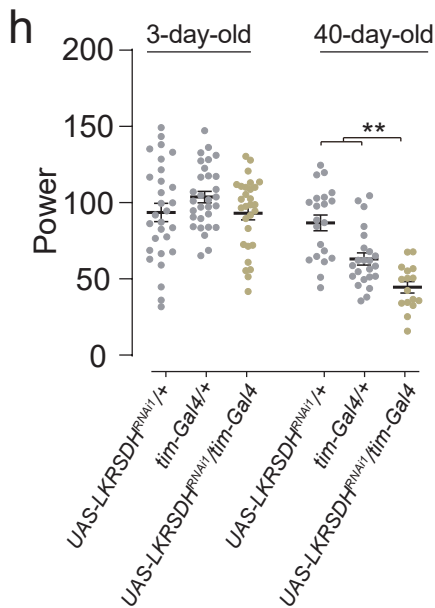

**Supplementary Fig. 10. The expression of LKRSDH in clock neurons is necessary for maintaining the circadian rhythm in aged flies.**

**a-f** LKRSDH represented by GFP in *LKRSDH<sup>MB01942</sup>* was expressed in the same set of cells with *tim*-Gal4 driven *Redstinger*. The arrow indicates the co-localization of LKRSDH with TIM neurons. Scale bar = 10  $\mu$ m. Heads of *LKRSDH<sup>MB01942</sup>/tim-Gal4;UAS-RedStinger/+* were dissected at ZT8. The images presented are from one of the three biological repeats. **g** Percentage of rhythmic and arrhythmic flies (from left to right, bars represent n = 31, 31, 31, 28, 29 and 33 independent samples). P-values from two-sided Fisher's exact test are indicated, where \*\*\*P < 0.001. All the P-values are listed in Supplementary Data 3. **h** Circadian power value of flies with rhythm, corresponding to (g). Data are presented as mean  $\pm$  SEM. P-values from unpaired two-tailed Student's *t*-test are indicated. If P > 0.05, it will not be presented in the figures. All the P-values are listed in Supplementary Data 3. Source data are provided as a Source Data file.

**Supplementary table 1 Primers used in this study.**

| Primers          | Sequence (5'-3')                        |
|------------------|-----------------------------------------|
| NotI-LKRSDH      | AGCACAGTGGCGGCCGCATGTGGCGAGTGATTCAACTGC |
| HindIII-LKRSDH   | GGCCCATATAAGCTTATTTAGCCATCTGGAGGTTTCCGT |
| dilp1- forward   | GGCTCCAGTCGCTGCTCAT                     |
| dilp1- reverse   | GCCGCAGAGTTTGTGGTTT                     |
| dilp2- forward   | AAGCCTTTGTCCTTCATCTC                    |
| dilp2- reverse   | GATTGAGGGCGTCCAGAT                      |
| dilp3- forward   | TTATGATCGGCGGTGTCCAG                    |
| dilp3- reverse   | TTGGTCATTGCGTTGAAGCC                    |
| dilp4- forward   | ATGAGCCTGATTAGACTGGG                    |
| dilp4- reverse   | GCCTCGCCGCACATCTTT                      |
| dilp5- forward   | ATGGACATGCTGAGGGTTGC                    |
| dilp5- reverse   | ATCCAAATCCGCCAAGTGGT                    |
| LKRSDH- forward  | GCAGAATGTCAAGGTCATAGTG                  |
| LKRSDH- reverse  | ATCTATGGGCACCTGTTTCACT                  |
| art4- forward    | AATACAAGGGAAGCTGCACG                    |
| art4- reverse    | CACTAGATTGTCGGCGTCCA                    |
| rp49- forward    | AGATCGTGAAGAAGCGCACCAAG                 |
| rp49- reverse    | CACCAGGAACTTCTTGAATCCGG                 |
| dilp2 01 forward | CCACAATTTTCCAATAGCCA                    |
| dilp2 01 reverse | TCAAAAGTCAGGTTGTCAAA                    |
| dilp2 02 forward | ACATGTGTGTGGATCCAGAC                    |
| dilp2 02 reverse | CGAAAGCTAACTGATGATGTT                   |
| dilp2 1 forward  | GCTGGCCAGCTCCACAGTGA                    |
| dilp2 1 reverse  | TGCATCCTTGTAAGAACTTA                    |
| dilp3 01 forward | TAGTAGCTTGCCAAATGTGA                    |
| dilp3 01 reverse | TGCATCGAGTTCCCTTCGGC                    |
| dilp3 02 forward | ACAATCCAGATCCGTGCGCT                    |
| dilp3 02 reverse | GGTCTAGTTTCTCGTGAGGA                    |
| dilp3 1 forward  | TGGCAGACACATACTACACA                    |
| dilp3 1 reverse  | GTAGGCTAGGTAGCAGGATC                    |
| dilp5 01 forward | ACTATTTGCACGATAAGCC                     |
| dilp5 01 reverse | TTAATCGGATGCACCAAGGG                    |
| dilp5 02 forward | ATAAATTAATGATAGCACCC                    |
| dilp5 02 reverse | TTTCCGCCGCTGTCAGCCAT                    |
| dilp5 1 forward  | CTGTTCCCTGATCCCGCTCCTG                  |
| dilp5 1 reverse  | GAATCCATTGGGACAGGCAA                    |

# Supplementary material for: LKRSDH-dependent histone modifications of insulin-like peptide sites contribute to age-related circadian rhythm changes
**Source:** Nat Commun. 2024 Apr 18;15:3336. doi: 10.1038/s41467-024-47740-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

**Supplementary Data 1:** Differentially expressed gene lists revealed by RNA-seq in samples of 3d w1118 v.s. 3d LKRSDHMB01942, 40d w1118 v.s. 40d LKRSDHMB01942, 3d w1118 v.s. 40d w1118 and 3d LKRSDHMB01942 v.s. 40d LKRSDHMB01942.

Differentially expressed genes with  $p.adjust < 0.05$  are presented using adjusted P values. The analysis of differentially expressed genes was performed using a two-tailed hypothesis test.

**Supplementary Data 2:** GO and KEGG enrichment analysis of genes regulated by LKRSDH or altered during aging identified by RNA-seq.

GO and KEGG terms with  $p.adjust < 0.05$  are shown. GO and KEGG enrichment were measured by adjusted one-tailed P values.

**Supplementary Data 3:** Statistic values indicated the significance of differences.

# Supplementary material for: LKRSDH-dependent histone modifications of insulin-like peptide sites contribute to age-related circadian rhythm changes
**Source:** Nat Commun. 2024 Apr 18;15:3336. doi: 10.1038/s41467-024-47740-4
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Circadian rhythm of individual male flies was measured using the Drosophila Activity Monitoring (DAM) System (Trikinetics).<br>Immunofluorescence of brains were imaged using confocal microscopy (Leica SP8) with LAX software (Leica Application Suite X v3.3.0).<br>Quantification of genes expression were performed using Applied Biosystems (StepOne Software v2.3).<br>Western blot signals were detected using ECL (ABclonal, RM00021P) by Amersham ImageQuant 800 (GE Healthcare, Sweden). |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Data analysis

For RNA-seq data analysis, Raw sequencing data (i.e. FASTQ files) of RNA-seq were processed and quality-controlled using Trim-galore v0.6.0 and FastQC v0.12.1. The remaining reads that passed all the filtering steps was counted as clean reads and all subsequent analyses were based on this. Hisat2 v2.2.1 was used to perform alignments to the *Drosophila melanogaster* (dm6) reference genome with default parameters. RNA-seq counts were counted using HTSeq-count v0.6.0 and differentially expressed genes (DEGs) were performed by R package DESeq2 v1.38.3 (FDR value < 0.05 and  $|\log_2(\text{fold changed})| > 0.5$ ). Enrichment of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed using the R package clusterProfiler and org.Dm.eg.db dictionary.

For CHIP-seq data analysis, Adaptor sequence trimming, mapping to the *Drosophila melanogaster* (dm6) reference genome using Bowtie2 v2.5.1 and PCR duplicate removal using Picard Tools (<http://broadinstitute.github.io/picard/>) were performed. Broad peaks were called using macs2 v2.2.7.1, annotated and analyzed by the R package CHIPseeker v1.34.1. Deeptools v 3.5.1 bamCoverage function, multiBigWigSummary function and R package pheatmap were used to generate ChIP-seq signal heatmaps and RNA-seq signal heatmaps represented the log2-ratio of fold change over gene body. Deeptools multiBigWigSummary function was used to compute average RPKM-normalized read count in peaks, and the Pearson correlation between different ChIP-seq targets were calculated by ggplot2 v3.4.1 in Rstudio. To identify H3K27me3/H3R17me2 co-modified genes, we first derived the H3K27me3 and H3R17me2 covered matrix. The H3K27me3/H3R17me2 co-modified genes were those genes with both H3K27me3 and H3R17me2 covered genes. We used k-means clustering to cluster different co-modified genes. Heatmap and cluster analysis were generated by R package ComplexHeatmap v2.14.0 and ClusterGVis v0.06, respectively.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data generated in this study have been deposited in the National Center for Biotechnology Information (NCBI) database under accession code PRJNA965887 (<https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA965887>). The CHIP-seq data generated in this study have been deposited in the NCBI's Gene Expression Omnibus (GEO) database under accession code GSE235532 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE235532>). Published gene expression datasets used in this study can be find from GEO database under accession code GSE153901 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153901>), GSE37032 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE37032>), GSE59769 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59769>), GSE94922 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94922>). All other data needed to reproduce the results presented here are contained within the manuscript, figures, supplementary information and Zenodo database and are accessible to the public through the accession code: 10785489 (<https://zenodo.org/records/10785489>). Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\)](#), [and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

|                 |                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | For circadian rhythm assays, data from the dead flies at the end of the assay were excluded.                                                                                                        |
| Replication     | Three biological repeats were applied in this study.                                                                                                                                                |
| Randomization   | Flies of the same genotype were randomly selected for each experiment.                                                                                                                              |
| Blinding        | No blinding was done during this study. Normally, we put flies of the same genotype into one monitor. After the experiment, we analyze the data from the same monitor before we check the genotype. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-Elav rat (DSHB, 7E8A10; 1:200)<br>anti-Repo mouse (DSHB, 8D12; 1:200)<br>Alexa Fluor™ 568 (Thermo Fisher Scientific, A11004; 1:150)<br>Alexa Fluor™ 647 (Thermo Fisher Scientific, A21247; 1:150)<br>anti-Histone H3 (asymmetric di methyl R17) (Abcam, ab8284; 1:500)<br>anti-Histone H3 (tri methyl K27) (Abcam, ab6002; 1:1000)<br>Histone H3 (EASYBIO, BE3015; 1:1000)<br>anti-AASS (Abconal, A24544; 1:50)<br>anti-V5 (Abconal, AE017; 1:1000)<br>anti-β-tubulin (Abconal, AC008; 1:1000)<br>HRP Goat Anti-Rabbit IgG (H+L) (ABconal, AS014; 1:1000)<br>HRP Goat Anti-Mouse IgG (H+L) (ABconal, AS003; 1:1000) |
| Validation      | The validation of the primary antibodies was conducted previously, as these antibodies are widely used for immunofluorescence (IF), chromatin immunoprecipitation (ChIP), and Western blotting (WB), and their validation has been published before.                                                                                                                                                                                                                                                                                                                                                                     |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                               |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | S2 cells were obtained from ATCC (ATCC, CRL-1963).                                            |
| Authentication                                                       | cell line authentication was performed by the supplier.                                       |
| Mycoplasma contamination                                             | cell lines were negative for Mycoplasma contamination through observation of cell morphology. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                               |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                             |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | 3-day-old w1118, 3-day-old LKRSDHMB01942, 40-day-old w1118 and 40-day-old LKRSDHMB01942 fruit flies ( <i>Drosophila melanogaster</i> ) were used as the laboratory animals. |
| Wild animals       | This study did not involve wild animals.                                                                                                                                    |

|                         |                                                     |
|-------------------------|-----------------------------------------------------|
| Reporting on sex        | male                                                |
| Field-collected samples | This study did not involve field-collected samples. |
| Ethics oversight        | No ethical approval was required for the fly work.  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                         |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE235532">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE235532</a> |
| Files in database submission                                       | The database includes raw data (fastq files) and processed data (bigWig and BED files) for all NGS studies.                             |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | No longer applicable                                                                                                                    |

### Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Two biological repeats were applied in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Sequencing depth        | 6G                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Antibodies              | anti-Histone H3 (asymmetric di methyl R17) (Abcam, ab8284)<br>anti-Histone H3 (tri methyl K27) (Abcam, ab6002)                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Peak calling parameters | macs2 callpeak -c input.bam -t H3K27me3.bam -p 0.01 -f BAMPE -g dm -B --broad --min-length 500 -m 3 50 --outdir peak_nomodle -n H3K27me3 &<br>macs2 callpeak -c input.bam -t H3R17me2.bam -p 0.01 -f BAMPE -g dm -B --broad --min-length 500 -m 3 50 --outdir peak_nomodle -n H3R17me2                                                                                                                                                                                                                                                                                |
| Data quality            | Quality of raw data was evaluated by FastQC v0.12.1. Peaks were called in MACS2 (v2.2.7.1) using p-value of 0.01 for ChIP-seq. 

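This p-value was the threshold given to MACS2 for the strongest part of a broad region, and the p-value that a list gives for a region is a mean over its whole length. The lowest -log10 p in any list was 1.00, so that regions were listed up to a p of 0.1. A mean p under 0.01 was given for 34.5% ± 8.59 of H3K27me3 peaks and 4.10% of H3R17me2 peaks (n = 8 libraries each). A q-value under 0.05, which corrects for the number of places tested, was given for 23.6% ± 11.8 of H3K27me3 peaks (SD) and 0.217% of H3R17me2 peaks. The H3R17me2 mean was set by 40-day-old control replicate 1; the other 7 lists had 0.0175% to 0.167%. The median fold enrichment over input was 1.41 in H3K27me3 lists and 1.39 in H3R17me2 lists.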

The peaks called were further validated by visualizing the peak position files and bigWig files for all samples including the Input control in a genome browser. In addition, we also validated the reliability of ChIP-seq data through ChIP-qPCR.                                                                                                                                                                                    |
| Software                | Trim-galore (v0.6.0) was used to trim ChIP-seq reads.<br>Bowtie2 (v2.5.1) was used to align reads to genome.<br>SAMtools (v1.19) was used for BAM file processing and merging of replicate BAM files.<br>PicardTools (v2.8) was used for PCR duplicates removal.<br>MACS2 (v2.2.7.1) was used for peak calling.<br>DeepTools (v3.5.1) was used to generate bigWig track coverage files.<br>ChIPseeker (v1.36.0) was used to annotate and analyze Broad peaks.<br>Complex Heatmap (v 2.14.0) and ClusterGVis v0.1.0 was used to generate heatmap and cluster analysis. |

How the deposited data were processed for this re-analysis (not part of the article)

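ChIP-seq of H3R17me2 and H3K27me3 was done on heads of 3-day-old and 40-day-old w1118 control and LKRSDH MB01942 mutant flies, 25 heads per sample, collected at 8 h after lights on. The 24 samples are 16 immunoprecipitated libraries, 8 per mark and 2 per condition, and 8 inputs. Samples were assigned to conditions by the names that the lists carry for their peaks, which match the sample descriptions; for the 4 H3K27me3 lists of 3-day-old flies the same parts (mark, age with genotype, replicate number) stand in another order in the peak names than in the descriptions. The paper states that all experiments were done with male flies.

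According to the paper, reads were trimmed with Trim-galore, aligned to dm6 with Bowtie2, stripped of duplicates with Picard, handled with SAMtools and used to call broad peaks against input with MACS2, with a p-value of 0.01 and a minimum length of 500 bp. The files used here are the 16 lists of peaks, 1 per immunoprecipitated library. The fold enrichment values are ratios of immunoprecipitated to input signal that the authors computed with MACS2, as deposited, as a mean over the region. The -log10 p and -log10 q values were computed by the authors with MACS2 in the same way, as deposited. They hold no counts. The read depth of each library is therefore unknown, and no interval or detection limit was computed. The paper states a sequencing depth for the study and none per library. The input libraries were not analysed here apart from their part in the authors' peaks, and the paper does not say which input went with which library.

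Peaks were used as listed, including those on unplaced sequences. Overlapping peaks of a list were merged for every covered length. Genes, transcripts and exons came from the Ensembl annotation BDGP6, release 115, without transposable elements. Chromosome lengths came from the RefSeq annotation of the same genome. No peak reached beyond the end of a chromosome. The computations were done in Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3, and the plots with matplotlib 3.10.9. Random draws used seed 1.

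The promoter was 3 kb on either side of a TSS. Random placement used 100 draws per list, and moves along the genome used 1000 rotations for correlations and co-modified genes and 100 for Jaccard indices. Windows were 5 kb long. Changes of a gene needed 50 percentage points of its body in both libraries. A dilp gene was measured with 1000 bp upstream of its TSS. For the differentially expressed genes of Supplementary Data 1, the genes of each list that are among the 13945 protein-coding genes were compared with 10000 random lists of as many genes matched on mean coverage; the other listed genes were left out. Its sheets hold 162, 508, 1073 and 1202 genes, as many as Fig. 3a gives, and in each sheet the direction with more genes is the one that the paper's text gives. The sheets were read in that direction. LKRSDH does not follow it: it is listed as up in the sheet of 40-day-old mutants against controls, while Fig. 3c places it among the genes with lower values, so the direction of the sheets is not certain.

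Groups were compared by exact permutation tests on libraries or pairs of libraries, two-sided except for the overlap of lists, which was tested one-sided. The smallest p is 0.3333 for 2 against 2 libraries, 0.0286 for 4 against 4 and 0.000155 for 8 against 8. Adjusted p-values are by the Benjamini-Hochberg method within a family of tests. Leaving out a replicate gave values only, without tests.

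The genes named in the text were the dilp genes, LKRSDH and art4, which the paper names with the ChIP-seq data, and up to 2 genes per mark and contrast with the largest change in covered share among those changed in both replicates, ties going to the longer gene. The tests, the named genes and the alternatives, which varied the peak threshold, the number and length of peaks, the TSS set, the promoter width, the windows, the pairing of libraries and the replicates, were fixed before the data were examined. Chosen later were the tests of promoter and 1 kb shares against random placement, the moved lists for Jaccard indices, the 45 regroupings of the change correlation, the windows without the X chromosome, the restriction to 13945 protein-coding genes on the assembled chromosomes, and the tests of the replicate number, of unplaced sequences, of the order of the 8 correlations and of equal numbers of peaks for them, of the shared control as an explanation, of the order, number and threshold of peaks for H3K27me3 with age, and of a single replicate for the differentially expressed genes.

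The functions were tested on simulated data, and 22 of 22 checks gave the value built into the simulation. With simulated unchanged groups, the correlation of changes was 0.501 with a shared control and 0.00230 with separate controls. With a change shared by both groups, it was 0.678 and 0.220. Of the simulated genes, 200 with a built-in change were found and 0 unchanged ones were called.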

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

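The tests of unplaced sequences, of the order of the 8 correlations and of equal numbers of peaks for the correlations were chosen after the results had been seen; the other tests here were not.

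The H3R17me2 list of 40-day-old control replicate 1 lay far from the other 7 lists of its mark in 3 of the 10 groups examined, which were 5 measures over the 8 lists of each mark, by the gap to the nearest list relative to the range. These lists come from 4 conditions and are not replicates of one group. Chance alone puts about 1 in 20 such groups beyond the limit. The list had 10627 peaks, the fewest of the mark. Of its peaks, 1.22% had a q-value under 0.05, the largest share of the mark. Its mean Jaccard index with the other lists was 0.167, the lowest of the mark. Fewer peaks may account for part of this low index. With as many peaks in every list the index was 0.151, still the lowest, against 0.206 to 0.258 in the other lists. With all peaks the other lists had 0.262 to 0.322, a wider gap. Peaks on unplaced sequences stay open as part of the difference. The list has 76 such peaks, 48 of them among its 130 peaks with a q-value under 0.05, and the H3K27me3 list of the same condition and number has 54, the most of its 8 lists. The high counts in both lists of replicate 1 may reflect a property of the chromatin or the input shared by both libraries, which the lists cannot separate. The pair of 40-day-old control replicate 2 does not show such a link, with 40 such peaks in its H3K27me3 list and 3 in its H3R17me2 list. A lower read depth or a weaker immunoprecipitation was not tested, because the lists hold no reads. The same condition has 1 other list, so an effect of age or genotype is not separated from this library.

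H3R17me2 coverage of dilp3 and its upstream region rose with age in controls by 24.5 percentage points and fell by 39.7 in mutants, a difference of -64.2 percentage points. It stood out because all libraries of one genotype moved one way and all of the other the opposite way. The difference itself was not tested. Each of the changes with age compares 2 libraries with 2, which allows no p under 0.3333. Of all protein-coding genes, 3.30% had opposite changes of this kind, against a mean of 2.92% when the libraries were divided otherwise, a ratio of 1.13, so the chance order of the 8 libraries stays open. In controls the change was -1.07 percentage points with 3000 bp upstream. A biological difference between the genotypes with age stays open and untested.

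The correlation of the marks across windows was lower in both mutant pairs than in both control pairs at 3 days and higher at 40 days, with a difference between the effects of 0.155. An exact two-sided permutation test of this difference gave p = 0.171, so a chance order of the 8 values stays open. With as many peaks in every list the difference was 0.162, but the pairs of the genotypes then overlapped at both ages, so the number of peaks cannot be told apart from the other explanations. The order at 40 days rests on 0.449 against 0.448. An effect of genotype that differs with age stays open. Of such comparisons, 34 were made and 2 were of this kind.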

How the results depend on the processing

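Windows without the X chromosome were chosen after the results had been seen; all other alternatives here were not. The read depth is unknown, which limits every comparison of lists. Unless a construction is named, the cause was not tested.

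With a q-value under 0.05, which leaves few H3R17me2 peaks by construction, the number of peaks of H3R17me2 minus H3K27me3 reversed to -1147 and the covered length difference was -22.3 Mb (p = 0.000155, exact permutation test, for both). The H3K27me3 covered length changed by 9.36 Mb from control to mutant at 40 days, by -6.43 Mb with age in controls and by 6.94 Mb with age in mutants; the 9.36 and 6.94 Mb rest on 40-day-old mutant replicate 2, with 37.0 Mb against 17.3 Mb in replicate 1. The overlap of H3K27me3 lists within conditions exceeded that between conditions by 0.0217 (exact permutation p = 0.286) and for age by 0.0333 (exact permutation p = 0.114), where the unadjusted p was no longer under 0.05; the adjusted p was not under 0.05 with all peaks either. The promoter share was 77.1% for H3K27me3 and 21.3% for H3R17me2, at 7.89 and -12.4 percentage points from random placement. The share within 1 kb was 67.7% and 6.73%, at 6.91 and -16.4 percentage points from random. Changed genes numbered 101 for H3K27me3 between genotypes at 3 days, 226 with age in controls, 205 of them lower at 40 days, and 79 with age in mutants, and 0 for H3R17me2 in all 4 contrasts. The correlation of the marks was 0.00759, -0.00643, 0.0251 and 0.00240 in 3-day-old controls, 3-day-old mutants, 40-day-old controls and 40-day-old mutants, and its mutant minus control difference reversed to -0.0184 (exact permutation p = 0.114). The correlation of changes of H3R17me2 was 0.408. Co-modified genes numbered 0, 0, 1 and 0, with a log2 odds ratio of 5.10 in 40-day-old controls. No value could be had for the TSS ratio of H3R17me2 or the odds ratios of 3-day-old controls and 40-day-old mutants.

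With as many top peaks in every list, the H3K27me3 covered length changed by 3.61 Mb from control to mutant at 40 days and by 6.05 Mb with age in controls, the H3R17me2 overlap within minus between ages reversed to 0.00123 (exact permutation p = 0.371), the correlation of the marks was 0.216 in 3-day-old and 0.393 in 40-day-old mutants, 1238 genes were co-modified in 3-day-old mutants and the log2 odds ratio of 40-day-old mutants was 2.23. With overlap counted as peaks sharing 50% of their length, the H3R17me2 difference for genotype reversed to 0.000735 (exact permutation p = 0.4).

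With 1 TSS per gene, the promoter share was 57.5% for H3K27me3 and 54.2% for H3R17me2, and the share within 1 kb 42.4% and 35.0%. From the midpoint of the peak, the promoter share was 44.7% and 50.4%, the share within 1 kb 19.8% and 21.6%, and the differences from random placement -2.72 percentage points for H3K27me3 promoters, and -3.98 and -2.21 for 1 kb. With the promoter within 1 kb, the shares were 46.3% and 40.2%, at -0.568 and 1.23 percentage points from random placement.

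When any change of a peak counted, changed H3K27me3 genes numbered 134 at 3 days and 194 at 40 days between genotypes, and changed H3R17me2 genes 674 and 893 between genotypes and 898 and 618 with age. The correlation of the marks was 0.257, 0.215, 0.265 and 0.356 in windows of 1 kb, 0.3995, 0.353, 0.461 and 0.560 in windows of 20 kb, and 0.0906, 0.0221, 0.0666 and 0.221 in windows with a peak of either mark, in the order of conditions above. Over gene bodies it was 0.282 in 40-day-old controls and 0.387 in 40-day-old mutants. With separate controls, which removes the shared libraries, the correlation of changes was 0.00439 for H3K27me3 and 0.0175 for H3R17me2.

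With peaks over at least 50% of the gene body, co-modified genes numbered 583, 435, 283 and 1165, and with a peak in either replicate 3697, 3903, 4252 and 4535, more by construction, with a log2 odds ratio of 2.59 in 3-day-old controls. With each replicate left out in turn, the correlation of the marks in 40-day-old controls ranged from 0.270 to 0.448, the correlation of changes of H3R17me2 from 0.448 to 0.5102, the log2 odds ratio from 2.02 to 2.23 in 3-day-old controls and from 2.11 to 2.25 in 40-day-old mutants, and the co-modified genes from 2399 to 3357 in 3-day-old mutants and from 2498 to 3510 in 40-day-old controls, where a single library suffices to count a gene.

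Results kept their direction and side of the threshold, or moved less than the spread, with peaks of at least 1000 bp (2 results), on the assembled chromosomes alone (8), with flanks at 1 to 2 kb (2), with libraries paired with the other number (6), by Spearman correlation (6), in windows with a peak in any of the 6 libraries (2), without the X chromosome (6) and, for the coverage changes of differentially expressed genes, with 1000 bp upstream (1). After removal of condition means, libraries of one replicate number correlated across windows between -0.184 and 0.100 within H3K27me3, 0.0321 and 0.123 within H3R17me2 and 0.0223 and 0.0484 between marks, although replicate 2 covered more than replicate 1 in all 4 H3R17me2 conditions. With the number as a block, no call changed, with p of 0.00781 and 0.75 for the comparisons of marks and 0.167 and 0.778 for the correlations with age and genotype (exact permutation tests). Of 40 coverage changes of dilp genes per alternative, 20 moved at a q-value under 0.05, 5 with equal numbers of peaks and 14 with 3000 bp upstream, some of them with a change of sign, and none of these changes had a call to lose.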

Differences from the paper's values

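No test here was chosen after the results had been seen, except where a sentence says so. The paper's values from figures were read by eye. The correlation of the marks was computed here on the covered share of windows, and in the paper on read counts in peaks.

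In 3-day-old controls the correlation of the marks was 0.3332, and the paper's value is about 0.46 in Fig. 7h, read by eye; none of the alternatives set before the data were examined closed the gap, the nearest being 0.3995 in windows of 20 kb. In 3-day-old mutants it was 0.282, and the paper's value is about 0.40 in Fig. 7i, read by eye; again none of these alternatives closed the gap, with 0.353 in windows of 20 kb. In 40-day-old controls it was 0.359, and the paper's value is about 0.51 in Fig. 7j, read by eye; the gap closed in windows of 20 kb, at 0.461, by Spearman correlation, at 0.404, and without replicate 1, at 0.448, and stayed open with a q-value under 0.05, with equal numbers of peaks, in windows of 1 kb, in windows with a peak of either mark, with the other pairing, over gene bodies and without replicate 2.

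The correlation of the changes by mutation and by aging was 0.508 for H3R17me2, and the paper's value is 0.45. With a q-value under 0.05 it was 0.408, over gene bodies 0.490 and without replicate 1 0.448, each closer to the paper's value than the spread between replicates. With separate controls, equal numbers of peaks, windows of 1 kb or 20 kb, windows with a peak in any of the 6 libraries and without replicate 2, the gap stayed open. The legend of Fig. 7l names the aging change as 3-day-old over 40-day-old flies; on that scale the value here would be negative.

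The paper states that H3R17me2 occupies more of the genome. It had more peaks, but its covered length minus that of H3K27me3 was -1.52 Mb, a difference smaller than the spread between libraries. The order was the opposite on the autosomes, with 33.8% covered by H3R17me2 and 32.9% by H3K27me3. On the X chromosome the values were 0.397% and 11.0%. The paper states that most sites of both marks lie within 1 kb of a TSS; the shares here were 46.3% for H3K27me3 and 40.2% for H3R17me2. The H3K27me3 share was 67.7% with a q-value under 0.05. The paper describes increased enrichment on both sides of the TSS (Supplementary Fig. 9c); coverage by peaks was lower at the TSS than 2000 to 3000 bp away, with log2 ratios of -0.17 for H3K27me3 and -0.40 for H3R17me2, a measure that need not differ from the paper's description.

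The paper states that aging raised both marks at dilp2, dilp3 and dilp5. In controls, H3R17me2 coverage of dilp2 changed by -16.6 percentage points. This came from 0% and 93.2% at 3 days against 0% and 60.0% at 40 days, so the libraries overlapped. H3K27me3 coverage of dilp5 with 1000 bp upstream was 0% at both ages, but control peaks at both ages began just beyond that region. The paper states that the allele lowered both marks at these genes at 40 days. H3R17me2 coverage in the mutant was higher by 65.0, 35.8 and 48.8 percentage points at dilp2, dilp3 and dilp5, and H3K27me3 coverage differed by 0, 0 and 40.3 percentage points. These are lengths under a peak and not levels, while the paper also draws on ChIP-qPCR (Fig. 6k–m). Control replicate 1 had 0% at dilp2 and dilp5, and the libraries overlapped at dilp5. Of all protein-coding genes, 20.4% had the order seen at dilp2 and dilp3. No setting that was run gave lower H3R17me2 coverage in the mutant at these 3 genes. With a q-value under 0.05 all these H3R17me2 differences were 0.

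The paper states that the correlation of the marks was lower in the mutant at both ages; at 40 days the mutant minus control difference was 0.104. With a q-value under 0.05, the difference over both ages was -0.0184, and without replicate 1 or 2 it was -0.0271 or 0.0797.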

Other observations

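The tests of moved lists on the autosomes, of the replicate number, of the shared control, of the order, the number and the threshold of peaks for H3K27me3 with age, and of a single replicate for the expressed genes were chosen after the results had been seen; the other tests here were not.

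H3R17me2 lists of replicates overlapped no more than lists of different conditions. If many peaks came from background, the strongest peaks would recur about as often as the rest. Of the 500 strongest H3R17me2 peaks, 40.0% had at least 50% of their length in the other replicate, against 41.9% of all peaks, a mean difference of -1.97 percentage points. The difference was below 0 in all 4 lists of replicate 1 (-15.3 to -4.81) and above 0 in all 4 of replicate 2 (2.26 to 6.91), so background peaks cannot be told apart from other explanations by this measure. For H3K27me3 the shares were 93.0% and 63.8%, a difference of 29.3 percentage points, which argues against background as the source of its peaks as a whole. For H3R17me2, a read depth too low to rank the peaks was not tested, and a real pattern that does not differ between conditions stays open. The lists are not random. On the autosomes, H3R17me2 replicates had a Jaccard index of 0.279, and the highest mean over 100 moves along the autosomes was 0.213, so the X chromosome that these lists leave out is not the whole cause of their overlap. The index of H3R17me2 with H3K27me3 lists of the same condition and number was 0.307 on the autosomes.

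H3R17me2 lists differed by replicate number. Replicate 2 minus replicate 1 was above 0 in all 4 conditions for the covered length, with a mean of 12.2 Mb (exact two-sided sign-flip permutation test, p = 0.125, the smallest p that 4 conditions allow). It was also above 0 in all 4 for the share of peaks in promoters, with a mean of 4.28 percentage points. For the number of peaks with a q-value under 0.05 it was below 0 in all 4, with a mean of -44.3 (range -126 to -13). The -126 came from 40-day-old controls, with 130 such peaks in replicate 1 and 4 in replicate 2. For H3K27me3 the covered length went both ways, from -3.26 to 5.24 Mb. The sign-flip test cannot decide between chance and a batch marked by the number, since 4 conditions allow no smaller p. For H3R17me2, the differences in covered length (SD 3.35 Mb, range 9.27 to 16.7) and promoter share (SD 1.37, range 2.70 to 6.05 percentage points) exceeded their spread. This argues against chance for these measures. The paper gives no batch or date, so the cause of the difference stays open. Read depth was not tested. The conditions have the same numbers, so the number does not separate them. No biological explanation was tested.

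Few peaks lie on the X chromosome. H3R17me2 peaks covered 0.397% of it and 33.8% of the autosomes, and H3K27me3 peaks 11.0% and 32.9% (means of 8 libraries). One candidate explanation is a background level that the peak caller sets from the whole genome where the X chromosome has fewer reads, as in the male flies that the paper states. The ratio of X to autosomes would then rise among stronger peaks. It did in 6 of 8 H3K27me3 lists, with means of 0.345 for all peaks and 0.404 with a q-value under 0.05, and in 6 of 8 H3R17me2 lists, from 0.0131 to 15.2 ± 15.2 (SD, range 0 to 45.8), where the few peaks left, 3 to 130 per list, covered 0.0907% of the X chromosome and 0.0129% of the autosomes. In the other lists it did not rise, and neither the reads nor the inputs were analysed here, so this explanation cannot be told apart from others. No biological explanation was tested.

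The changes by mutation and by aging both subtract the same control libraries, which may explain their correlation. With separate controls, r was 0.0175 for H3R17me2, as it would be if the shared control was the cause. For H3K27me3 it was 0.00439, the mean of -0.122 and 0.131. The H3K27me3 r of 0.308 with a shared control lay below the simulated 0.482 to 0.519. The 45 divisions of the libraries gave 0.0410 to 0.839, a range too wide to decide for this mark. A shared effect smaller than the spread between the ways of splitting the controls is not excluded.

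H3K27me3 covered 44.3 ± 1.46 Mb at 40 days and 33.6 ± 2.50 Mb at 3 days (SD, n = 4 libraries each). Every 40-day-old list covered more than every 3-day-old list (at least 42.1 against at most 35.9 Mb). An exact two-sided permutation test gives p = 0.0286, the smallest p that 4 against 4 allow. It was chosen because the order was complete, so the test itself cannot exclude a chance order. The difference of 10.6 Mb, however, exceeds the spread at either age. In addition, 375 genes in controls and 315 in mutants changed in H3K27me3 with age, against at most 71 and 66 in other divisions of the libraries. The gene counts rest on the same coverage as the order of the lists, so they are not separate evidence. The size of the difference against the spread argues against a chance order of the lists with all peaks. The number of peaks as the whole cause is argued against, since with as many peaks in every list the lengths were still 39.8 and 31.0 Mb (exact permutation test, p = 0.0286). The lenient threshold stays open, since with a q-value under 0.05 the lengths were 22.5 and 22.2 Mb (exact permutation test, p = 0.971); the mean at 40 days includes 37.0 Mb in mutant replicate 2, and the other 3 lists had 16.6 to 19.0 Mb, against 18.6 to 26.5 Mb at 3 days. Of the 4.85 Mb gained in both 40-day-old control lists, 83.1% was within 5 kb of a 3-day-old peak, against 29.5% of all length without a 3-day-old peak, a ratio of 2.82, so the gain may lie at the edges of domains present at 3 days. Depth was not tested, and age as a biological cause stays open.

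Genes that the paper lists as higher at 40 days gained less H3K27me3 coverage with age than matched genes. In controls 393 of the 451 listed genes, those among the protein-coding genes used here, gained 3.13 percentage points and random lists matched on coverage 6.04 (percentile 0 of 10000 lists). In mutants 545 of the 613 listed genes gained 4.83 and random lists 7.62 (percentile 0.01). Of 16 lists, 3 were outside the central 95% of random lists; the third, H3R17me2 in genes listed as lower with age in mutants, had -0.619 against 2.44 percentage points (percentile 0.49), with a percentile of 1.59 without replicate 1 and 6.89 without replicate 2. Gene length is argued against in controls by a percentile of 0.04 and in mutants by a percentile of 0 when the random lists were also matched on length. A single replicate is argued against in controls, where the higher percentile without a replicate was 0.46. In mutants it was 4.56 without replicate 2, inside the central 95%, so there the difference may depend on one replicate. The gene lists and the peaks come from separate libraries. Which direction the lists give rests on the counts of genes per sheet, and the entry for LKRSDH at 40 days is opposite to its place in Fig. 3c, so that genes lower at 40 days are not excluded as the ones meant. A lower gain of H3K27me3 at genes whose expression changes with age is one hypothesis that stays open, found and tested on the same data.

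LKRSDH, on 2L from 7791175 to 7795959, and art4, on 3R from 9982816 to 9986060, had no H3K27me3 peak in any of the 8 libraries, with 1000 bp upstream included. H3R17me2 coverage of LKRSDH ranged from 0% to 58.8%, and that of art4 from 7.89% to 100%, with no peak having a q-value under 0.05.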
